# Regorafenib inhibits epithelial-mesenchymal transition and suppresses cholangiocarcinoma metastasis via YAP1-AREG axis

**DOI:** 10.1038/s41419-022-04816-7

**Published:** 2022-04-21

**Authors:** Yu-Chan Chang, Chien-Hsiu Li, Ming-Hsien Chan, Ming-Huang Chen, Chun-Nan Yeh, Michael Hsiao

**Keywords:** Cancer therapy, Cell migration, Cell signalling, Gastrointestinal cancer

## Abstract

Cholangiocarcinoma (CCA) is a subtype of bile duct cancer usually diagnosed late with a low survival rate and no satisfactorily systemic treatment. Recently, regorafenib has been accepted as a second-line treatment for CCA patients. In this study, we investigated the potential signal transduction pathways mediated by regorafenib. We established a transcriptomic database for regorafenib-treated CCA cells using expression microarray chips. Our data indicate that regorafenib inhibits yes-associated protein 1 (YAP1) activity in various CCA cells. In addition, we demonstrated that YAP1 regulates epithelial-mesenchymal transition (EMT)-related genes, including E-cadherin and SNAI2. We further examined YAP1 activity, phosphorylation status, and expression levels of YAP1 downstream target genes in the regorafenib model. We found that regorafenib dramatically suppressed these events in CCA cells. Moreover, in vivo results revealed that regorafenib could significantly inhibit lung foci formation and tumorigenicity. Most importantly, regorafenib and amphiregulin (AREG) neutralize antibody exhibited synergistic effects against CCA cells. In a clinical setting, patients with high YAP1 and EMT expression had a worse survival rate than patients with low YAP1, and EMT expression did. In addition, we found that YAP1 upregulated the downstream target amphiregulin in CCA. Our findings suggest that AREG neutralizing antibody antibodies combined with regorafenib can reverse the CCA metastatic phenotype and EMT in vitro and in vivo. These findings provide novel therapeutic strategies to combat the metastasis of CCA.

## Introduction

Cholangiocarcinoma (CCA) is a malignant tumor that arises from bile duct cells in the biliary tree with a poor prognosis [1]. It is the second most common type of primary liver cancer and accounts for 10–20% of all primary liver cancers [2]. The most factor for favorable prognosis is tumor removal. Unfortunately, radical resection cannot be performed in most cases of CCA. Even with resection, the prognosis is dismal, with a five-year survival rate of only 10–44% [3].

Regorafenib is used to treat metastatic colorectal cancer patients who have previously received fluoropyrimidine-, oxaliplatin-, and irinotecan-based chemotherapy, anti-vascular endothelial growth factor (VEGF) therapy, and (if wild-type RAS) anti-epidermal growth factor receptor (EGFR) treatment [4–6]. Regorafenib can also be used to treat patients with unresectable or metastatic gastrointestinal stromal tumors who have previously received imatinib mesylate and sunitinib malate treatment, and hepatocellular carcinoma who have been previously treated with sorafenib [7]. Recently, a phase II trial showed regorafenib as a single agent with promising efficacy in patients with chemotherapy-refractory, advanced, and metastatic CCA [8].

Yes-associated protein 1 (YAP1) is involved in the Hippo pathway, which regulates various cancer phenotypes, especially angiogenesis, carcinogenesis, and metastasis [9]. YAP1 is a pivotal effector that acts as a transcriptional co-activator and is amplified to promote the epithelial to mesenchymal transition (EMT) and malignant transformation in cancers [10–12]. Amphiregulin (AREG) is produced as a transmembrane precursor that is proteolytically cleaved to produce the soluble factor. According to past studies, AREG was differentially overexpressed in human biliary cancers than the normal epithelium [13]. Furthermore, YAP1 and AREG have been reported to be independent prognostic factors for several cancer types [14–17].

In this study, we investigated the role of YAP1 in the occurrence and regulation of metastasis of CCA. We confirmed that regorafenib could inhibit the activity of YAP1 and affect the expression level of its downstream target AREG. Furthermore, we found that YAP1 enhanced CCA cells’ migration and invasion capabilities and promoted morphological changes during EMT. Therefore, we determined that reversing the phenotype induced by YAP1 is effective [18, 19]. In addition to reversing the YAP1-induced phenotype, we identified that regorafenib could also block tumorigenicity and lung nodule formation in vivo. Most importantly, these results were due to the synergistic effects of regorafenib combined with YAP1 downstream target blockers in vitro. This evidence supports a novel strategy for treating CCA patients.

## Materials and methods

### Cell lines and cell culture conditions

The cell lines HuCCT1, HuH28, SNU-1196, SNU-308, SNU-1079, and SNU-478 were maintained in a Roswell Park Memorial Institute medium containing 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin-glutamine (PSG). KKU-100 and MMNK-1 cell lines were maintained in a Dulbecco’s modified eagle’s medium containing 10% FBS and 1% PSG. All cell lines were purchased from the JCRB cell bank. Human cholangiocyte primary cells were purchased from Celprogen (Cat. 36755–12). YAP1-expression (wt/Y357F) and knockdown were performed with Addgene and the RNAi core, respectively. Verteporfin (Cat.S2075, 10 μM) was purchased from Cayman (St. Louis, MO, USA). All inhibitors were soluble in dimethyl sulfoxide.

### Western blot

Western blot analysis was performed as previously described [20]. Antibodies directed against YAP1 (1:2000, GTX104091, Genetex), p-YAP1 (S127) (1:1000, #18625, IBL), p-YAP1 (Y357) (1:1000, #2101, Cell Signaling), E-cadherin (1:1000, #2109, Cell Signaling), SNAI2 (1:1000, #9101, Cell Signaling), vimentin (1:1000, #9102, Cell Signaling), CTGF (1:5000, GTX24232, Genetex) and α-tubulin (1:10,000, #T5168, Sigma-Aldrich) were used as primary antibodies. The blots were visualized using an ECL-Plus detection kit (PerkinElmer Life Sciences, Boston, MA, USA), Prestained protein marker (10-170kDa, Tools, Taiwna) and antibody hybridization was repeated with stripping buffer (TOOLSrip Buffer, Tools, Taiwan).

### Reverse transcription-PCR

The total RNA was extracted with a TRIzol reagent (#15596026, Thermo Fisher), and the cDNA synthesis was performed using the SuperScript™ IV first-strand synthesis system (#18091200, Thermo Fisher). Quantitative real-time PCR was performed using SYBR green PCR mix (Tools). The primer sequences used for real-time PCR were as follows: UHRF1-forward, 5′-AGG TCA ATG AGT ACG TCG ATG C-3′; UHRF1-reverse, 5′-TTC TCC GGG TAG TCG TCG T-3′; CTGF-forward, 5′-CAG CAT GGA CGT TCG TCT G-3′; CTGF-reverse, 5′-AAC CAC GGT TTG GTC CTT GG-3′; SNAI2-forward, 5′-GAG CAT ACA GCC CCA TCA CT-3′; SNAI2-reverse, 5′-GCA GTG AGG GCA AGA AAA AG-3′; BCL2L11-forward, 5′-TAA GTT CTG AGT GTG ACC GAG A-3′; BCL2L11-reverse, 5′-GCT CTG TCT GTA GGG AGG TAG G-3′; CCND1-forward, 5ʹ-TGG AGG TCT GCG AGG AAC A-3ʹ; CCND1-reverse, 5ʹ-TTC ATC TTA GAG GCC ACG AAC AT-3ʹ; CCNE1-forward, 5ʹ-AGC CAG CCT TGG GAC AAT AAT-3ʹ; CCNE1-reverse, 5ʹ-GAG CCT CTG GAT GGT GCA AT-3ʹ; CDKN1B-forward, 5ʹ-CTG CAAC CGA CGA TTC TTC TAC T-3ʹ; CDKN1B -reverse, 5ʹ-CTT CTG AGG CCA GGC TTC TT -3ʹ;CCN1-forward, 5ʹ-GGT CAA AGT TAC CGG GCA GT-3 ʹ; CCN1-reverse, 5ʹ- GGA GGC ATC GAA TCC CAG C-3 ʹ; PTGS2-forward, 5ʹ- GGC TTC CAT TGA CCA GAG CAG -3ʹ; PTGS2-reverse, 5ʹ- GCC GAG GCT TTT CTA CCA GA-3 ʹ; S26-forward, 5′-CCG TGC CTC CAA GAT GAC AAA G-3′; and S26-reverse, 5′-ACT CAG CTC CTT ACA TGG GCT T-3′.

### TEAD luciferase reporter assay

CCA cancer cells were co-transfected with 0.2 μg of a firefly luciferase reporter gene containing the sequence for transcriptional enhance associated domain (TEAD) and 0.02 μg of Renilla luciferase reporter [21]. The luciferase signals were measured by using a plate reader (Victor3, PerkinElmer) and ONE-Glo Luciferase assay (#E6120, Promega).

### Cell migration/ invasion assay

For migration assays, 8-μm pore size polycarbonate filters (GE Healthcare Life Sciences, Chalfont St. Giles, UK) were coated with 1 mg/mL human fibronectin (Sigma, St. Louis, MO, USA). A medium containing 10% FBS was added to the lower compartment and cells suspended in a serum-free medium were added to the upper compartment of the Boyden chamber. For invasion assays, fibronectin-coated polycarbonate filters were further coated with 10 mg/mL Matrigel (BD Biosciences, San Jose, CA, USA) on the opposite surface. Medium containing 10% FBS was added to the lower compartment and cells suspended in a serum-free medium were added to the Matrigel-coated upper compartment of the Boyden chamber. After the optimized timing (12–16 h), invading or migrating cells were stained with the Giemsa solution and counted under a light microscope (400×, eight random fields of each well). Three independent experiments were performed in quadruplicates.

### In vivo pulmonary nodules model

Age-matched, non-obese, diabetic-severe combined immune-deficient gamma (NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ JAX^®^, NOD-SCID γ) male mice (age: 6–8 weeks; body weight: 20–25 g) in a specific pathogen free (SPF) room were used for the experiments. All animal experiments were conducted in accordance with a protocol approved by the Academia Sinica Institutional Animal Care and Utilization Committee (IACUC) (IACUC No. 12–02–319). To evaluate the lung colony-forming ability, 1 × 10^6^ HuCCT1 cells were suspended in a 100 μL of phosphate-buffered saline (PBS), injected into the lateral tail vein of the mice, and randomly assigned to different groups (six mice/group), followed by oral feeding (Regorafenib, 30 mg/kg, five times per week) or intraperitoneally (i.p.) (Verteporfin, 100 mg/kg, twice a week) to each mouse on day 7. The lung nodule formation was quantified by hematoxylin and eosin staining of the specimens, followed by observation under a dissecting microscope at the endpoint of the experiment, where all mice were euthanized by CO_2_.

### In vivo tumorigenicity model

Age-matched, non-obese, and diabetic-severe combined immune-deficient gamma (NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ JAX^®^, NOD-SCID γ) male mice (age: 6–8-week old; body weight: 20–25 g) in a specific pathogen free (SPF) room were used in this study. All animal experiments were conducted in accordance with a protocol approved by the Academia Sinica Institutional Animal Care and Utilization Committee (IACUC) (IACUC No. 12-02-319). For the tumorigenicity assay, 5 × 10^6^ HuCCT1 cells were suspended in a 100 μL of PBS injected into the flank of the mice and randomly assigned to different groups (six mice/group), followed by oral feeding (Regorafenib, 30 mg/kg, 5 times per week) or intraperitoneally (i. p.) (Verteporfin, 100 mg/kg, twice a week) to each mouse on day 7. Every week, tumor growth was measured with a Vernier caliper, and the tumor size was calculated using the formula *V* = 1/2 (length × width^2^). At the end of the experiment, all mice were euthanized by CO_2_.

### Specimens

CCA tissue samples (*n* = 95) were collected from the Taipei Veterans General Hospital with the approval of the Institutional Review Board (2019-03-001BC). Histological diagnosis and staging of CCA were performed according to the recommendations of the World Health Organization (WHO) classification. The clinicopathological features, including tumor size, local invasion, lymph node involvement, and distal metastasis, were determined using the American Joint Committee on Cancer (AJCC) 7th edition staging classification of cholangiocarcinoma [22]. The follow-up period was 200 months. This was a retrospective clinical study and only archival paraffin-embedded samples of surgically removed tumors were used, and the study was not registered on the ClinicalTrials.gov website. Written informed consent for immunohistochemical tumor analysis was obtained from each patient. Finally, all samples were anonymized before histology and immunohistochemistry. Therefore, no further ethical approval was necessary to perform the study.

### Immunohistochemistry

YAP1 expression levels in the aforementioned 95 mass-forming cholangiocarcinoma (MF-CCA) patients were examined by immunohistochemical staining. Tissue sections (4 μm) were prepared from formalin-fixed, paraffin-embedded hepatectomy specimens and incubated with anti-YAP1 primary antibody (1:2000, GTX104091, Genetex) overnight at 4 °C. After three 5 min washes with TBST, the bound antibody signal was visualized using Dako Labeled Streptavidin-Biotin2 (LSAB2) System-HRP (Dako A/S, No. K0675; Dako, Glostrup, Denmark). Control slides were incubated with the secondary antibody only. To assess the immunohistochemical staining, the percentage of stained target cells was evaluated in 10 random microscopic fields of view per tissue section (×400 magnification), and their average scores were subsequently calculated. Staining intensities were scored as 1 (mild), 2 (moderate), or 3 (strong). H scores were calculated as the percentage of positive staining (0–100) × the corresponding staining intensity (0–3). Specimens with H-scores of <120 or ≥120 were classified as having low or high expression, respectively (range: 50–300; median 120).

### In silico study

Clinical information and genomics matrix file of The Cancer Genome Atlas (TCGA) database (https://xenabrowser.net/heatmap/) were downloaded from the United States Cancer Statistics (USCS) Xena browser website. All Gene Expression Omnibus Series (GSE) datasets downloaded from the Gene Express Omnibus (GEO) website were normalized and analyzed using the Genespring software (version 13.1.1., Agilent, Santa Clara, CA, USA) and the Kaplan–Meier plotter website (https://kmplot.com/analysis/). The downloaded datasets included clinical parameters and expression levels of target genes in CCA patients (TCGA_CHOL). This website applied microarray or next-generation sequencing for each probe after normalization. For high expression, the median was set to be higher than the high expression and vice versa. In addition, clinical cases that lacked relevant parameters were eliminated.

### Microarray establishment

Transcriptional profiling data were collected from the GEO database (GSE149131). Gene expression levels were normalized to log2 values using the GeneSpring software (Agilent Technologies, Palo Alto, CA, USA).

### Statistical methods

The Student’s *t*-test was used to analyze the statistical significance of results from at least three independent experiments, and the data are presented as mean ± SD. The clinicopathological characteristics were evaluated for differences using the chi-square test. Survival curves were analyzed using the log-rank test (generated by the Kaplan–Meier method). Univariate and multivariate models were constructed using Cox proportional hazards regression to evaluate the prognostic significance of the factors. All statistical tests were two-sided, and *p* < 0.05 was considered significant. Statistical analyses were performed using the SPSS (Statistical Package for the Social Sciences, version 19.0) software.

## Results

### Regorafenib inhibits the YAP1 signal transduction pathway and molecular events in CCA

To investigate the importance of regorafenib in CCA, we established transcriptomic datasets by using microarray chips for regorafenib-treated CCA cells. HuCCT1 and KKU-100 cells were treated with low and high doses of regorafenib for 6 h (0.5 μM and 5 μM, respectively). 

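RNA from HuCCT1 and KKU-100 cells, both lines derived from bile duct carcinoma, was hybridized to Affymetrix expression arrays, at 1 array for each of 6 conditions (solvent, low dose and high dose in each line). The paper gives the doses as 0.5 μM and 5 μM for 6 h, whereas the sample labels give 1 μM and 10 μM; the arrays are called low and high dose here, and the lines are named as in the sample labels. The labels also describe stable transduction and puromycin selection of the cells without naming a construct, which the paper's account of the arrays does not mention. The deposited values are signal intensities on a linear scale, made with MAS5 according to the submitters' processing notes, and the paper's methods name log2 normalization in GeneSpring. The median signal of the 6 arrays lay between 28.8 and 29.3 and the lowest signal between 3.63 and 4.05, so the values were taken as already scaled between arrays and were only log2 transformed. Each dose was compared with the solvent array of the same line over the 27307 probe sets whose mean log2 signal in that line reached the median of all probe sets, and a probe set was called higher or lower past 1.5-fold, the cutoff of the study. A difference between 2 single arrays has no replicate check and is given without a p-value, and both doses of a line share 1 solvent array, so that a change seen at both doses is not a repeat. For a change common to both lines, limma was fitted to the 6 arrays with the cell line as a block, which leaves 2 residual degrees of freedom. A gene is represented by the probe set with the highest mean signal among those annotated to that gene alone. The number of arrays limits the precision of every value.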

With sample normalization and change cutoff of >1.5-fold, we selected features to predict the potential canonical pathways and upstream regulators (Fig. 1A and Supplementary Table S1). 

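In HuCCT1 cells at the high dose, ALDH1L2, a mitochondrial folate enzyme, had the largest rise among genes past 1.5-fold the same way at both doses, by a log2 fold change of 4.12 from a low solvent signal of 14.8. CTH, an enzyme of cysteine synthesis, rose by 3.74, and ASNS, asparagine synthetase, by 3.28. CHAC1, which breaks down glutathione, rose by 2.99, and DDIT3, the stress transcription factor CHOP, which ranked between RCAN1 and CHAC1, already by 1.20 at the low dose. NEURL3 rose by 3.37, RCAN1, an inhibitor of calcineurin, by 3.21, ENTREP1 by 2.97, TNFRSF9, a receptor of the TNF family, by 2.94 and RASGRP1, an activator of RAS, by 2.81. The largest falls in HuCCT1 were those of IL11, a cytokine of the interleukin 6 family, with −4.62, DUSP4 and DUSP6, phosphatases that act on MAP kinases, with −2.89 and −2.82, and ADGRF1 with −2.85. SCG5 had −2.69, TNS4 −2.68, PRP4K −2.66, FUT8-AS1 −2.49, HMGA2, a chromatin protein, −2.49 and SHISA2 −2.45.

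In KKU-100 cells at the high dose, the largest falls were those of CTGF (CCN2 in the annotation), a secreted matrix protein and target of YAP1, with −5.14, and of the immediate early genes FOS, with −4.98, and EGR1, with −4.41. DUSP6 had −3.46 in this line, MAFF −3.01, EFNA2 −2.62, SERTAD1 −2.59, ARRDC4 −2.57 and TNFRSF10D, a decoy receptor for TRAIL, −2.47. FOSB, a relative of FOS, ranked between ARRDC4 and TNFRSF10D. EFNA2 and FOSB fell to signals of 23.3 and 25.4 at the high dose, below the median of that array. The largest rises in KKU-100 were those of RASGRP1 with 2.83 from a low solvent signal of 17.3, TNFAIP6 with 2.45, PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, with 2.28, MAP2K6 with 2.10, ID3 with 2.00 and JDP2 with 1.99. CXCL10, a chemokine induced by interferon, had 1.97, ECM2 1.96, TSC22D3 1.95 and ZHX2 1.87. These are the 10 largest rises and 10 largest falls at the high dose in each line among genes past 1.5-fold the same way at both doses. In all, 832 probe sets were higher and 1229 lower by over 1.5-fold in HuCCT1 at the low dose, and 1951 were higher and 2069 lower at the high dose. In KKU-100, 2297 were higher and 2472 lower at the low dose, and 2260 were higher and 2021 lower at the high dose. Across 12833 genes, which are not independent replicates, the log2 fold changes of the 2 lines had a Pearson r of 0.257 (Spearman rho 0.224) at the low dose and 0.289 (rho 0.230) at the high dose. As medians over all probe sets of a gene, the changes at the high dose were smaller for TNFRSF9 (0.84) and IL11 (−2.86) in HuCCT1, and EFNA2 in KKU-100 had 0.10.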

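The mRNA of YAP1, the Hippo pathway's transcriptional coactivator, stayed within 1.5-fold of solvent at both doses in both lines. Its log2 fold change was −0.10 at the low and −0.49 at the high dose in HuCCT1, and 0.11 and 0.00 in KKU-100. TAF4, a subunit of the transcription factor TFIID, was also within 1.5-fold, with −0.04 and −0.51 in HuCCT1 and −0.27 and −0.58 in KKU-100. WWTR1, which encodes the YAP1 paralog TAZ, fell past the cutoff in HuCCT1 at the high dose, with −0.59, and had −0.41 in KKU-100. In KKU-100 at the low dose, 4 of 15 measured genes of the Hippo pathway list, which counts TAF4, fell, namely LATS2 (−0.94), STK3 (−0.63), STK4 (−0.62) and SAV1 (−0.90), kinases of the pathway and their adaptor, and TEAD2, a DNA-binding partner of YAP1, rose (0.62). At the high dose in that line, SAV1 was past the cutoff (−0.64) and 14 were within it. In HuCCT1, TEAD3 rose at the low dose (0.65) and LATS1 at the high dose (0.76). The median of the Hippo list in HuCCT1 was −0.19 at the low dose, at percentile 1.95 of 10000 random lists matched on signal, and −0.02 (percentile 39.7) at the high dose. In KKU-100 it was −0.27 (percentile 0.53) and −0.21 (percentile 0.58). LATS2, STK4, TEAD2, TEAD3 and LATS1 were chosen after their values were seen.

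Genes known to be driven by YAP1 and TAZ went down in part in HuCCT1. Of 20 measured targets, 7 fell and 1 rose at the high dose, and 3 fell and 2 rose at the low dose. CTGF was at −1.28 and −1.84, ANKRD1, a muscle ankyrin repeat protein, at −0.39 and −2.10, F3, tissue factor, at −0.63 and −1.73, and FJX1 at −0.62 and −1.59, for the low and the high dose. GADD45A, a gene of the stress response, rose by 0.85 and 2.57 in HuCCT1 and was at −0.78 and 0.98 in KKU-100. The median of the targets in HuCCT1 was −0.12 (percentile 2.76) at the low and −0.22 (percentile 0.36) at the high dose. In KKU-100, 4 of 21 targets fell and 3 rose at the low dose, and 3 fell and 1 rose at the high dose, with medians of −0.05 (percentile 10.3) and −0.01 (percentile 23.4). CYR61 (CCN1 in the annotation) fell in KKU-100, with −1.34 and −1.17, and was at −0.23 and −0.53 in HuCCT1, whereas FJX1 was at 1.24 and 0.55 in KKU-100. For both lines together, limma called 0 of 21 targets at either dose, over all genes tested and adjusted over the list alone, where its smallest adjusted p was 0.0629 at the low and 0.0709 at the high dose. It also called 0 of 15 Hippo components both ways, and the smallest adjusted p from limma over that list alone was 0.165 and 0.113.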

We observed that regorafenib downregulated the expression of YAP1 (Fig. 1B) and activated TAF4 (Fig. Supplementary Table S2). 

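The genes drawn around YAP1 and TAF4 in Fig. 1C were past 1.5-fold more often in KKU-100 than in HuCCT1, on lists that the study chose on these samples. ID2, an inhibitor of helix-loop-helix factors, had log2 fold changes of −3.45 and −1.94 in KKU-100 at the low and the high dose, with a signal of 15.5 at the low dose, below the median of that array, and BCL2L11, which encodes the cell death protein BIM, −1.55 and −1.46, while CDH1, E-cadherin, rose by 1.75 and 1.80 from a solvent signal of 22.9. In HuCCT1 the same genes were at 1.02 and 0.46 for ID2, −0.33 and 0.06 for BCL2L11, whose sign at the low dose turns with the median over its probe sets, and 0.30 and 0.05 for CDH1. UHRF1, a reader of DNA methylation, was at −0.36 and −1.22 in HuCCT1 and at 1.19 and 0.53 in KKU-100. CTGF was at −5.52 at the low dose in KKU-100, and SDPR (CAVIN2), a protein of caveolae, at 1.25 and 0.82. SNAI2, a repressor of E-cadherin, was at −0.42 and 0.49 in HuCCT1 and at −1.82 and −1.23 in KKU-100, where its signal lay below the level filter. Of the TAF4 network, HBEGF, a ligand of the EGF receptor, fell in both lines, with −1.35 and −1.01 in HuCCT1 and −2.59 and −1.82 in KKU-100, and MAFF, a small leucine zipper factor, with −1.30 and −1.51 in HuCCT1 and −4.08 at the low dose in KKU-100. BDNF, a neurotrophin, was at −0.21 and −1.21 in HuCCT1 and at 0.92 and 0.09 in KKU-100. GAS1, a membrane protein of growth arrest, was at 1.81 and 0.64 in KKU-100, and as the median over its probe sets it was at 0.43 at the low dose and changed sign at the high dose.

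**Figure D1:**
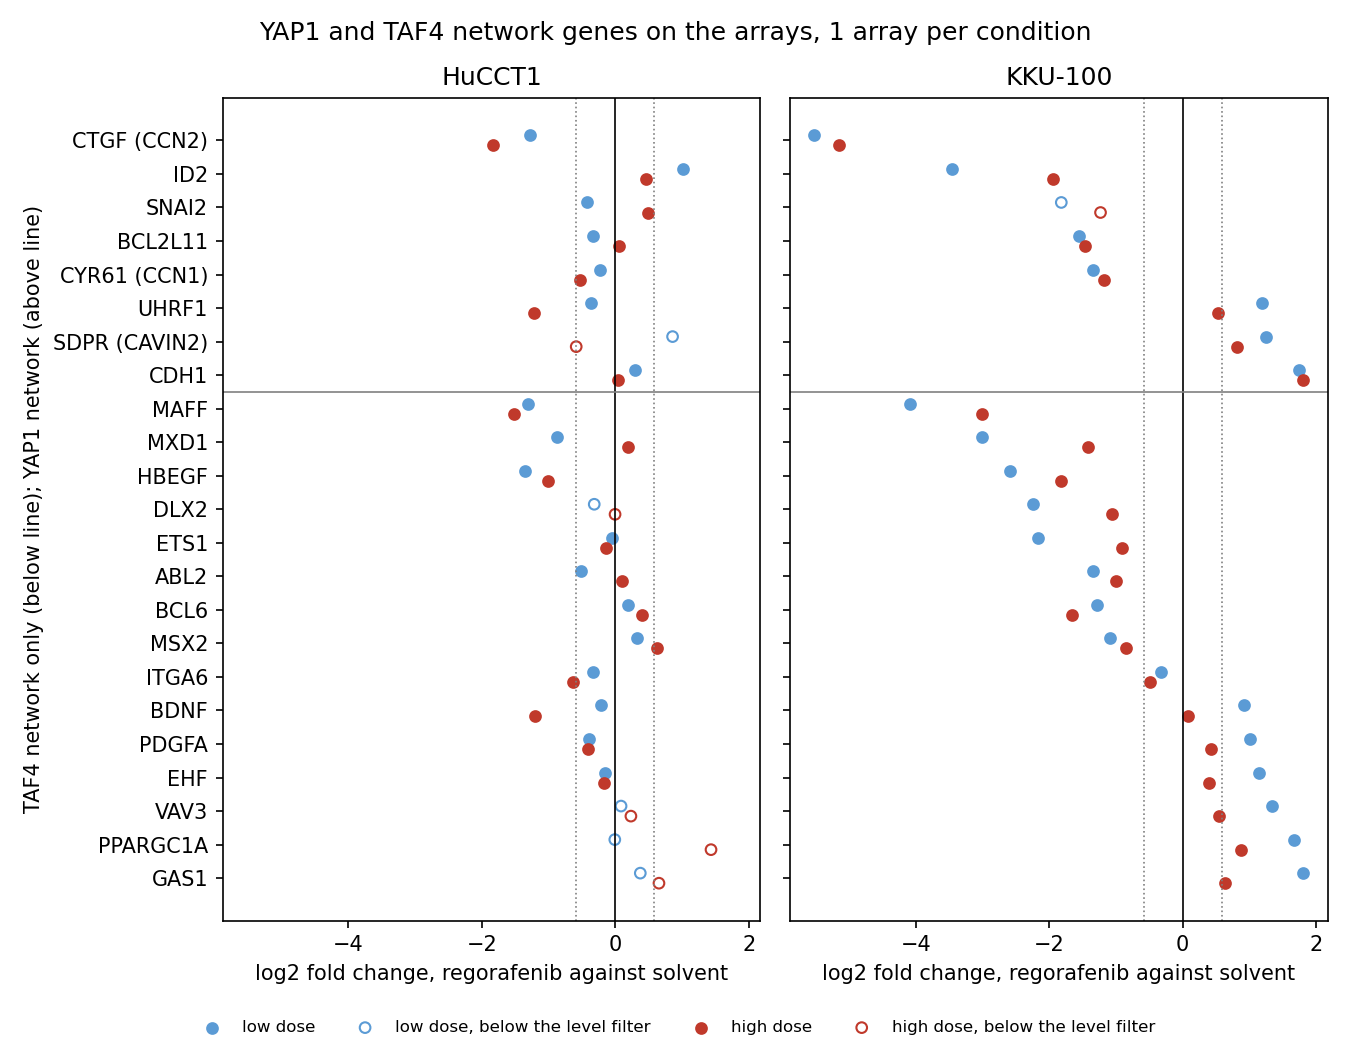
Log2 fold change against solvent of the genes of the YAP1 network (above the line) and of the TAF4 network only (below it) in HuCCT1 (left) and KKU-100 (right), at the low (blue) and the high dose (red), 1 array per condition; open circles lie below the level filter and dotted lines mark 1.5-fold. CTGF sits at −5.52 and −5.14 in KKU-100 and at −1.28 and −1.84 in HuCCT1.

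Of 7 YAP1 network genes past the level filter in each line, 1 was higher and 1 lower by 1.5-fold in HuCCT1 at the low dose and 0 higher and 2 lower at the high dose. In KKU-100, 3 were higher and 4 lower and then 2 higher and 4 lower. Of the TAF4 network, 1 was higher and 4 lower and then 1 higher and 5 lower of 14 in HuCCT1, and 7 higher and 10 lower and then 3 higher and 10 lower of 18 in KKU-100. The 3 arrays of a line ran downward with dose for 3 of the 7 YAP1 network genes in HuCCT1 and 0 in KKU-100, and upward for 0 and 1, where chance gives 1.17 in each direction. In the TAF4 network, 7 of 14 ran downward and 2 upward in HuCCT1 (chance 2.33 each), and 2 of 18 downward and 1 upward in KKU-100 (chance 3). For both lines together, limma called 0 genes of either network over all genes tested. Adjusted over the list alone, HBEGF and MAFF of the TAF4 network were lower at the low dose, HBEGF and ITGA6, an integrin subunit, at the high dose, and 0 genes of the YAP1 network passed. The study chose both lists on these samples, so neither these counts nor the contrast between the lines is independent evidence. Of 22 figure genes compared, 21 lie within 1.5-fold of the printed value in KKU-100 at the low dose, and 3 in HuCCT1. The higher counts in KKU-100 may therefore follow from the choice of the lists. Among all probe sets past the level filter, 6522 in KKU-100 and 4870 in HuCCT1 were past 1.5-fold at either dose. The difference between the lines was not tested.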

The core analysis of the results revealed several common downstream factors between YAP1 and TAF4 (Fig. 1C). Thus, through high-throughput screening analysis, we found that YAP1 is one of the transcription factors affected by regorafenib treatment. 

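The genes with the smallest p for a common change in both lines at the high dose were RASGRP1, with a log2 fold change of 2.82 (standard error 0.19) over both lines, TNFRSF9 with 2.55, TSC22D3, a glucocorticoid-induced leucine zipper protein, with 2.29, PCK2 with 2.25, JDP2, a repressor of AP-1, with 2.06 and CREB5, a partner of JUN, with 1.99 (standard error 0.18). PPP4R4, a phosphatase subunit whose signal in KKU-100 lay below the level filter, had 1.86, NFKBIA, the inhibitor of NF-kB, 1.09, the mitochondrial gene COX1 0.82 and SFPQ, an RNA-binding protein, −1.18. Each of these 10 genes went the same way in both lines, and none passed the test after adjustment (adjusted p = 0.0793 for each, limma over 12833 genes). RASGRP1 and CREB5 rose in KKU-100 from solvent signals of 17.3 and 22.9, below the median of that array. As medians over their probe sets, CREB5 was at −0.03 in KKU-100 and SFPQ at 0.28 in HuCCT1 at the high dose. Over all 27307 probe sets, limma called 0 higher and 0 lower at an adjusted p under 0.05 at either dose, with a smallest adjusted p of 0.394 at the low and 0.0944 at the high dose. At an unadjusted p under 0.05, limma had 1289 higher and 1639 lower at the low dose, and 2261 higher and 1820 lower at the high dose. The methods' t-test, paired over the lines, gave 825 higher and 789 lower at the low dose and 921 and 764 at the high dose at p under 0.05, and 1 and 0 and then 2 and 3 after Benjamini-Hochberg adjustment. With 1 array left out at a time, the counts of limma left 0 only without a solvent array. The solvent level then comes from the other line alone, and the line without its solvent array enters only through its high-minus-low difference. From an upstream regulator analysis of the probe sets past its cutoff, the paper concludes that YAP1 is among the transcription factors that regorafenib affects.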

YAP1 has been claimed to play a dominant role in the tumorigenesis of cholangiocarcinoma, but the related molecular mechanism or clinical strategy remains unclear [23]. Therefore, we hypothesized that regorafenib could inhibit the activity of YAP1 in CCA. We further evaluated the expression levels of each downstream factor of YAP1, including *UHRF1*, *CTGF*, *SNAI2*, and *BCL2L11*, by RT-PCR analysis and found that some of the genes were regulated in a dose-dependent manner (Fig. 1D and Supplementary Fig. S1). Moreover, we confirmed these candidates in two CCA cells through q-PCR analysis and collected several previously known YAP1 downstream targets [24] (Supplementary Figs. S2, S3). In addition, a trend consistent with the ingenuity pathway analysis (IPA) software predictions was observed (Fig. 1C). This shows that after regorafenib treatment, it is possible to regulate these downstream factors through YAP1. These results confirmed that YAP1 plays an important role in CCA. The mammalian TEAD protein family contains YAP1/TAZ and DNA binding domains to construct a co-transcription complex [25]. Recently, the phosphorylation and translocation status of YAP1 has also been used as typical methods to evaluate its function [26, 27]. Therefore, we recruited TEAD reporter plasmids to confirm YAP1 activity and cytoplasmic/nucleus protein components to ensure that YAP1 translocation events occur in the regorafenib treatment model of CCA cells (Fig. 1E, F). Our results identified that regorafenib can interrupt YAP1 translocation status and suppress YAP1 activity thereby reducing downstream target expression.

**Fig. 1:**
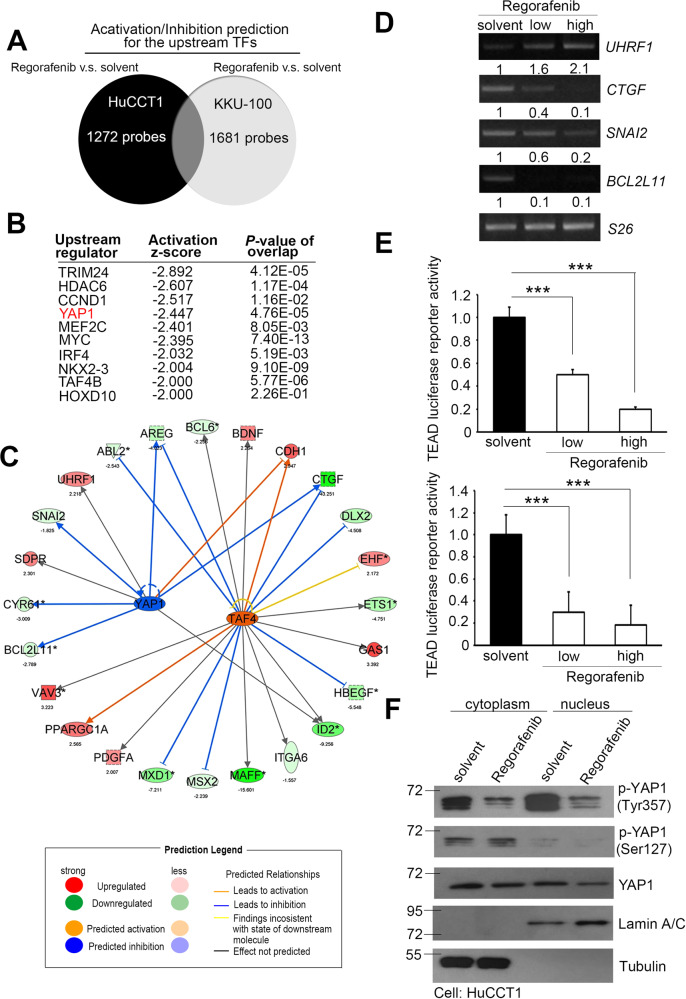
Regorafenib suppresses YAP1 signaling pathway in CCA cells. **A** Venn diagram of the potential transcription factors in HuCCT1 and KKU-100 cells of the regorafenib treatment group and solvent control group. **B** Ranking of the candidate upstream regulators of transcription inhibition from regorafenib treatment and solvent control groups predicted by Ingenuity pathway analysis with a 1.5-fold change cutoff. **C** Core analysis of the YAP1 and TAF4 signatures in regorafenib-treated and control HuCCT1 cells. **D** RT-PCR analysis of YAP1 downstream targets and S26 mRNA expression in regorafenib-treated HuCCT1 cells. **E** Luciferase reporter activity of TEAD in HuCCT1 and SNU-1079 cells treated with or without regorafenib. **F** Western blots showing YAP1 and p-YAP1 (Ser127 and Tyr357) protein levels after treatment of HuCCT1 cells with regorafenib (10 μM). Data are presented as the mean of three independent experiments ± SEM. The significance of the difference was determined using a nonparametric Mann–Whitney *U*-test. *p < 0.05, **p < 0.01, ***p < 0.001.

In addition to drug treatment of cells, we also analyzed the protein levels of TAZ, YAP1, and phosphorylated YAP1 (p-YAP1; Ser127) in CCA using the cancer cell line encyclopedia reverse-phase protein array (CCLE_RPPA) database [28]. The heat map showed that HuCCT1 and SNU-1079 had higher levels of p-YAP1 than other CCA cells (Fig. 2A). Previous studies have shown that YAP1 accumulates on the transcription factor FOS and activates the transcriptional program involved in EMT regulation [29, 30]. Even the phosphorylated YAP1 (Ser127) can bind to 14-3-3 protein and remains in the cytoplasm for degradation [31]. However, another phosphorylated form of YAP1 (Y357) confirmed that YAP is located in the nucleus and constitutive signaling pathways [32]. Due to the lack of the specific phosphorylation form of YAP1 (Y357) in the RPPA profile, we further measured p-YAP1 (Y357) levels in various CCA cells by western blot analysis. We also validated the expression and translocation status of p-YAP1 (S127), p-YAP1 (Y357), and YAP1 in initial experiments. The results shown are consistent with the trends obtained from the RPPA profile and our previous research (Fig. 2B and Supplementary Fig. S4). In addition, we calculated EMT scores based on an algorithm from a previous study [33]. We observed that EMT scores were higher (M > E) in HuCCT1, HuH28, and SNU-1079 cells, while SNU-478, SNU-308, SNU-1196, and SNU-245 cells had lower EMT scores (E > M) (Supplementary Fig. S5). These phenotypes were closely related to the phosphorylation status of YAP1 (Fig. 2A, B). Based on these evidences, we selected the lower expressing YAP1 phosphorylated CCA cells to explore whether the degree of phosphorylation at Tyr357 sit affects EMT events. We established an exogenous YAP1 model containing wild-type or Y357F mutant sequences in SNU-1196 cells and compared the mRNA levels of EMT-related markers, the protein, and phosphorylation status of YAP1. Our data indicate that Y357 has an important function in the translocation of YAP1 to the nucleus and regulating downstream EMT-related markers. Once the tyrosine structure is altered, YAP1 activity will be deprived (Fig. 2C, D).

**Fig. 2:**
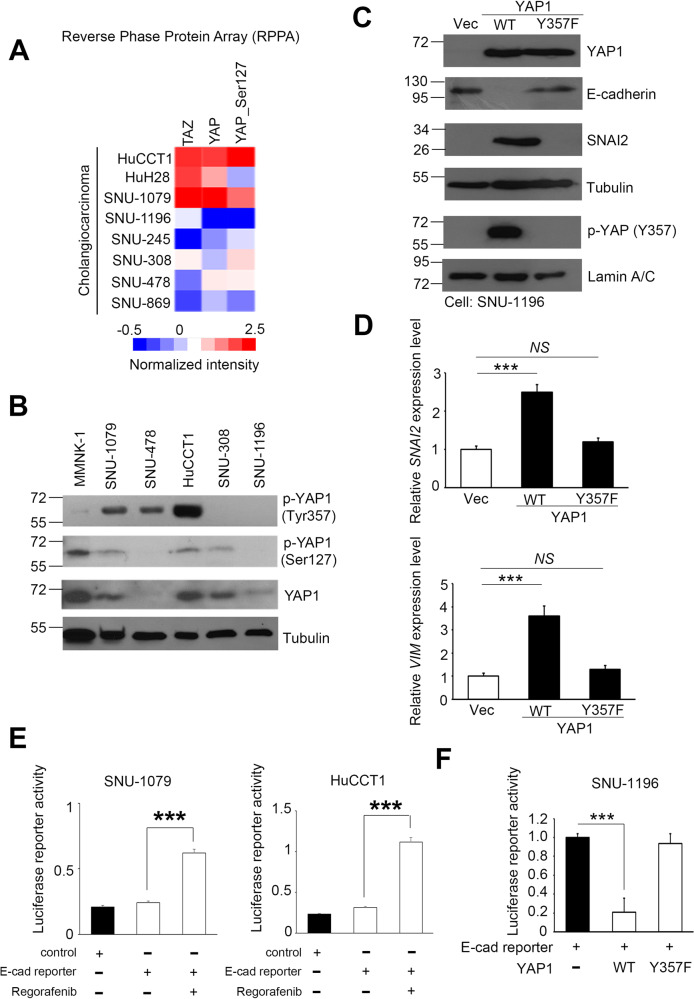
Regorafenib regulates YAP1 activity, phosphorylation, and EMT changes. **A** Heat map showing YAP1 and p-YAP1 (Ser127) levels in CCA in a reverse-phase protein array (RPPA) database. **B** Western blot analysis of YAP1 and p-YAP1 (Ser127 and Tyr357) levels in a CCA cell panel. **C** Western blot analysis of YAP1, p-YAP1 (Tyr357), and EMT-related protein levels in SNU-1196 cells with or without exogenous YAP1 (WT/Y357F). **D** Q-PCR analysis of EMT-related markers, *SNAI2*, and vimentin mRNA expression in SNU-1196 cells with or without exogenous YAP1 (WT/Y357F). **E** Luciferase reporter activity of E-cadherin in HuCCT1 and SNU-1079 cells treated with or without regorafenib. **F** Luciferase reporter activity of E-cadherin in SNU-1196 cells treated with or without exogenous YAP1 (WT/Y357F). Data are presented as the mean of three independent experiments ± SEM. The significance of the difference was determined using a nonparametric Mann–Whitney *U*-test. ***p < 0.001.

Moreover, we measured the reporter activity of E-cadherin in the regorafenib treatment model. The luciferase reporter assay showed that the E-cadherin activity was restored in the treatment group than the solvent control group. At the same time, the reverse model demonstrated that YAP1 did not inhibit downstream E-cadherin expression when the Y357 phosphating site was mutated (Fig. 2E, F). Similarly, in this model, mesenchymal-related marker proteins are also suppressed (Supplementary Fig. S6). Therefore, we propose that YAP1 is an important transcription factor for CCA tumorigenesis and is inhibited by regorafenib.

### Regorafenib can reduce the cell proliferation and tumorigenicity

To validate our hypothesis that YAP1 modulates the various phenotypes of CCA, we measured the IC50 of regorafenib in several CCA cells (Fig. 3A). Our results also showed that regorafenib is more effective on CCA cell viability than other available YAP1 inhibitors, Verteporfin (Supplementary Fig. S7A). In the cell model, the regorafenib decrease the CCA cell proliferation rate and induced apoptosis (Fig. 3B and Supplementary Fig. S7B, C). Similarly, we have noticed that the significant effect of regorafenib was able to suppress tumorigenicity in the mouse model (Fig. 3C and Supplementary Fig. S7D). After the experimental endpoint, we collected solid tumors from the subcutaneous group mice (*n* = 5 in each group). Furthermore, the tumor volume decreased in the regorafenib group compared to solvent control. Most importantly, the regorafenib-related procedure did not induce strong cytotoxicity (Fig. 3D).

**Fig. 3:**
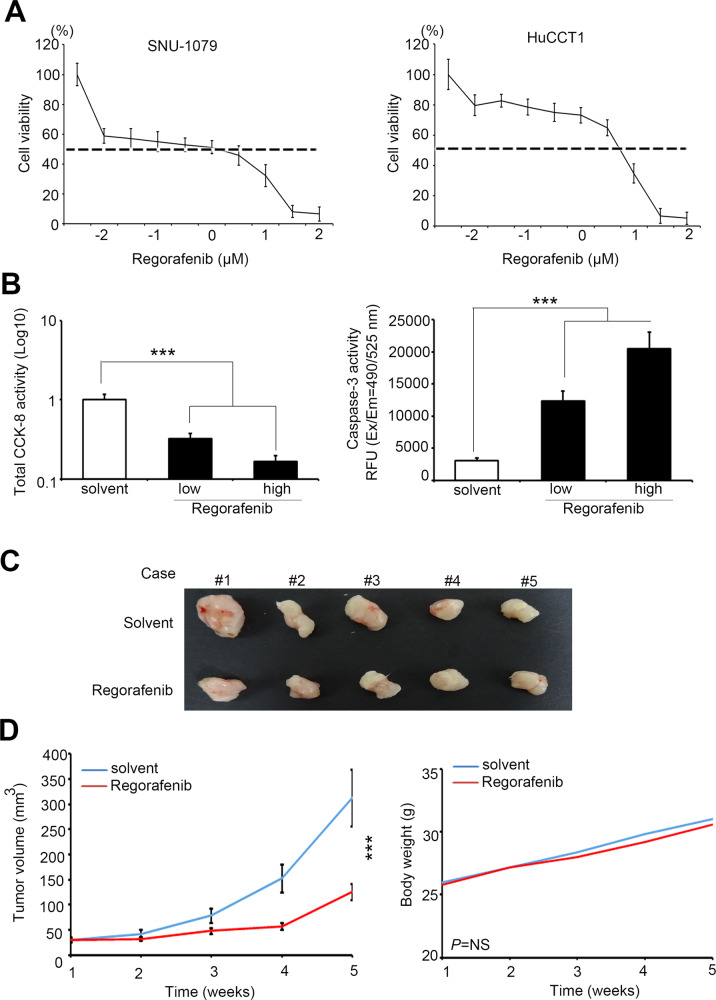
Regorafenib also interferes cell viability and tumorigenesis of CCA cells. **A** Viability of SNU-1079 and HuCCT1 cells after regorafenib treatment. **B** Quantitative CCK-8 activity and Caspase 3 activity with or without regorafenib treatment in CCA cells. **C** HuCCT1 cells were subcutaneous injected into NOD-SCID mice that were treated over an interval of 2 day with saline only (PBS) and regorafenib. **D** Quantified plot of the growth curve and body weight in each group. Data are presented as the mean of three independent experiments ± SEM. The significance of the difference was determined using a nonparametric Mann–Whitney *U*-test. *p < 0.05, **p < 0.01, ***p < 0.001.

### Regorafenib inhibits YAP activity, EMT status, and metastatic properties in CCA models

Moreover, we evaluated various phenotypes of HuCCT1 and SNU-1079 cells after exposure to regorafenib in vitro and in vivo. According to previous literature, YAP1 has a variety of roles in cancer cells, including those associated with CCA [34]. As well as the proliferation and tumorigenic activity of cancer cells. It also modulates EMT changes and migration/invasion capabilities [29, 35]. We then added regorafenib to cells in the Boyden chambers to investigate their effects on CCA cells’ migration and invasion capabilities (Fig. 4A). Quantitative cell count, migration of HuCCT1 and SNU-1079 cells were inhibited in the regorafenib treatment group (Fig. 4B). We further determined the effects of these inhibitors on the RNA and protein expression levels of several EMT-related markers, including E-cadherin, vimentin, and SNAI2. We found that E-cadherin expression levels were increased in inhibitor-treated CCA cells. In contrast, SNAI2 and vimentin levels were decreased in this model (Fig. 4C, D). To determine if YAP1 activity is affected, we recruited verteporfin, an available YAP1 inhibitor, to compare effects on CCA cell migration/invasion. Furthermore, we generated a YAP1 knockdown stable cell model to ensure that YAP regulates EMT changes and functions (Fig. 4E, F). In addition, we used a complementary model of regorafenib treatment and exogenously expressed YAP1. Our results indicated that regorafenib inhibited YAP1 activity as well as modulated the expression of markers associated with EMT, inhibiting CCA cells migration and invasion (Fig. 4G, H).

**Fig. 4:**
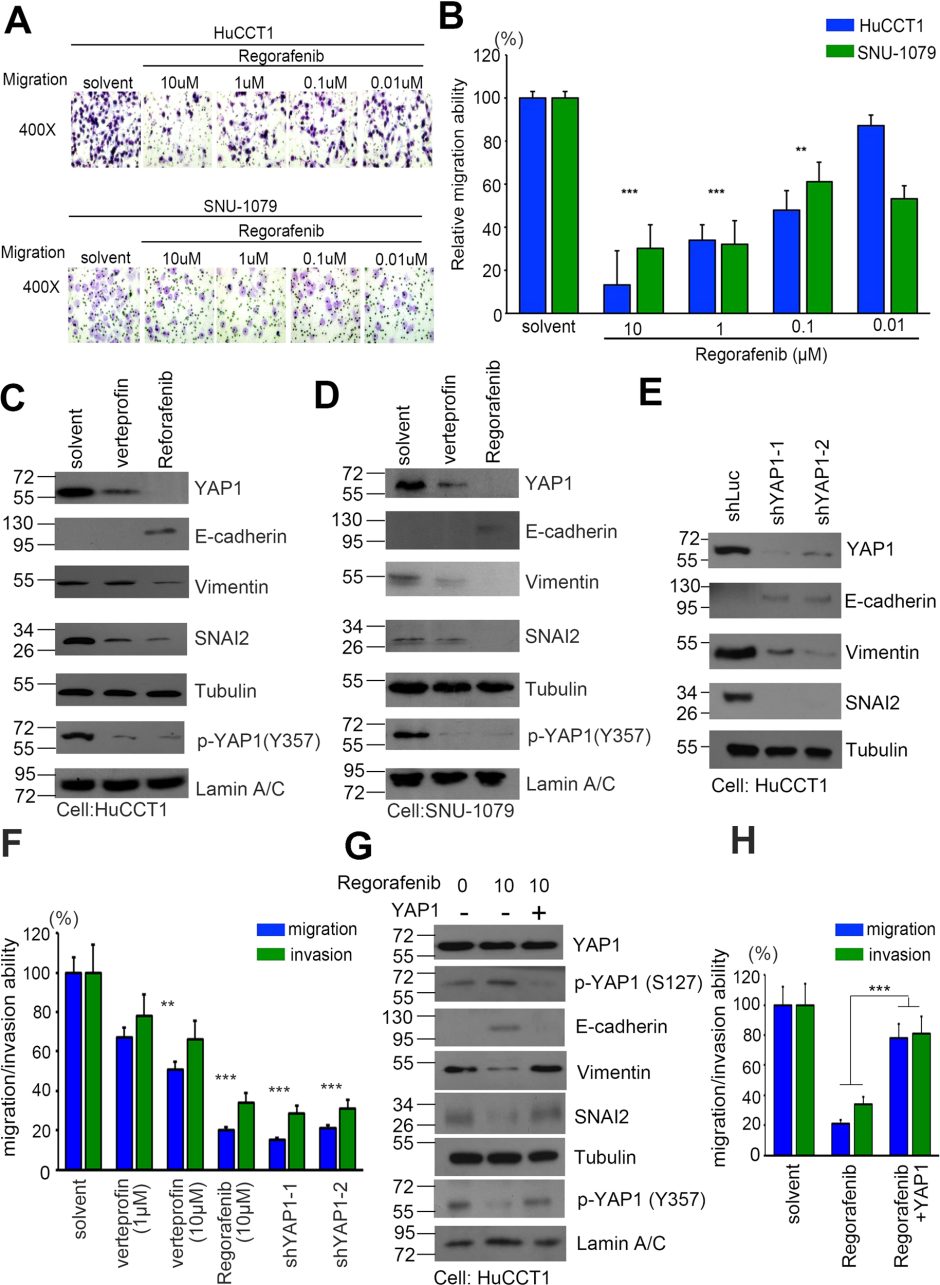
YAP1 triggers the migration/invasion ability of EMT and CCA cells. **A** Migratory abilities of HuCCT1 and SNU-1079 cells treated with regorafenib (0.01, 0.1, 1, and 10 μM), evaluated by Giemsa staining. **B** Quantitation of migration ability of HuCCT1 and SNU-1079 cells treated with regorafenib (0.01, 0.1, 1, and 10 μM). **C** Western blots showing E-cadherin, vimentin, and SNAI2 protein levels after treatment of HuCCT1 cells with YAP1 inhibitors verteporfin (10 μM) and regorafenib (10 μM), respectively. **D** Western blots showing E-cadherin, vimentin, and SNAI2 protein levels after treatment of SNU-1079 cells with YAP1 inhibitors verteporfin (10 μM) and regorafenib (10 μM), respectively. **E** Western blots show E-cadherin, vimentin, and SNAI2 protein levels after treating HuCCT1 cells with YAP1 shRNAs, respectively. **F** Quantitation of migration/invasion ability of HuCCT1 cells treated with or without verteporfin (1 μM and 10 μM), regorafenib (10 μM) and YAP1 shRNAs, respectively. **G** Western blots showing phospho-YAP1, YAP1, E-cadherin, vimentin, and SNAI2 protein levels after treatment of HuCCT1 cells with regorafenib (10 μM) or combined with YAP1 overexpression plasmids, respectively. **H** Quantitation of migration/invasion ability of HuCCT1 cells treated with regorafenib (10 μM) with or without YAP1 overexpression plasmids, respectively. Data are presented as the mean of three independent experiments ± SEM. The significance of the difference was determined using a nonparametric Mann–Whitney *U*-test.

To observe whether similar trends in animal studies. We further established CCA animal models through intravenous injections. After randomization, treatments were administered daily by oral feeding (30 mg/kg in 100 μL per day). Multiple organs were collected from the animals at the experimental endpoint, and solid tumors were used for further experiments. In the intravenous model, regorafenib significantly reversed these phenotypes than solvent control (Fig. 5A). Our results also showed that the number of lung nodules and total lung weight after treatment were lower than solvent control (Fig. 5B). In addition, we found that expression of the lymph node invasion markers podoplanin, tumor-associated glycoprotein 72 (TAG-72), and cytokeratin 18 (CK18) were lower in the combination group as compared to the solvent control group (Fig. 5C, D) [36, 37]. Thus, Regorafenib could induce mesenchymal-epithelial transition and block metastatic ability in CCA in vitro and in vivo.

**Fig. 5:**
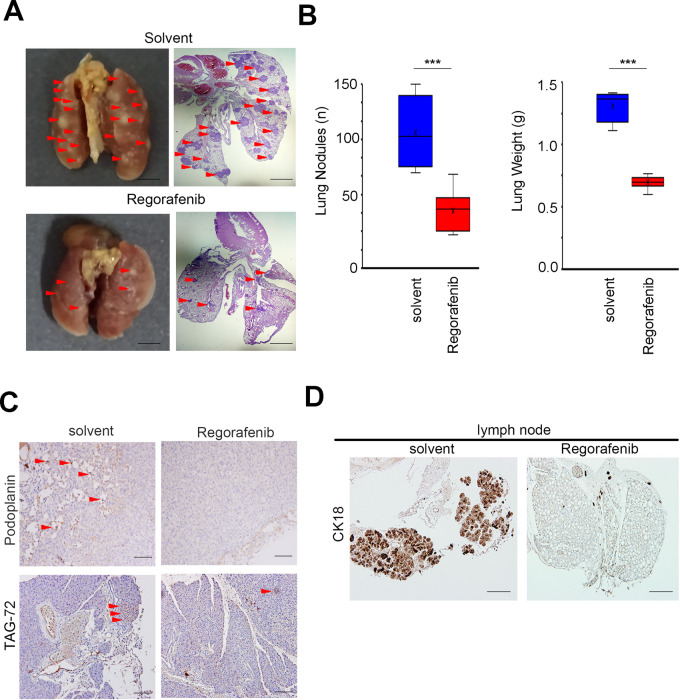
Regorafenib inhibits lung foci formation and metastatic ability of CCA in vivo. **A** Metastatic lung foci (indicated by arrows in the left panel) in mice (*n* = 6) implanted with HuCCT1 cells through tail vein injection and foci morphology (middle panel, ×12.5 magnification and right panel, ×100 magnification). **B** Quantified plot of the number of metastatic lung foci in each group. **C** Representative IHC staining intensity of podoplanin and TAG-72 protein in lymph nodes of CCA tissues. **D** Representative IHC staining intensity of CK18 protein in CCA tissues. Scale bar: 50 µm. Scale bar: 50 µm. Data are presented as the mean of three independent experiments ± SEM. The significance of the difference was determined using a nonparametric Mann–Whitney *U*-test.

### Regorafenib regulates AREG expression via the YAP pathway

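On the arrays of regorafenib-treated cells, CCND1, cyclin D1, fell in HuCCT1, with log2 fold changes of −0.87 and −0.96 at the low and the high dose, and was at −0.35 and −0.72 in KKU-100, past 1.5-fold at the high dose. CCNE1, cyclin E1, fell in HuCCT1, with −1.04 and −0.88, and was at −0.09 and −0.10 in KKU-100. PTGS2, which encodes cyclooxygenase 2, fell in KKU-100 at the low dose, with −1.94, to a signal of 20.4, below the median of that array. It was at 0.09 at the high dose in that line, and in HuCCT1 it was at −0.30 and 0.57. CDKN1B, the cell cycle inhibitor p27, stayed within 1.5-fold, between −0.15 and 0.51 over the 4 comparisons. SNAI1, a repressor of E-cadherin, lay between −0.50 and 0.24, and VIM, vimentin, between −0.34 and 0.22, likewise within 1.5-fold. Over both lines at the high dose, the adjusted p from limma was 0.146 for CCND1, 0.441 for CCNE1, 0.279 for CDKN1B, 0.718 for VIM, 0.753 for PTGS2 and 0.855 for SNAI1. Whether the lines differ in CCNE1 or PTGS2 was not tested.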

To determine the role of YAP1 in the migration/invasion of CCA, we examined the expression levels of YAP1 downstream genes from our microarray datasets. After qPCR analysis and applying a >1.5-fold change cutoff, we found that several genes may play important roles in CCA by targeting YAP1 directly in its promoter region. The expression of these genes was significantly altered in primary tumors as compared to normal adjacent tissues (Fig. 6A). We further determined the correlation between YAP1 and various downstream factors in cholangiocarcinoma patients. Our data showed that AREG is the most pivotal factor (Fig. 6B and Supplementary Fig. S8). Recently, it was demonstrated that AREG expression levels are related to proliferation, and the EGFR signaling pathway is activated in a YAP1-dependent manner [38, 39]. However, the detailed function of AREG in CCA has rarely been studied. Therefore, we screened candidate genes in a CCA cell panel (Supplementary Fig. S9A). Through human cholangiocytes, benign cells MMNK-1 and malignant cells HuCCT1, we also observed an increase in AREG in CCA cancer progression (Supplementary Fig. S9B). To confirm that YAP1 can indeed regulate downstream AREG expression in our model, AREG expression was re-examined in verteporfin-treated and shYAP-stablized cells. These results indicated that YAP1 regulates AREG in CCA cells (Supplementary Fig. S10A). In contrast, YAP1 overexpression restored AREG expression in the regorafenib treated model (Supplementary Fig. S10B). These observations demonstrate that AREG is one of the downstream factors of YAP1 in CCA cells. We also applied AREG neutralized antibodies to compete with the ligand in the malignant cell line HuCCT1. The results showed that AREG antibodies could inhibit the migratory/invasive abilities of HuCCT1 in a dose-dependent manner (Fig. 6C). On the other hand, the benign cell line SNU-308 with recombinant AREG protein exhibited increased migratory and invasive ability. Moreover, AREG enhanced the migratory/invasive abilities of CCA cells in a dose-dependent manner (Fig. 6D). In addition, we examined the mRNA and protein expression levels of AREG, including regorafenib and AREG neutralized antibodies (Fig. 6E and Supplementary Fig. S11). Our results confirmed that AREG is located downstream of YAP1, and its expression is suppressed by regorafenib and AREG antibodies (Fig. 6E). Through the complementary model, we found that the AREG recombinant protein can partially reverse the migration/invasion ability inhibited by regorafenib (Fig. 6F). Therefore, we evaluated novel synergistic drug combinations in our cell models. We tested the cell viability of 7 concentrations of regorafenib and 8 conditions of AREG antibodies in the same CCA cell line. Through the SynergyFinder server (https://synergyfinder.fimm.fi) [40], we clearly obtained appropriate doses of combined regorafenib and AREG antibodies (Fig. 6G). These combinations show that when regorafenib >10 nM and AREG > 10 μg, the combined use of the two can have a significant inhibitory effect instead of the high dose of a single drug. These combination options can be used in other therapy strategies for CCA.

**Fig. 6:**
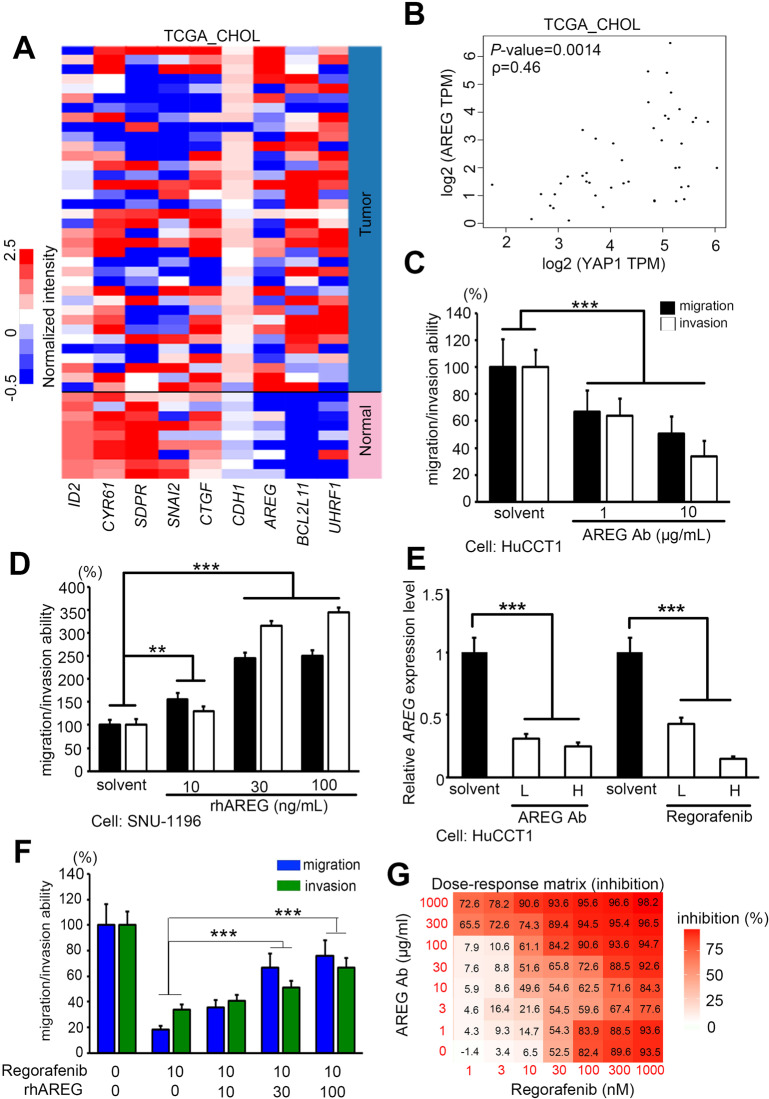
YAP1 modulates migration/invasion capability through downstream target AREG. **A** Heat map of the expression of YAP1 downstream genes from the TCGA RNA sequencing database in noncancerous and tumor tissues derived from CCA patients. **B** Correlation between YAP1 and AREG mRNA levels in TCGA_CHOL clinical patients (*ρ* = 0.46, *p* = 0.0014). **C** Treatment with anti-AREG antibody suppressed the invasive ability of HuCCT1 cells. Cells treated with anti-AREG antibodies (1 and 10 µg/mL) were seeded into the upper well of the Boyden chamber with Matrigel and subjected to invasion assays for 18 h. The columns represent mean values from three independent experiments. Bars: means ± SD. **D** AREG recombinant protein treatment increased the invasive ability of SNU-1196 cells. Cells with AREG recombinant protein (10, 30, and 100 ng/mL) were seeded into the upper well of the Boyden chamber with Matrigel and subjected to invasion assays for 18 h. The columns represent mean values from three independent experiments. Bars: means ± SD. **E** qRT-PCR analysis of AREG mRNA expression in HuCCT1 cells treated with AREG neutralize antibody or regorafenib. **F** Quantitation of migration/invasion ability of HuCCT1 treated with regorafenib (10 μM) with or without combined AREG recombinant protein (10, 30, and 100 ng/mL). **G** Calculate the synergy of the combined use of regorafenib and AREG neutralize antibody through the SynergyFinder service. Data are presented as the mean of three independent experiments ± SEM. The significance of the difference was determined using a nonparametric Mann–Whitney *U*-test. *p < 0.05, **p < 0.01, ***p < 0.001.

### YAP1 was correlated with clinical parameters in patients with cholangiocarcinoma

To evaluate the prognostic value of YAP1 in CCA patients, we detected the expression level of YAP1 in the TCGA cohort by an in silico analysis (Fig. 7A). We found that the expression of YAP1 in the primary tumors was higher than that in the adjacent normal tissues (Fig. 7B, *p* = 0.0344). Moreover, YAP1 was performed, resulting in the same patient's normal tissues and tumor pairing (Fig. 7C, *p* = 0.0011). We further measured the expression level of YAP1 in the available tissue arrays by immunohistochemical staining (Fig. 7D). After quantitation and scoring, we observed that YAP1 expression was higher in malignant than in benign tumor samples. In addition, we observed high levels of nuclear staining for YAP1 in malignant tissues (Fig. 7E). Through univariate and multivariate analyses of the clinical cases, we confirmed that YAP1 was an independent prognostic factor, and its expression level was correlated with recurrence-free survival in the clinical cohort (Supplementary Tables 3, 4). In our tissue array cohort, we identified that YAP1 has a prognostic value for the recurrence-free survival of CCA, and we determined the relationship between AREG, p-YAP1 (Tyr 357), and p-YAP1 (Ser 127) (Fig. 7F and Supplementary Fig. S12). We found that AREG and p-YAP1 (Tyr357, nuclear form) are positively correlated in CCA and negatively correlated with p-YAP1 (Ser 127, cytoplasmic form). Combining all evidence, we conclude that regorafenib dramatically inhibits metastasis and EMT progression and acts by regulating the YAP1-AREG axis in CCA (Fig. 8).

**Fig. 7:**
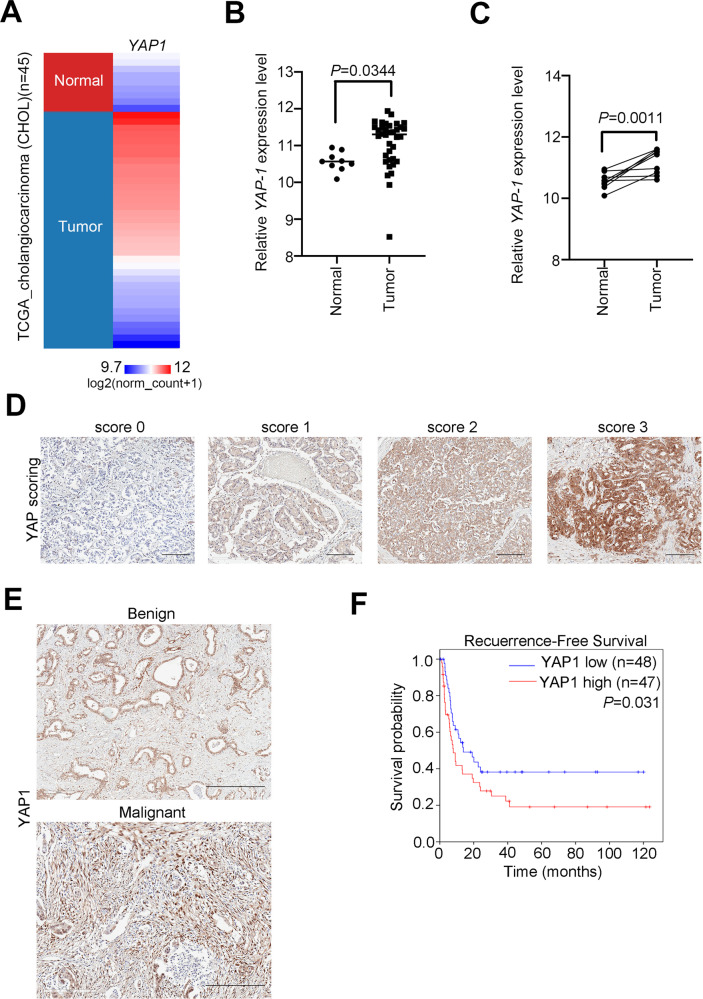
YAP1 expression level correlates with poor survival and clinicopathological features in CCA patients. **A** Heat map of YAP1 gene expression from the TCGA RNA sequencing database in noncancerous and tumor tissues derived from CCA patients. **B** YAP1 gene expression from the TCGA RNA sequencing database in unpaired noncancerous and tumor tissues derived from CCA patients. **C** YAP1 gene expression from the TCGA RNA sequencing database in paired noncancerous and tumor tissues derived from CCA patients. **D** Representative IHC staining intensity of YAP1 protein in CCA tissues. Scale bar: 50 µm. **E** Representative IHC staining for YAP1 protein expression in benign and malignant tissues derived from patients with CCA. Scale bar: 50 µm. **F** Kaplan–Meier plots of recurrence-free survival of 95 CCA patients underwent hepatectomy according to YAP1 expression. The significance of the difference was determined using the nonparametric Mann–Whitney *U*-test.

**Fig. 8:**
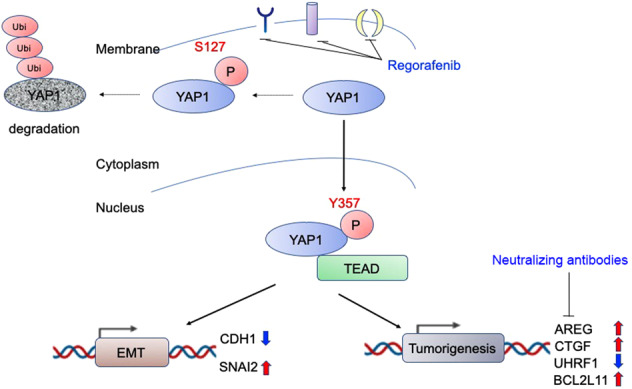
Schematic model of this study. Evidence was pooled to illustrate the combined approach as a potential treatment option targeting YAP1-AREG axis for CCA patients.

## Discussion

Regorafenib is a multitargeted tyrosine kinase inhibitor of VEGFR-1/2/3, KIT, RET, RAF1, BRAF, PGDFR, and FGFR [41]. Regorafenib is considered a potential therapeutic agent for CCA as several molecular alterations [42], particularly disruption of the MAPK pathway and activation of Ras and BRAF by mutations, have been described in CCA [43–45]. In addition, our previous study identified MALT1 as the downstream mediator of the Raf/Erk/Elk-1 pathway and its potential to serve as a new therapeutic target for the successful treatment of CCA with regorafenib [20]. The clinical therapeutic efficacy of regorafenib was also approved in a recent phase II clinical trial with an 11% response rate and 40% survival rate at 12 months in patients with chemotherapy-refractory CCA [8].

MMNK-1 cells were obtained by immortalizing cholangiocytes. Therefore, MMNK-1 cells may contain various unknown genetic alterations and epigenetic modifications. In addition, MMNK-1 cells have a high degree of differentiation and proliferation [46]. This may be caused by YAP1 overexpression. For this purpose, we purchased primary human cholangiocytes from the company to compare the available CCA cells. We observed that the expression level of YAP1 in cholangiocytes was lower than that in CCA cells (Supplementary Fig. S13). We also examined ALOX5 as a positive control and recently reported that it functions as an oncogene in the CCA model [47]. Thus, our evidence shows that MMNK-1 is not an appropriate group under certain conditions, but it needs to pass through human cholangiocytes to reflect the reality alterations between normal and tumor.

In the present study, we demonstrated that regorafenib could inhibit EMT through the YAP1 pathway. However, one of the limitations of our findings is that the mechanism by which regorafenib inhibits the YAP1 pathway remains unclear. Rizvi et al. demonstrated a fibroblast growth factor (FGF)-YAP-FGFR autocrine loop that drove oncogenic signaling in multiple CCA models. Downregulation of FGF signaling in these models by a small molecule inhibitor, BGJ398, disrupted this autocrine loop and inhibited YAP activity [48]. Smoot RL et al. demonstrated that crenolanib, a small molecule inhibitor, could downregulate PDGF signaling, which is associated with the downregulation of SRC family kinase activity, YAP tyrosine phosphorylation, and CCA cell viability [49]. These observations partially explain the mechanism of YAP pathway inhibition by regorafenib. Thus, Regorafenib is a multitargeted tyrosine kinase inhibitor that affects both FGFR and PDGFR. However, the underlying mechanism remains unclear and needs to be further explored.

YAP1 is an important transcription factor with multiple downstream targets, and E-cadherin (*CDH1*) and SLUG (*SNAI2*), which regulate cell morphology during EMT, have been widely studied. In this study, we determined the expression levels of other downstream genes, including *UHRF1* and *BCL2L11*, by RT-PCR, and found that *AREG* was one of the most significant downstream targets of YAP1. Our results also demonstrated that the expression levels of *UHRF1* and *BCL2L11* were higher in malignant cells than in adjacent normal tissues. Furthermore, we analyzed the expression levels of *UHRF1* and *BCL2L11* in the TCGA_CHOL cohort and confirmed that *UHRF1* and *BCL2L11* were highly expressed in tumor tissues than in the adjacent normal tissues. These results suggest that YAP1 regulates new phenotypes and functions during tumorigenesis.

YAP expression regulates the crosstalk between immune cells and tumor cells in the tumor microenvironment through its influence on T cells, myeloid-derived suppressor cells, and macrophages [50]. Therefore, it is reasonable that regorafenib might regulate the tumor microenvironment by inhibiting the YAP pathway. A phase 1b study showed that regorafenib enhanced the efficacy of immune checkpoint inhibitors by inhibiting regulatory T cells and tumor-associated macrophages in microsatellite stable colorectal and gastric cancer [51]. However, further investigations are necessary to prove this hypothesis.

## Conclusion

In summary, our study demonstrated that regorafenib inhibits tumorigenesis of CCA both in vitro and in vivo. Through the established transcriptome dataset, we confirmed that YAP1 plays an important role in the efficacy of regorafenib. We also found that YAP1 promotes EMT and increases AREG expression levels. Furthermore, we supplied a combination therapy of regorafenib and AREG neutralize antibody, and found that they had synergistic effects against CCA (Fig. 8).

## Supplementary information

Supplementary profile

Author contributions

Reproducibility checklis

Supplemental Table S1

original WB blots

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper. Additional data related to this paper may be requested from the corresponding author.

# Supplementary material for: Regorafenib inhibits epithelial-mesenchymal transition and suppresses cholangiocarcinoma metastasis via YAP1-AREG axis
**Source:** Cell Death Dis. 2022 Apr 21;13(4):391. doi: 10.1038/s41419-022-04816-7

**Supplementary Information**

**Regorafenib Inhibits Epithelial-Mesenchymal Transition and Suppresses Cholangiocarcinoma Metastasis**

Yu-Chan Chang^1^, Chien-Hsiu Li^2^, Ming-Hsien Chan^2^, Ming-Huang Chen^3,4#^ Chun-Nan Yeh^5,6#^, and Michael Hsiao^2,7#^

Or

Or

**Running Title:** Regorafenib inhibits cancer metastasis in cholangiocarcinoma

**Conflict of interest:** The authors disclosed no conflicts

**Supplemental Table 1**. List of microarray probes with a cutoff change of > 1.5-fold.

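Table S1 gives 1271 probe sets with a fold change at the low and at the high dose and names no cell line, and its values lie closest to the arrays labelled HuCCT1. Over the 1270 probe sets matched, its low column had a Pearson r of 0.985 with the low dose in HuCCT1 and 0.296 with that in KKU-100, and its high column 0.993 with the high dose in HuCCT1 and 0.522 with that in KKU-100. Taken as log2 fold changes, its values differ from those of HuCCT1 by a median of 0.06 at the low and 0.07 at the high dose. Each probe set of the table has an absolute value of at least 1 in 1 or both of its columns, 340 in the low and 1138 in the high column, so that in log2 terms the table holds changes of at least 2-fold. At the high dose 653 values are positive and 617 negative. The paper's values in the table for the low and the high dose are 2.89 and 4.21 for ALDH1L2, −2.81 and −4.77 for IL11, −1.34 and −1.85 for CTGF and −0.28 and −1.16 for UHRF1. From the arrays, 1201 of the probe sets were past 1.5-fold the same way in HuCCT1 at the high dose, and 442 in KKU-100. The correlations run across probe sets, which are not independent replicates, of a list that the study chose on these samples.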

| **Upstream regulator** | **Activation Z-score** | ***p*-value of overlap** |
| --- | --- | --- |
| IRF1 | 3.5 | 1.33E-09 |
| IRF7 | 3.461 | 4.05E-10 |
| STAT1 | 3.073 | 3.97E-13 |
| IRF5 | 2.578 | 1.70E-06 |
| NAFTC2 | 2.578 | 1.29E-04 |
| IRF3 | 2.577 | 3.51E-12 |
| TAF4 | 2.576 | 1.48E-06 |
| MSC | 2.407 | 4.45E-04 |
| ATF4 | 2.333 | 8.18E-12 |
| PHB2 | 2.331 | 1.60E-04 |
| SMAD5 | 2.236 | 5.01E-04 |
| STAT2 | 2.067 | 1.23E-05 |
| NFKNIA | 2.015 | 3.97E-20 |

**Supplemental Table 2**. Ranking of the candidate upstream regulators of transcription activation from regorafenib treatment and solvent control groups predicted by Ingenuity pathway analysis with a 1.5-fold change cutoff.

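Targets of ATF4, the transcription factor of the integrated stress response, rose in HuCCT1, 11 of 25 measured at the low dose and 20 at the high dose, and 0 fell. In KKU-100, 3 of 26 rose and 7 fell at the low dose, and 8 rose and 1 fell at the high dose. PCK2 rose in both lines, with log2 fold changes of 1.07 and 2.23 at the low and the high dose in HuCCT1 and 0.63 at the low dose in KKU-100, as did ALDH1L2 in KKU-100, with 0.74 and 1.46. TRIB3, a pseudokinase induced by stress, was at 0.96 and 1.97 in HuCCT1 and 0.01 and 1.37 in KKU-100, whereas ASNS was at 1.43 at the low dose in HuCCT1 and at −1.18 and 0.15 in KKU-100. The median of the ATF4 list was 0.49 and 1.97 in HuCCT1, above all 10000 random lists matched on signal, and −0.02 (percentile 14.7) and 0.36 (above all) in KKU-100.

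**Figure D2:**
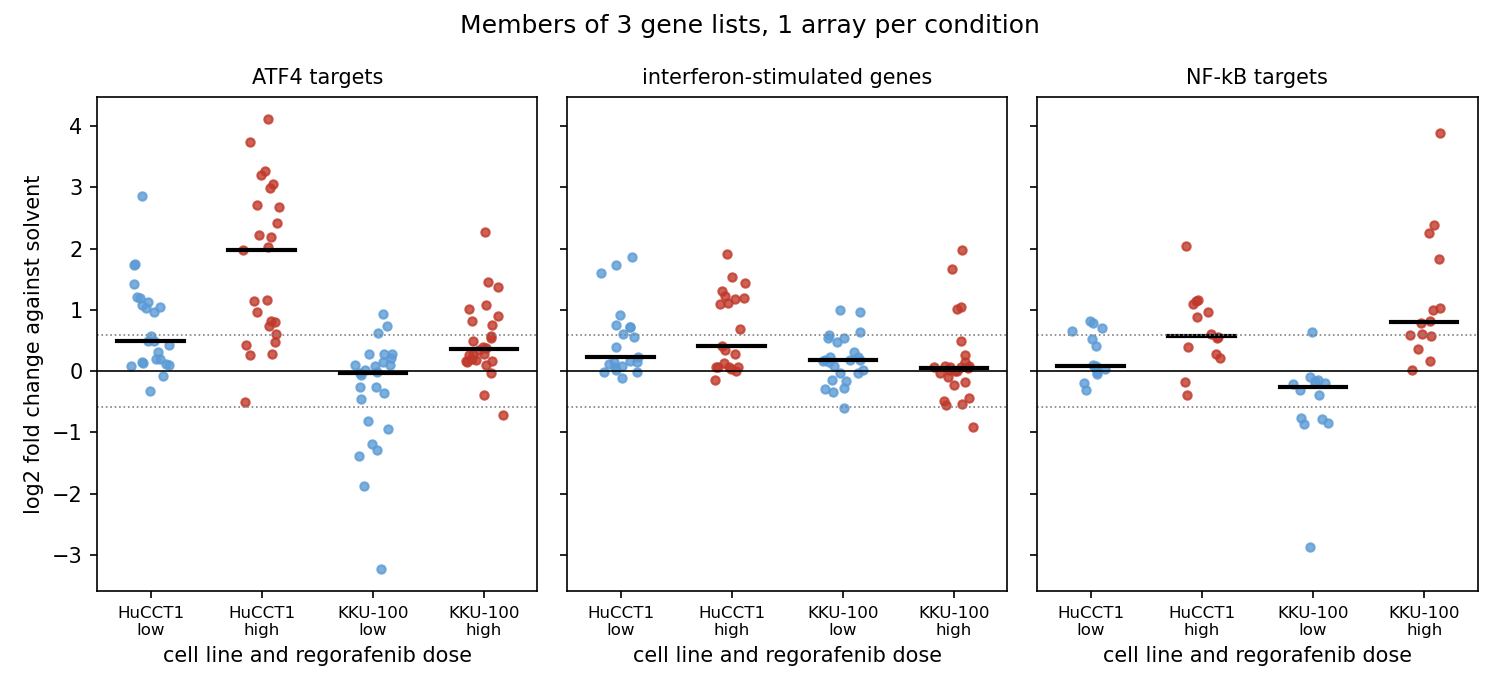
Log2 fold change against solvent of each measured member of 3 gene lists, by cell line and dose (low dose blue, high dose red, 1 array per condition), with bars at the median and dotted lines at 1.5-fold. The bars of the ATF4 targets stand at 0.49 and 1.97 in HuCCT1 and at −0.02 and 0.36 in KKU-100.

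Interferon-stimulated genes rose in part in HuCCT1, 8 of 21 at the low and 10 at the high dose, with 0 lower, and 4 of 25 rose and 1 fell in KKU-100 at each dose. IFIT2, an interferon-induced protein, was at 1.74 and 1.44 in HuCCT1 and −0.33 and −0.49 in KKU-100, and IFIT3 at 1.60 and 1.31 and at 0.59 and 0.48. IRF1, a transcription factor of the interferon response, was at 0.92 and 1.91 in HuCCT1 and 0.15 and 1.67 in KKU-100, and PSMB9, a subunit of the immunoproteasome, at 0.72 and 1.10 and at 0.99 and 1.05. The list's median was 0.23 (percentile 99.9) and 0.42 (percentile 99.99) in HuCCT1, and 0.18 (percentile 98.5) and 0.05 (percentile 63.2) in KKU-100. Targets of NF-kB rose at the high dose in both lines, 7 of 14 in HuCCT1 and 10 of 14 in KKU-100, with 0 lower, while at the low dose 4 rose in HuCCT1, and 1 rose and 5 fell in KKU-100. NFKBIA was at 0.79 and 1.14 in HuCCT1 and 0.64 and 1.03 in KKU-100, and ICAM1, an adhesion molecule, at 0.81 and 2.04 and at −0.19 and 1.00. The list's median was 0.09 (percentile 92.9) and 0.58 (above all lists) in HuCCT1 and −0.25 (percentile 0.27) and 0.80 (above all) in KKU-100. Over both lines, limma called 0 members of the 3 lists over all genes tested. Adjusted over the list alone, 13 ATF4 targets were higher at the high dose and 0 at the low dose. Of the interferon-stimulated genes, IRF1, PSMB9, CXCL10 and CXCL11 were higher at the high dose, the last of which lay below the level filter in HuCCT1, and PSMB9 at the low dose. Of the NF-kB targets, NFKBIA, ICAM1, NFKB2, TRAF1 and CD83 were higher at the high dose, the last 3 chosen after their values were seen, and NFKBIA at the low dose. The upstream regulators of Table S2 had been seen when the lists were written.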

Supplemental Table 3. Clinicopathological features and YAP1 expression in cholangiocarcinoma patients.

|  | YAP-1 low expression  (n = 50) | YAP-1 high expression  (n = 55) | *p* |
| --- | --- | --- | --- |
| Age |  |  | 0.642 |
| <65y | 26(52.0%) | 28(56.0%) |  |
| >65y | 24(48.0%) | 27(44.0%) |  |
| Gender |  |  | 0.642 |
| Male | 22(44.0%) | 30(54.5%) |  |
| Female | 28(56.0%) | 25(45.5%) |  |
| Tumor status |  |  | 0.211 |
| T1+T2 | 32(64.0%) | 20(38.5%) |  |
| T3+T4 | 18(36.0%) | 32(61.5%) |  |
| Lymph node status |  |  | 0.071 |
| N0 | 30(76.1%) | 20(45.5%) |  |
| N1-3 | 20(23.9%) | 35(54.5%) |  |
| TNM stage |  |  | 0.967 |
| I+II | 24(48.0%) | 16(29.1%) |  |
| III+IV | 26(52.0%) | 39(70.9%) |  |
| Recurrence |  |  | 0.967 |
| No | 15(30.0%) | 24(43.6%) |  |
| Yes | 35(70.0%) | 31(56.4%) |  |
|  |  |  |  |

**p* < 0.05 was considered statistically significant (Student’s *t*-test for continuous variables and Pearson’s chi-square test for discrete variables). SD represents the standard deviation. ^#^tumor stage, tumor, lymph node, and distal metastasis status were classified according to the International System for Staging Lung Cancer.

**Supplemental Table 4**. Univariate analysis of YAP1 expression in cholangiocarcinoma.

| Cox univariate analysis (OS) | | |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Variables | | Comparison | HR (95% CI) | | *P*-value |
| T |  | T3-T4 vs. T1-T2 | 1.917 (1.581-3.410) | | 0.0029 |
| N |  | N1-N3 vs. N0 | 2.503 (1.663-3.791) | | <0.0001^*^ |
| Stage |  | III-IV vs. I-II | 3.227 (1.812-4.905) | | <0.0001^*^ |
| YAP-1 |  | High vs. Low | 2.511 (1.520-3.880) | | <0.0001^*^ |
| Cox multivariate analysis (OS) | | |  |  |  |
| Variables | | Comparison | HR (95% CI) | | *P*-value |
| T |  | T3-T4 vs. T1-T2 | 1.313 (0.817-2.542) | | 0.1243 |
| N |  | N1-N3 vs. N0 | 1.623 (0.956-3.095) | | 0.0681 |
| Stage |  | III-IV vs. I-II | 2.551 (1.376-4.012) | | 0.0006 |
| YAP-1 |  | High vs. Low | 2.112 (1.177-3.002) | | <0.0001^*^ |
| Cox univariate analysis (RFS) | | |  |  |  |
| Variables | | Comparison | HR (95% CI) | | *P*-value |
| T |  | T3-T4 vs. T1-T2 | 1.758 (1.283-3.332) | | 0.0027 |
| N |  | N1-N3 vs. N0 | 2.538 (1.648-4.550) | | <0.0001^*^ |
| Stage |  | III-IV vs. I-II | 2.764 (1.459-4.162) | | <0.0001^*^ |
| YAP-1 |  | High vs. Low | 2.116 (1.174-2.789) | | 0.0031 |
| Cox multivariate analysis (RFS) | | |  |  |  |
| Variables | | Comparison | HR (95% CI) | | *P*-value |
| T |  | T3-T4 vs. T1-T2 | 1.228 (0.792-2.672) | | 0.0906 |
| N |  | N1-N3 vs. N0 | 1.502 (1.078-3.189) | | 0.0366 |
| Stage |  | III-IV vs. I-II | 1.989 (1.167-3.384) | | <0.0001^*^ |
| YAP-1 |  | High vs. Low | 1.719 (1.239-3.289) | | 0.0047^*^ |

**Supplement Figure S1.** RT-PCR analysis of YAP1 downstream targets and S26 mRNA expression in regorafenib-treated SNU-1079 cells.

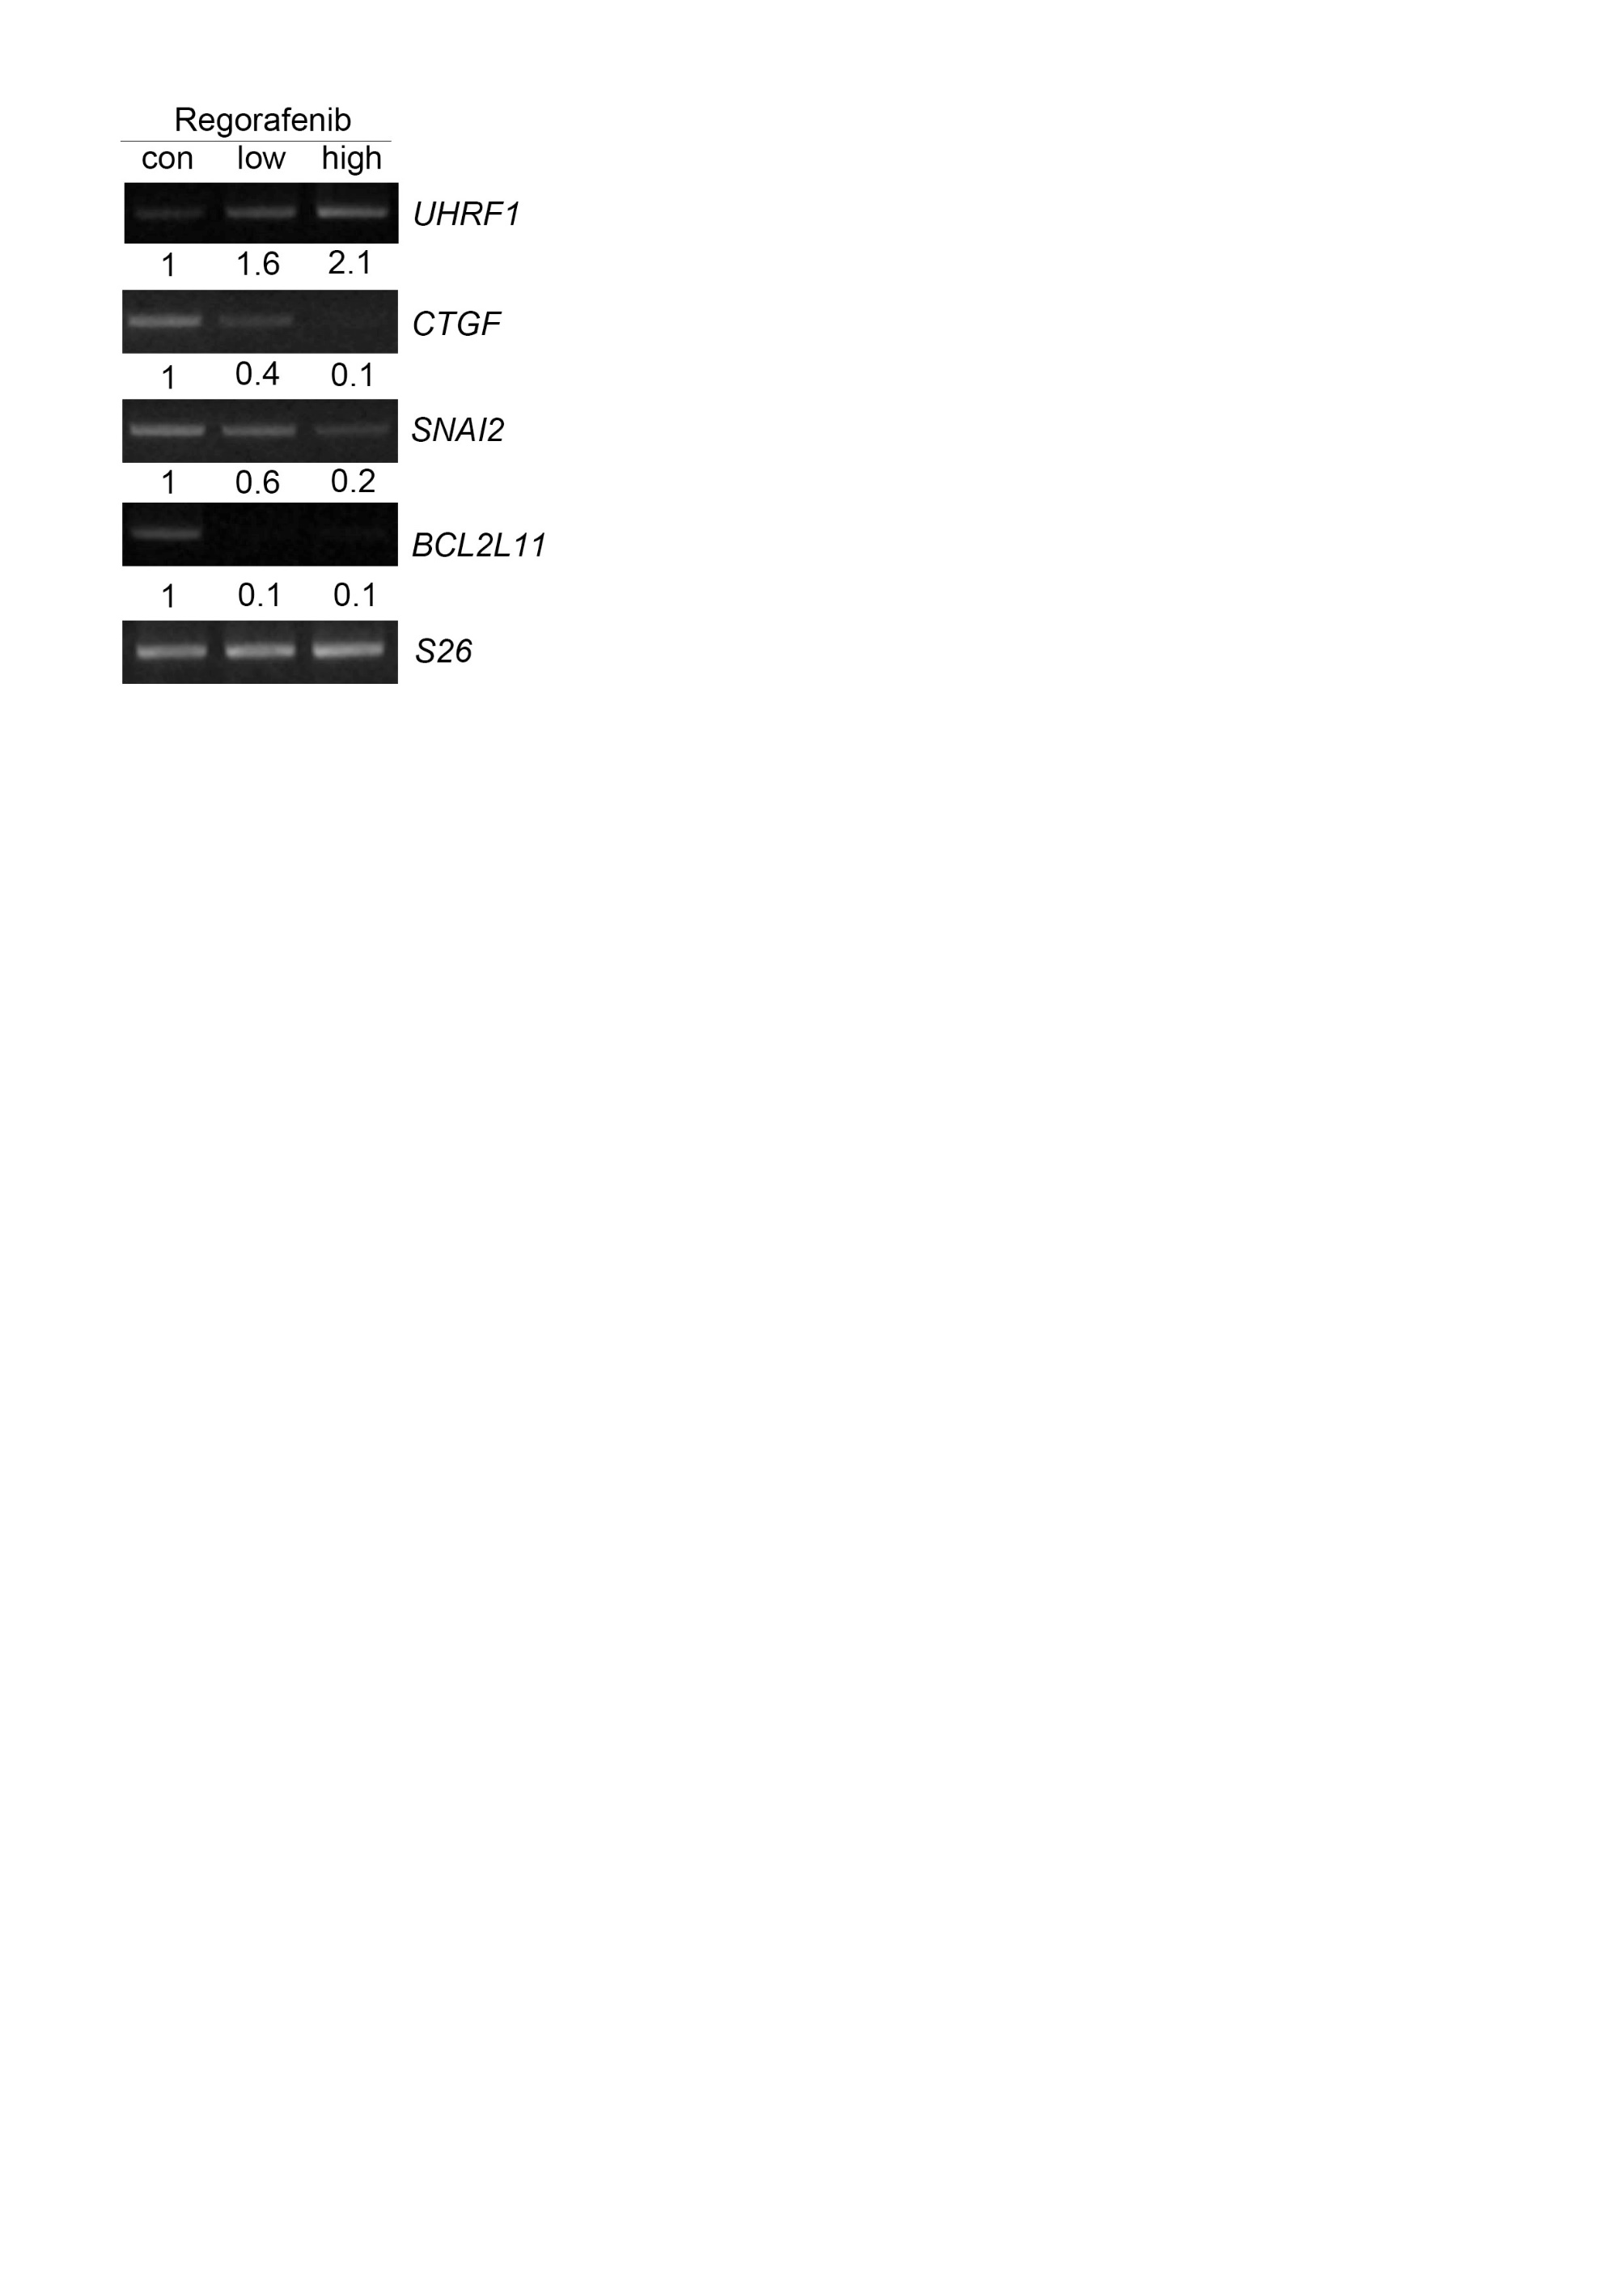

**Supplement Figure S2.** Q-PCR analysis of YAP1 downstream targets and GAPDH mRNA expression in regorafenib-treated HuCCT1 and SNU-1079 cells, respectively. **: *p*<0.01, ***: *p*<0.001.

**
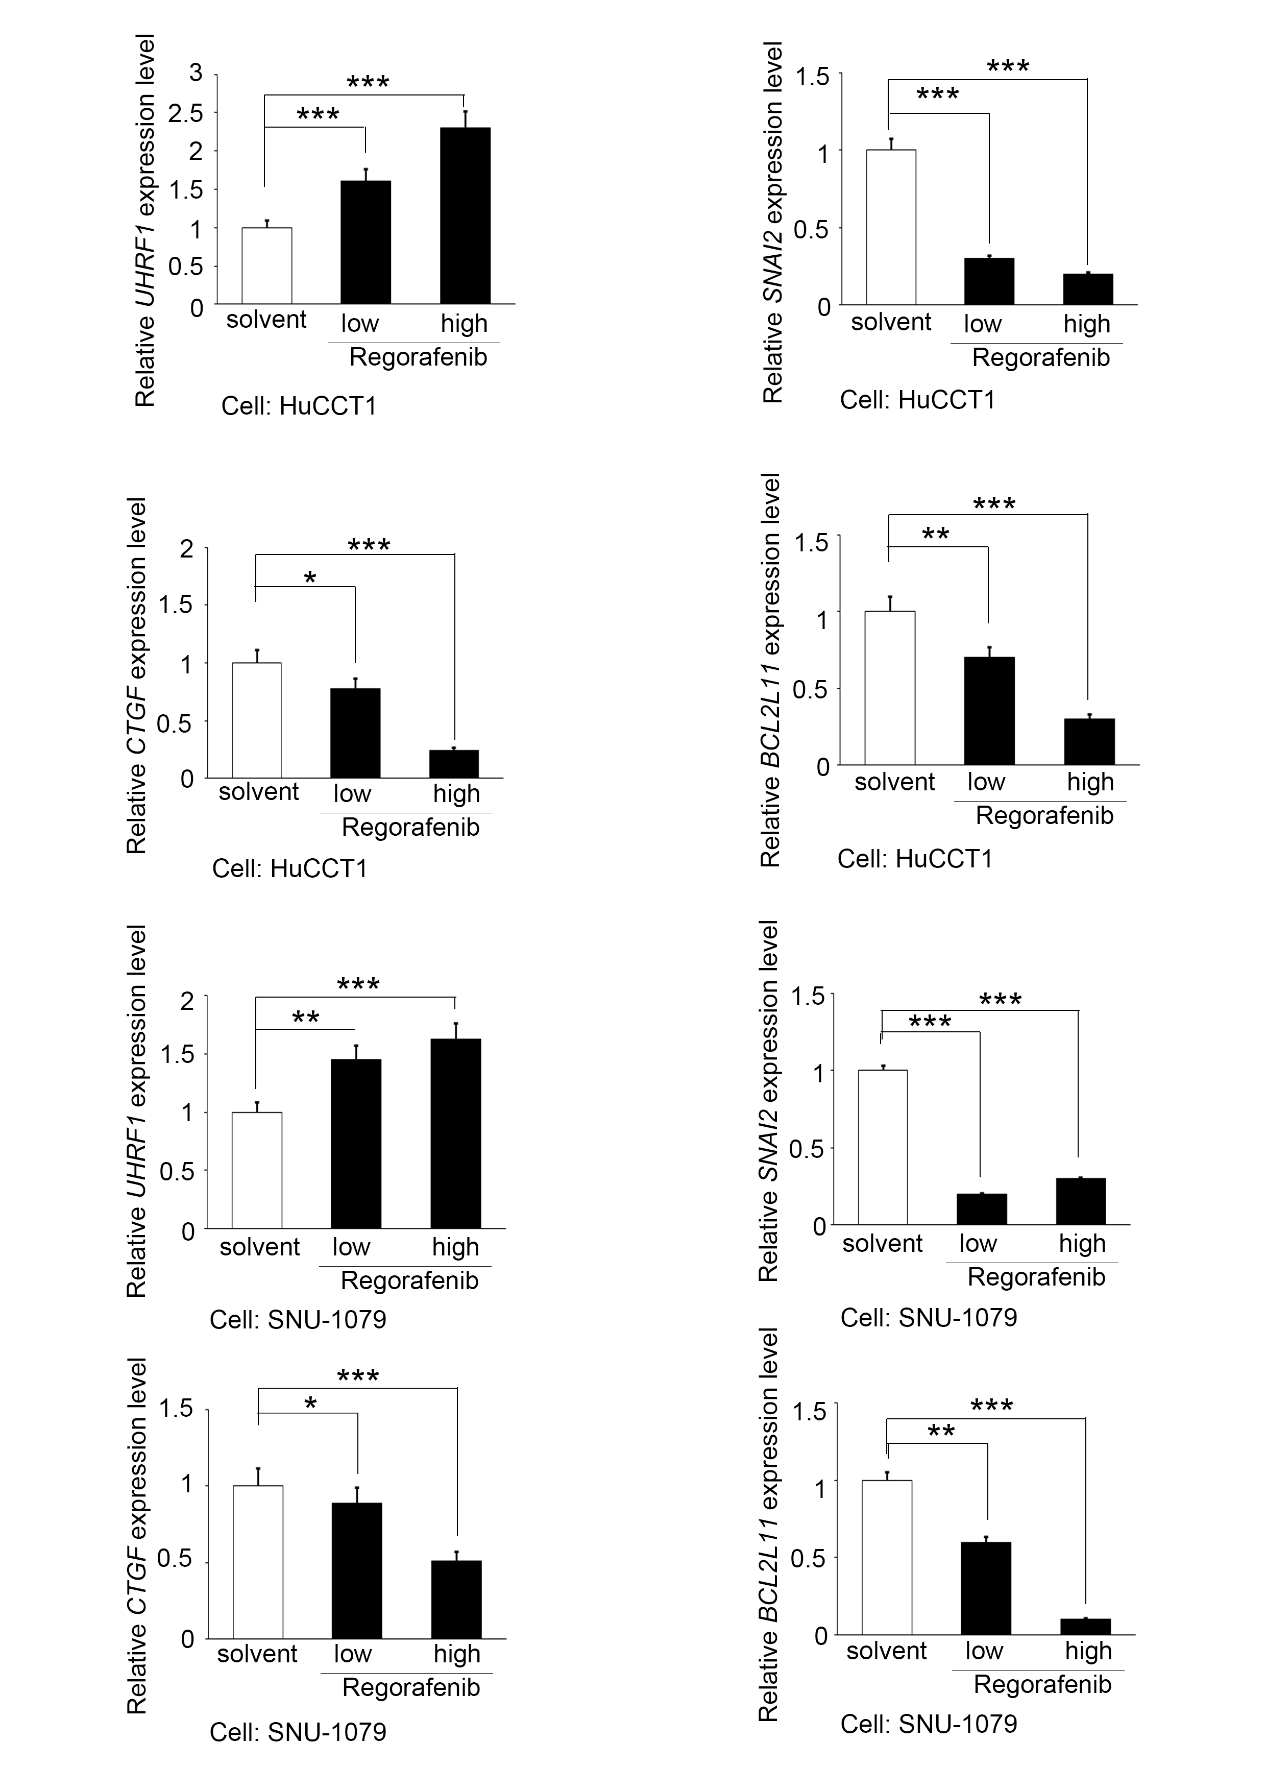
**

**Supplement Figure S3.** Q-PCR analysis of YAP1 downstream targets, *CCN1, CCNE1, CCND1, PTGS2, CDKN1B*, and GAPDH mRNA expression in regorafenib-treated HuCCT1 and SNU-1079 cells, respectively. **: *p*<0.01, ***: *p*<0.001.

**
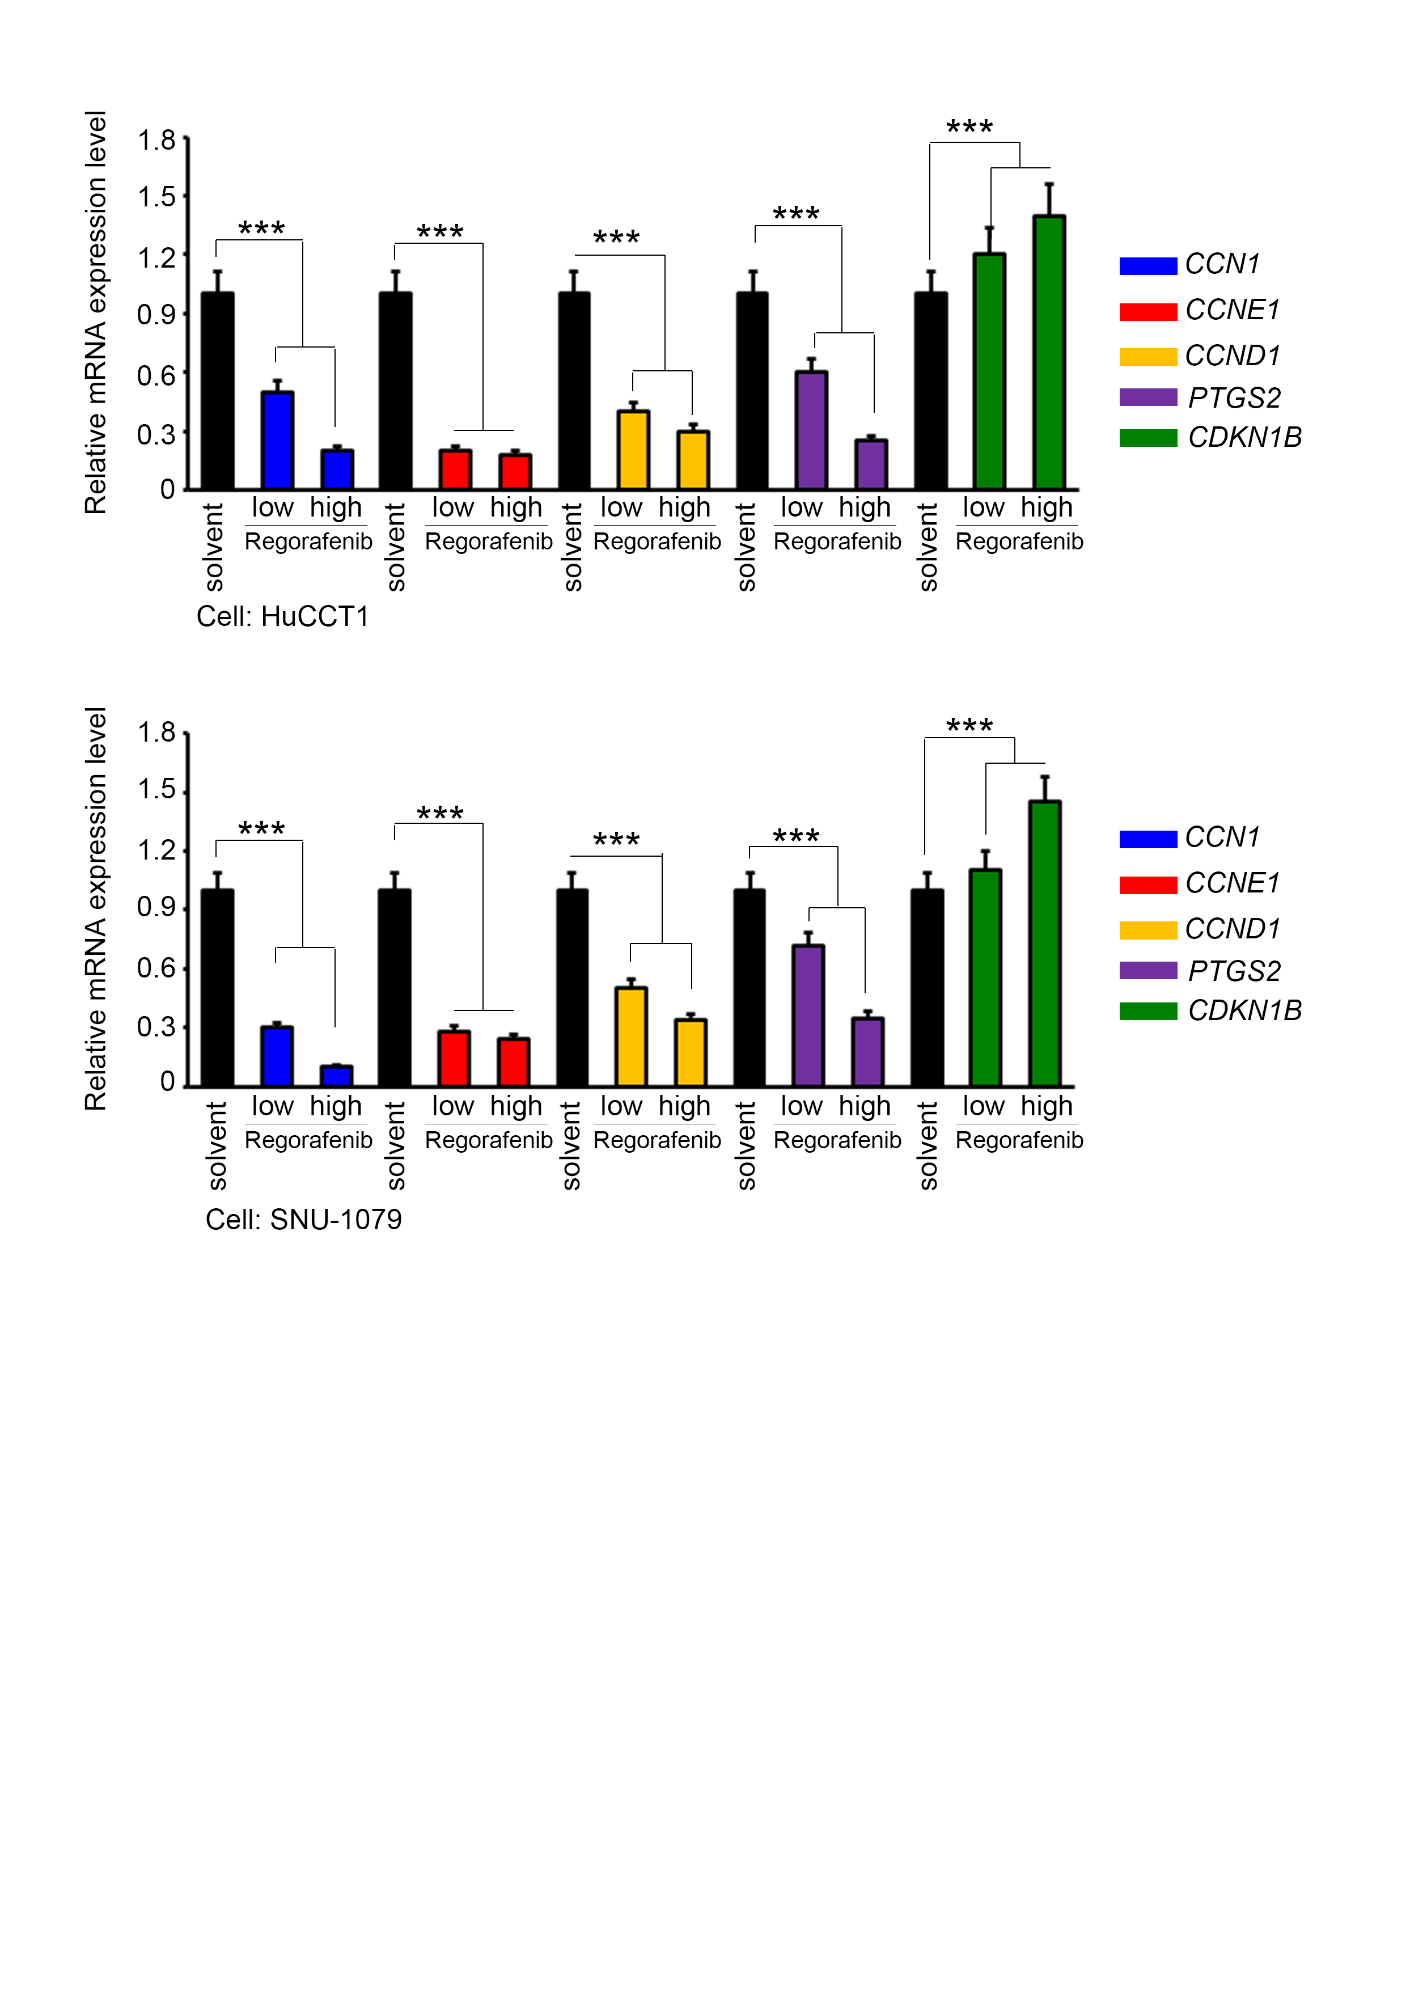
**

**Supplement Figure S4.** Western blot analysis of YAP1, p-YAP1 (Ser127 and Tyr357) , SNAI2 and CTGF levels in regorafenib-treated HuCCT1 cells.

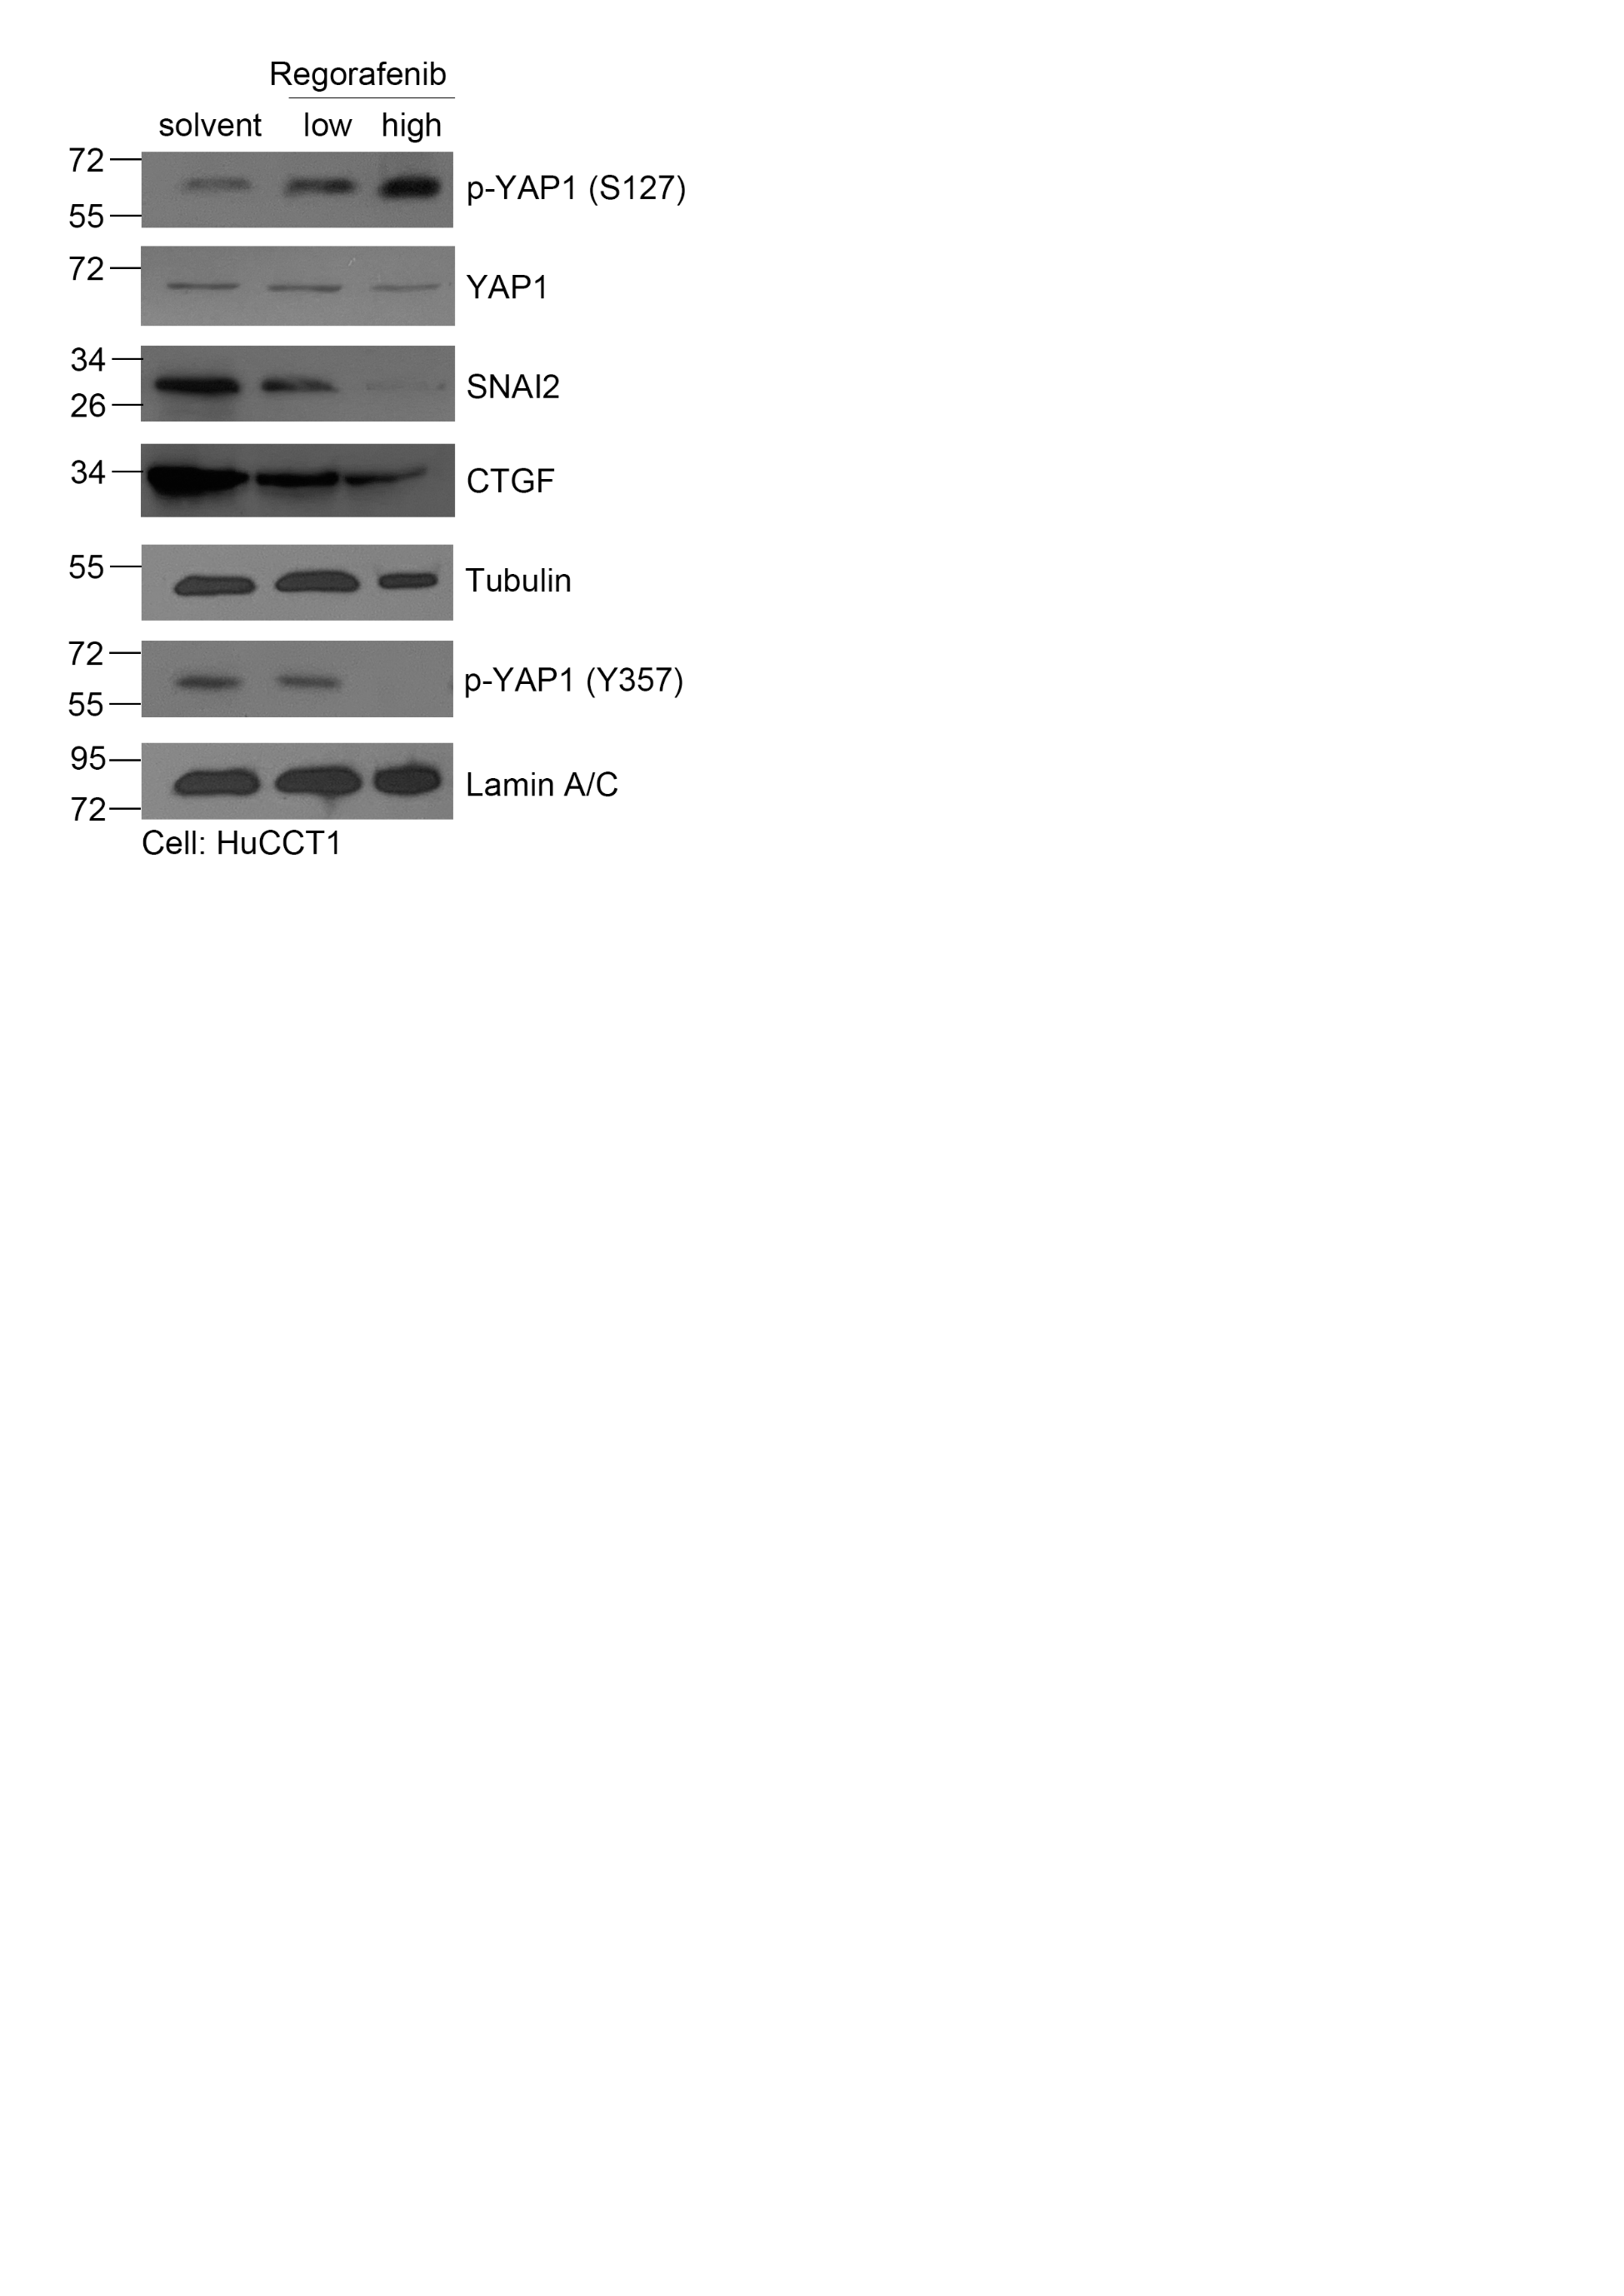

**Supplement Figure S5.** Heat map showing the expression levels of EMT markers and EMT score in a CCA cell panel; red: mesenchymal-type and green: epithelial-type.

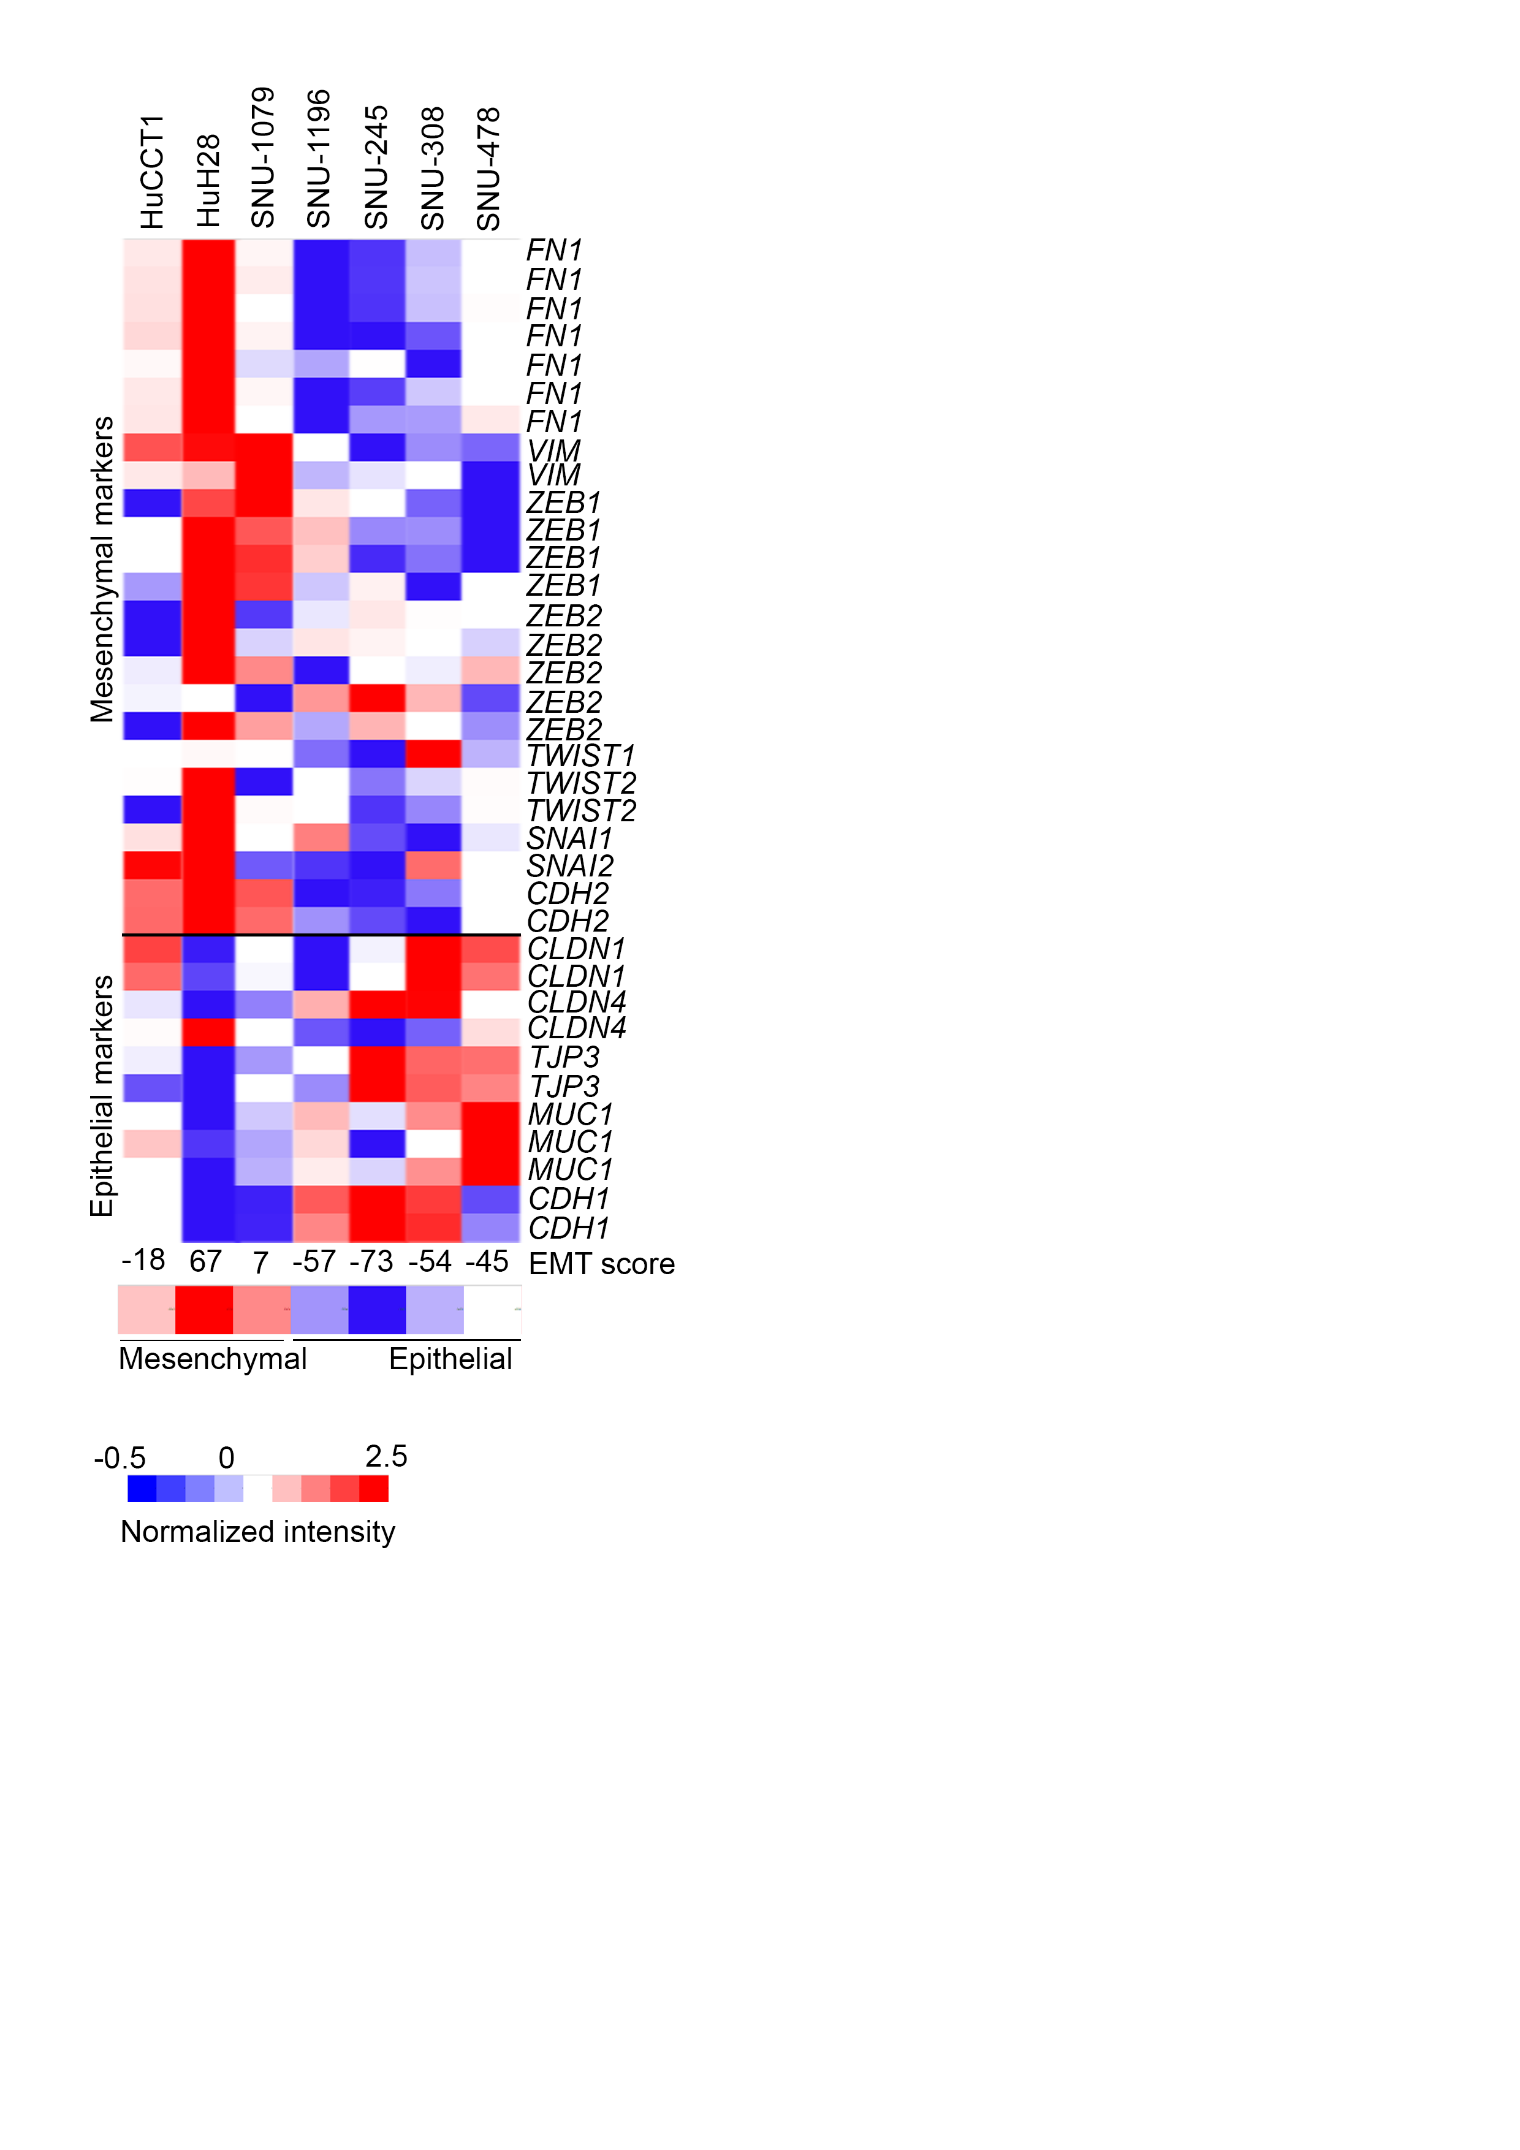

**Supplement Figure S6.** Q-PCR analysis of mesenchymal-type markers mRNA expression in regorafenib-treated SNU-1079 cells and HuCCT1 cells, respectively. ***: *p*<0.001.

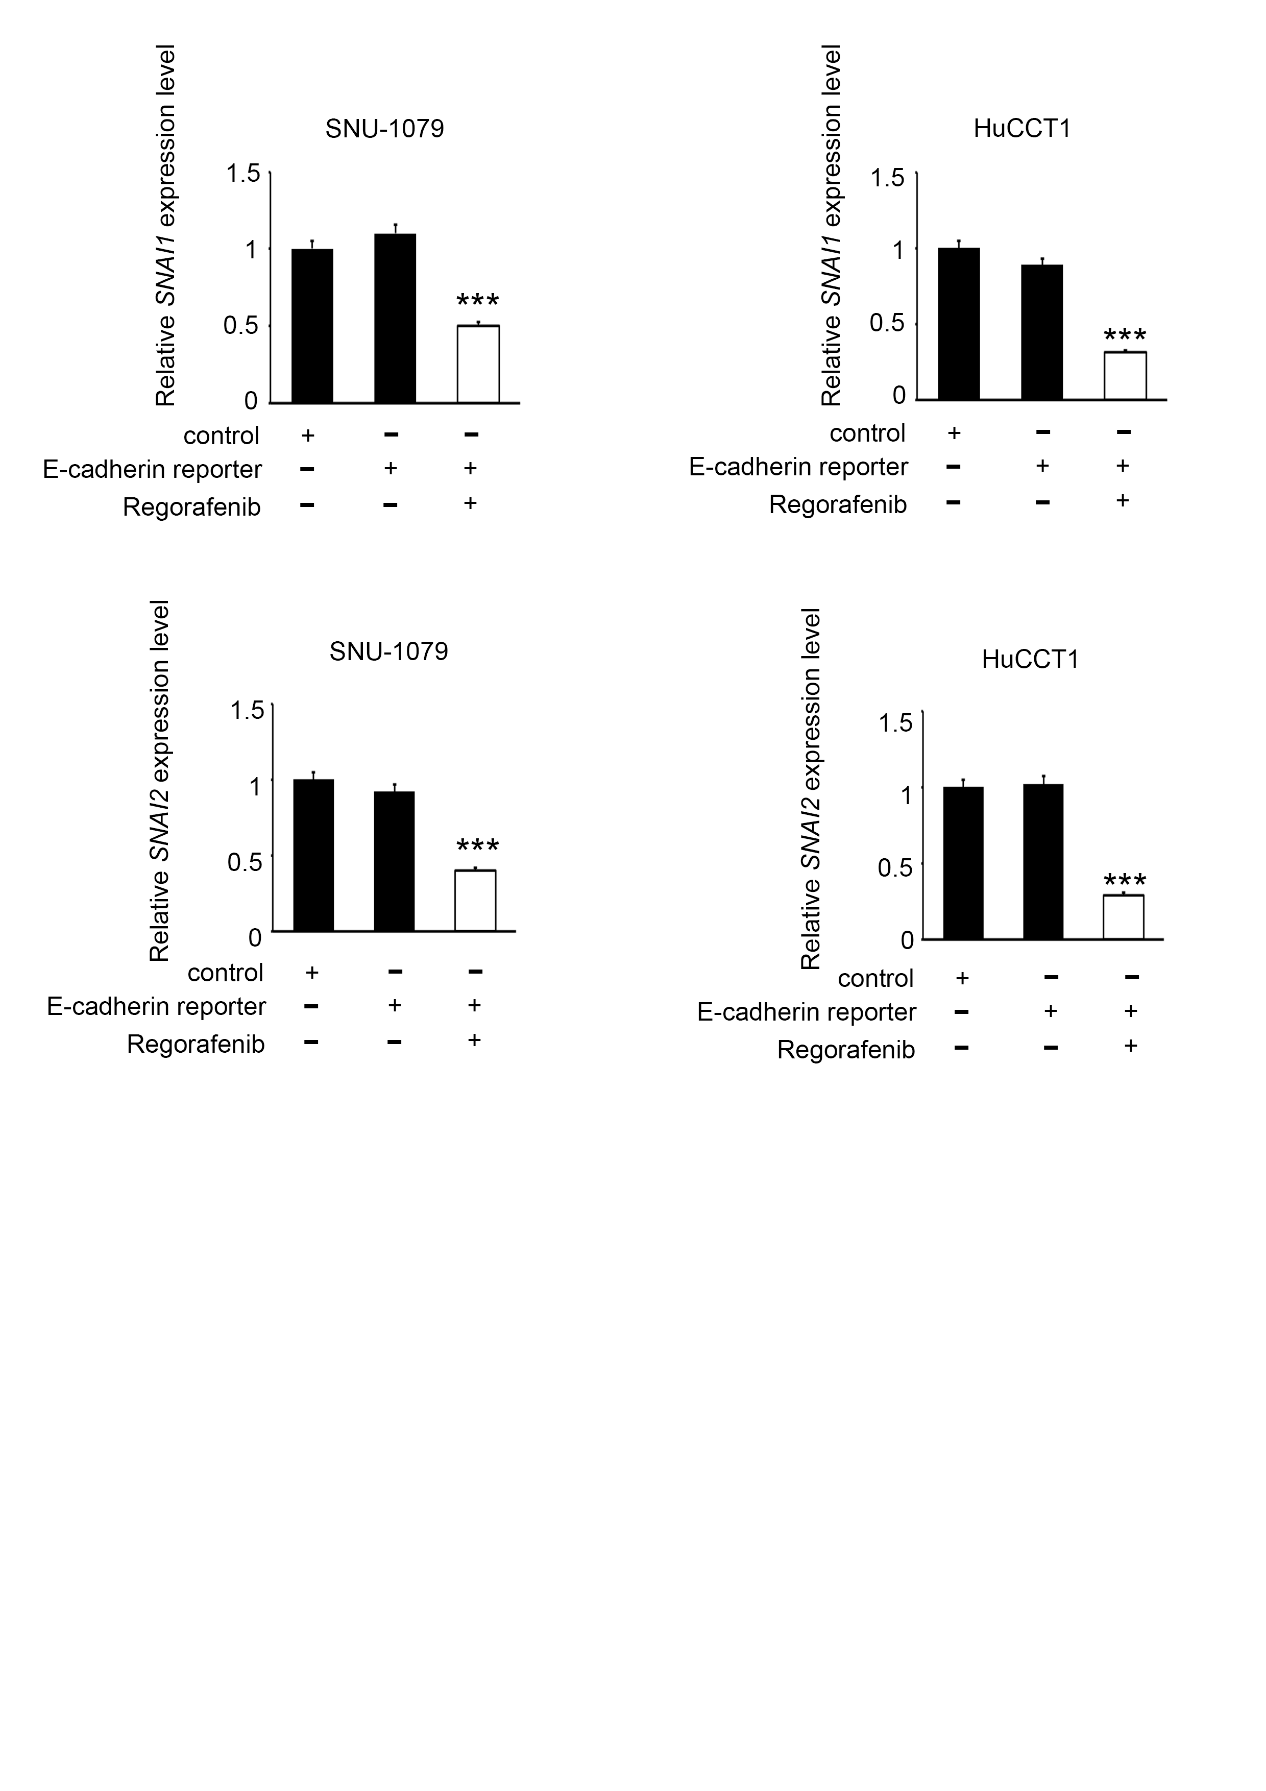

**Supplement Figure S7.** (A) Viability of SNU-1079 and HuCCT1 cells after verteporfin treatment. (B) Quantitative CK-8 activity and (C) Caspase 3 activity with or without verteporfin and regorafenib treatment in CCA cells, respectively. (D) Quantitation of migration ability of HuCCT1 and SNU-1079 cells treated with verteporfin and regorafenib, respectively. *: *p*<0.05, **: *p*<0.01, ***: *p*<0.001.

**
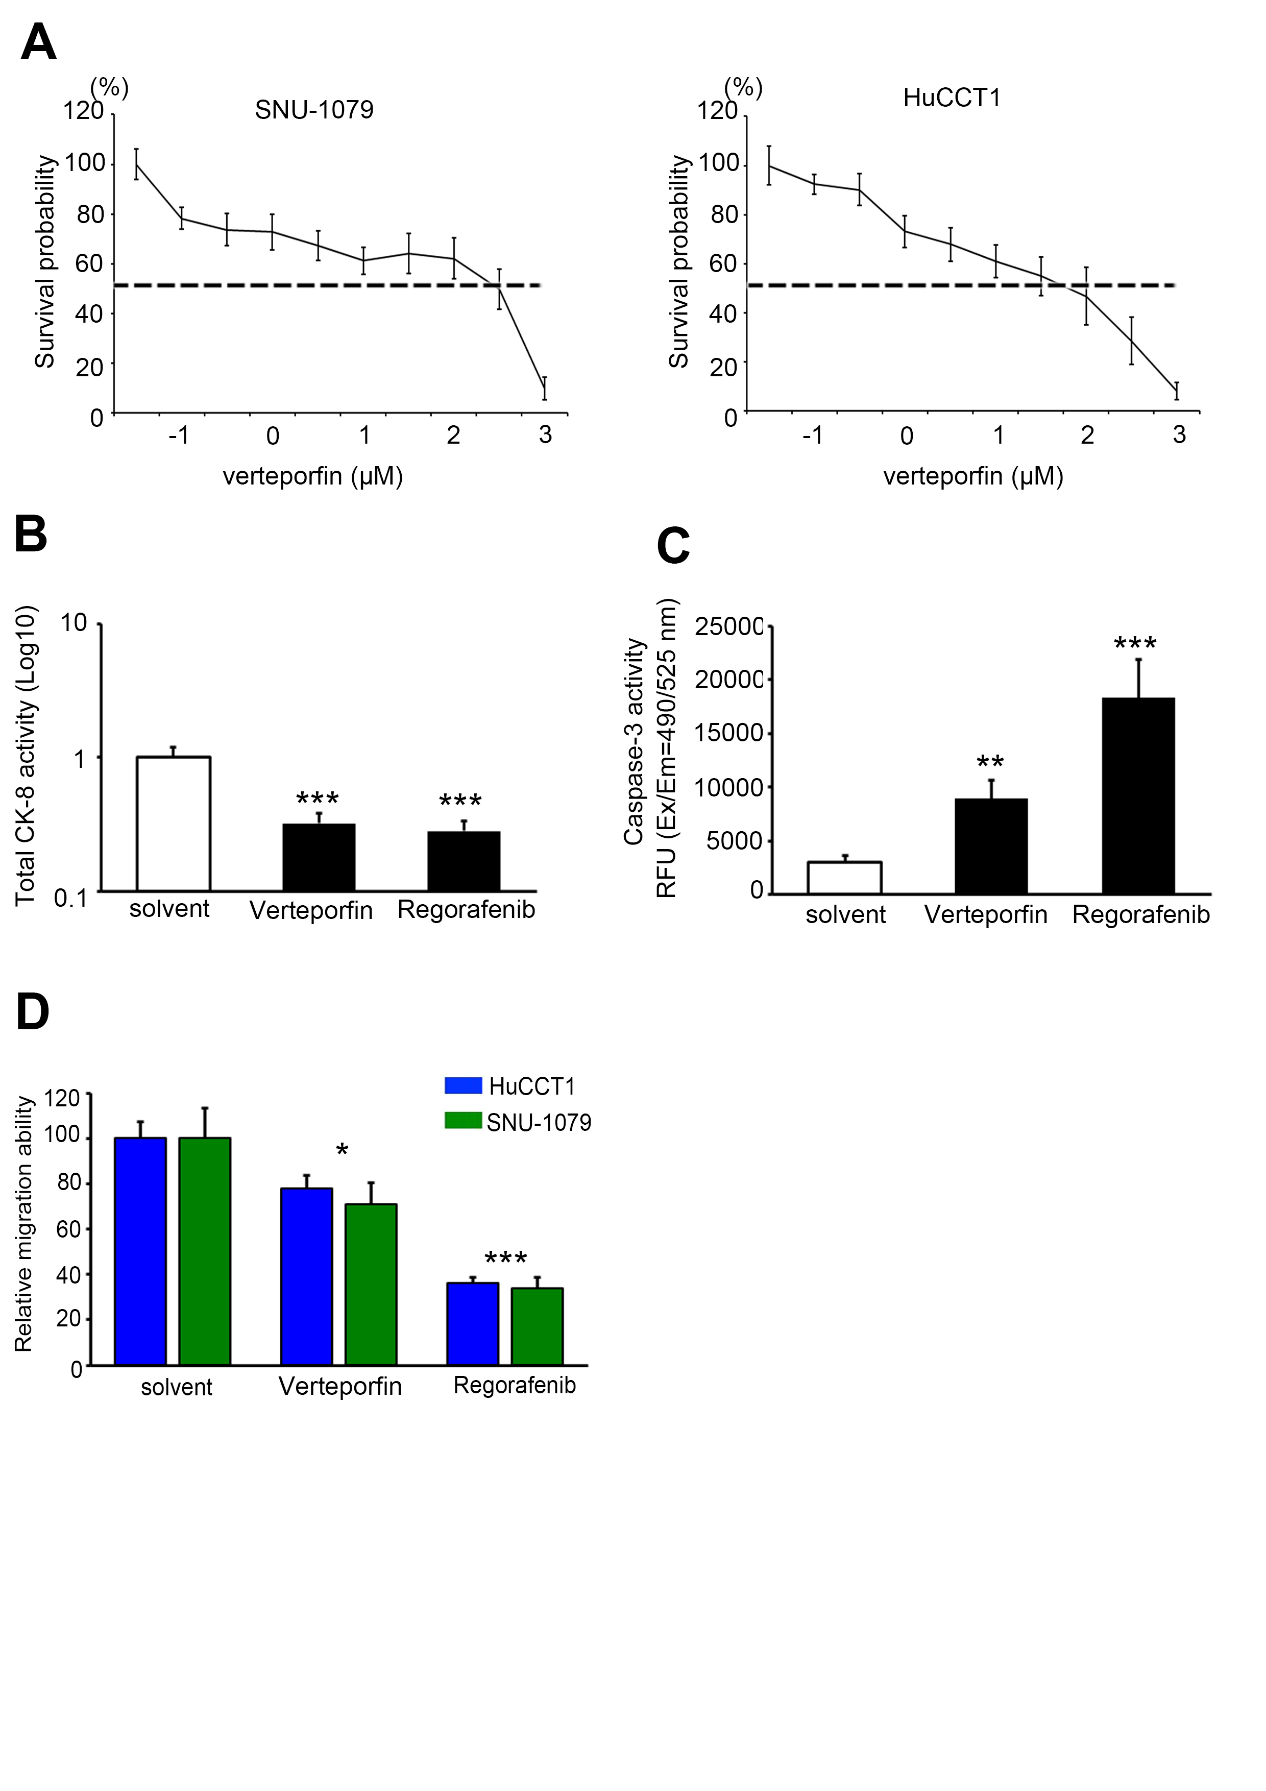
**

**Supplement Figure S8.** Correlation between YAP1 with UHRF1, BCL2L11 and CDH1 mRNA levels in TCGA_CHOL clinical patients (ρ = 0.24, *p* = 0.15; ρ = 0.35, *p* = 0.0024; ρ = 0.27, *p* = 0.11, respectively).

**
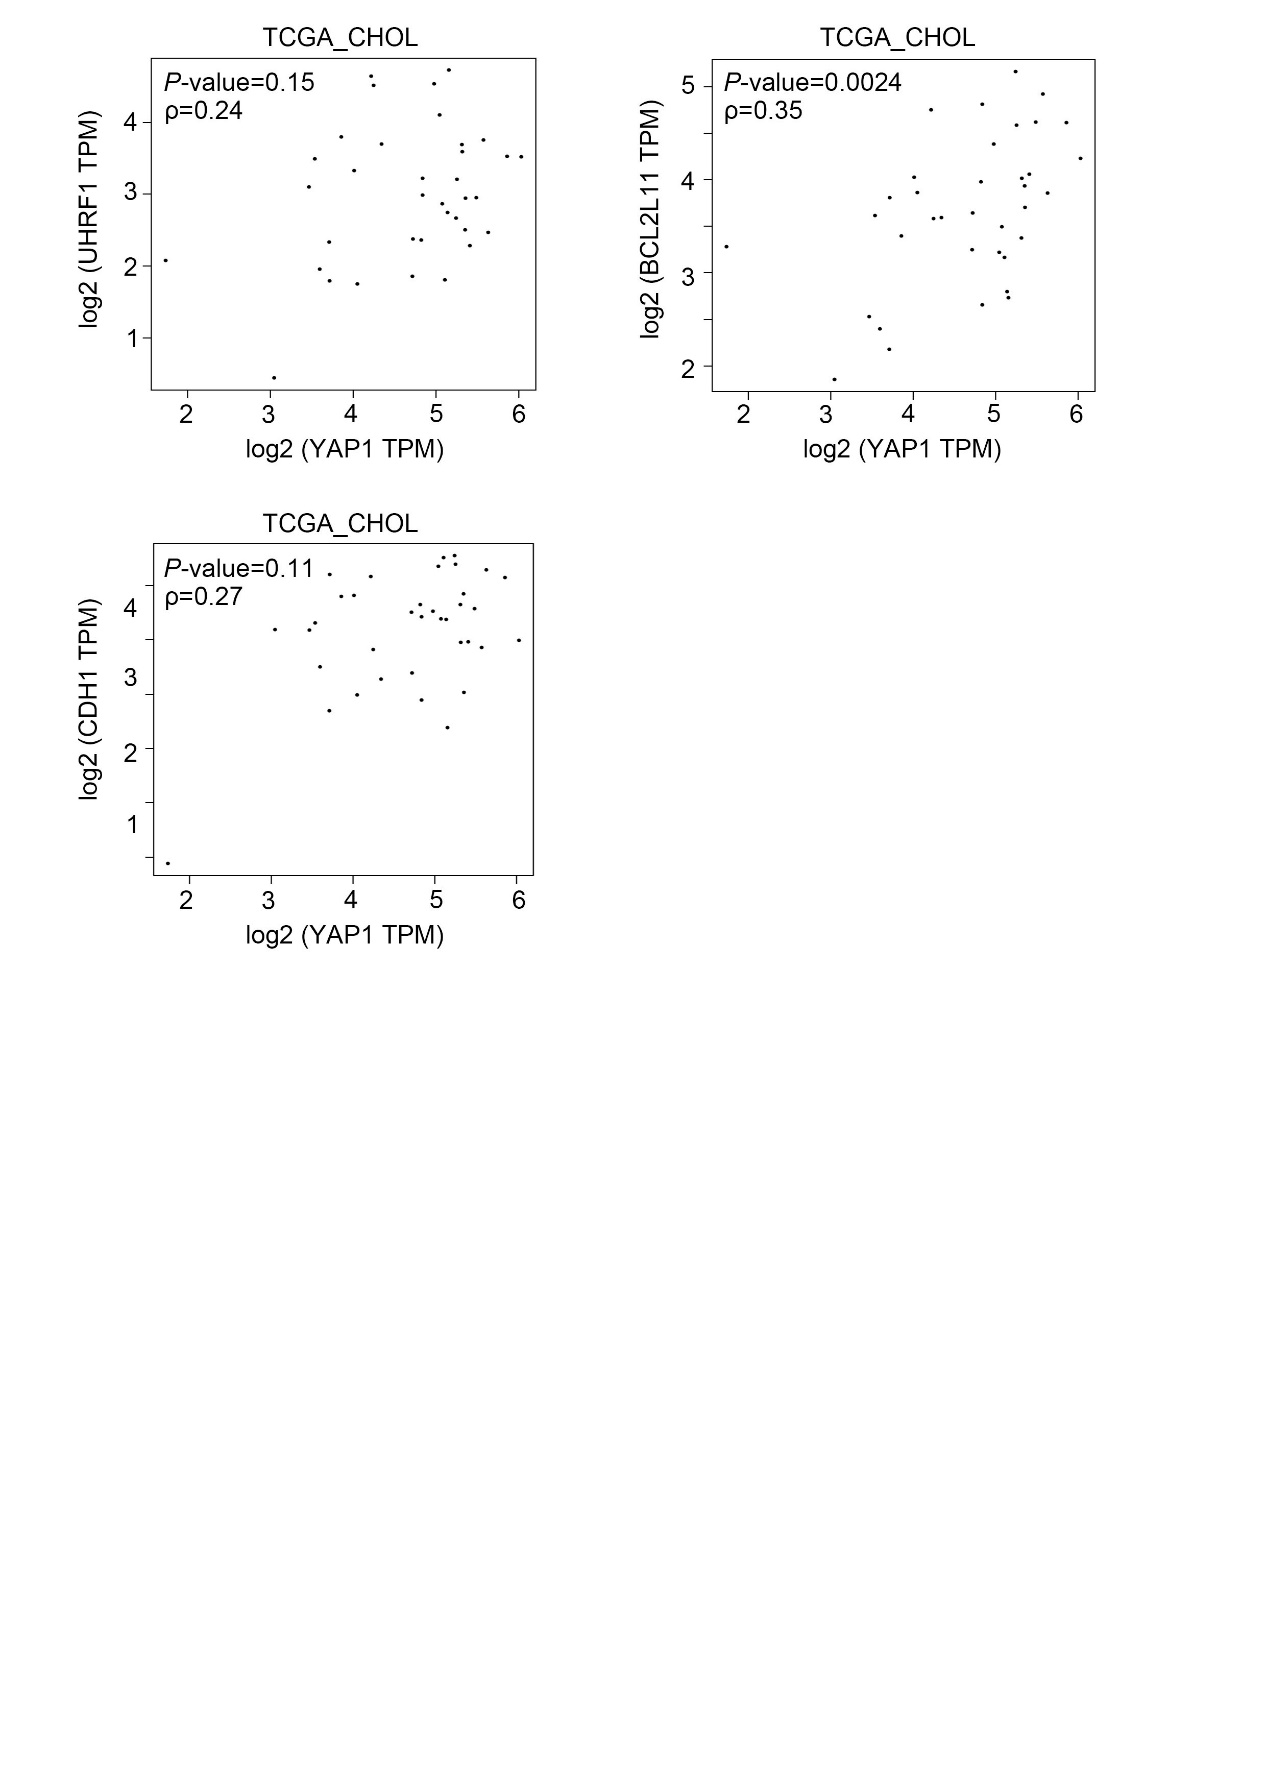
**

**Supplement Figure S9.** (A) Endogenous RNA levels of YAP1 downstream genes in a cholangiocarcinoma cell panel. (B) qRT-PCR of AREG levels in a CCA cell panel (human cholangiocyte primary cell, MMNK-1, and HuCCT1).

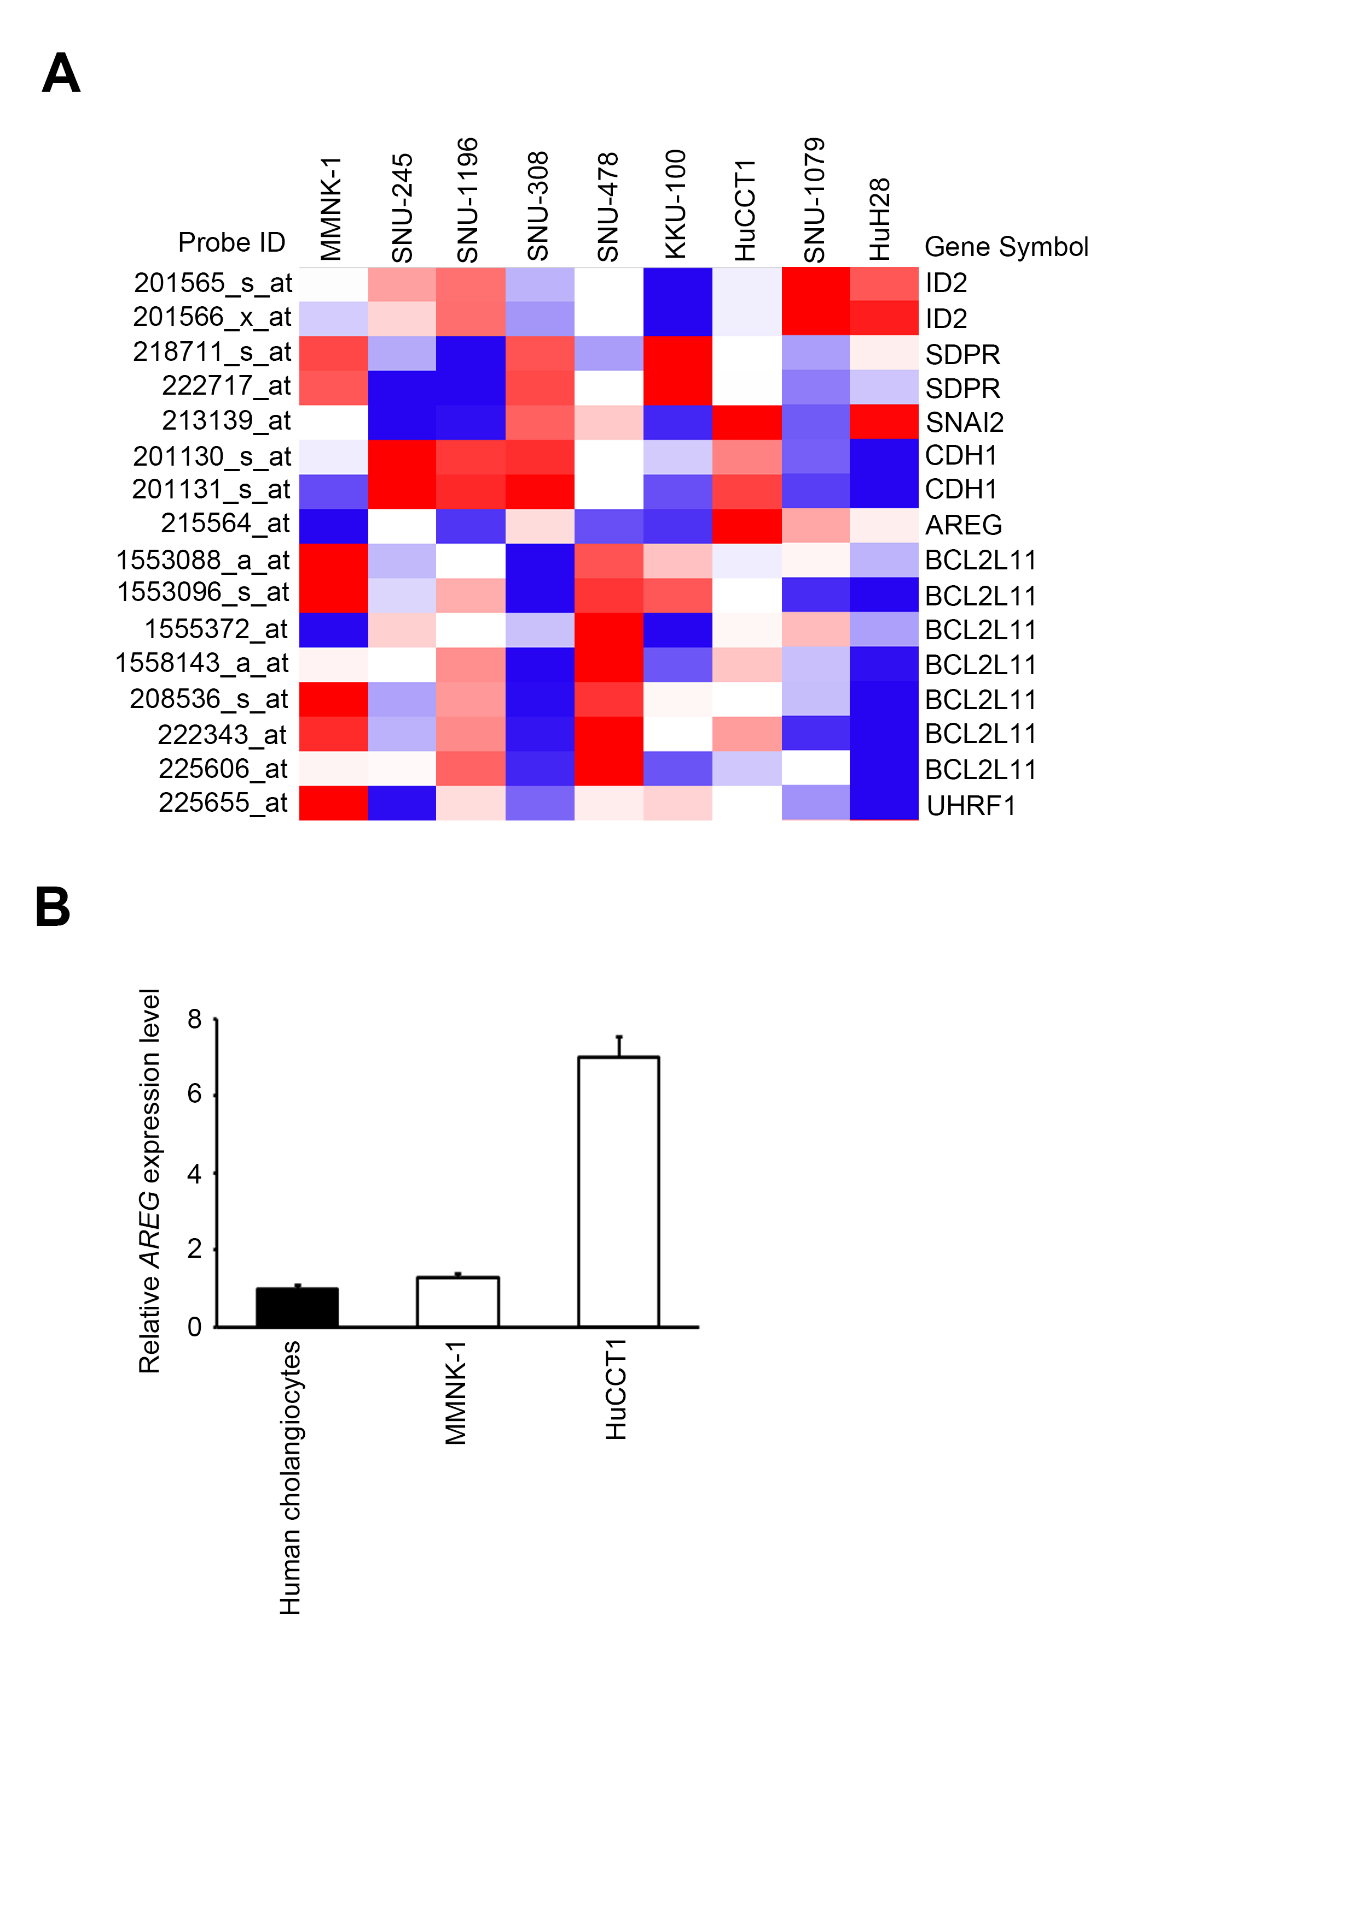

**Supplement Figure S10.** qRT-PCR analysis of AREG mRNA expression (A) in HuCCT1 or SNU-1079 cells treated with the YAP1 inhibitor verteporfin (1μM and 10 μM) and YAP1 shRNAs, respectively. (B) in HuCCT1 or SNU-1079 cells treated with regorafenib (10 μM) or combined with overexpression plasmids for YAP1, respectively. *: *p*<0.05, **: *p*<0.01, ***: *p*<0.001.

**
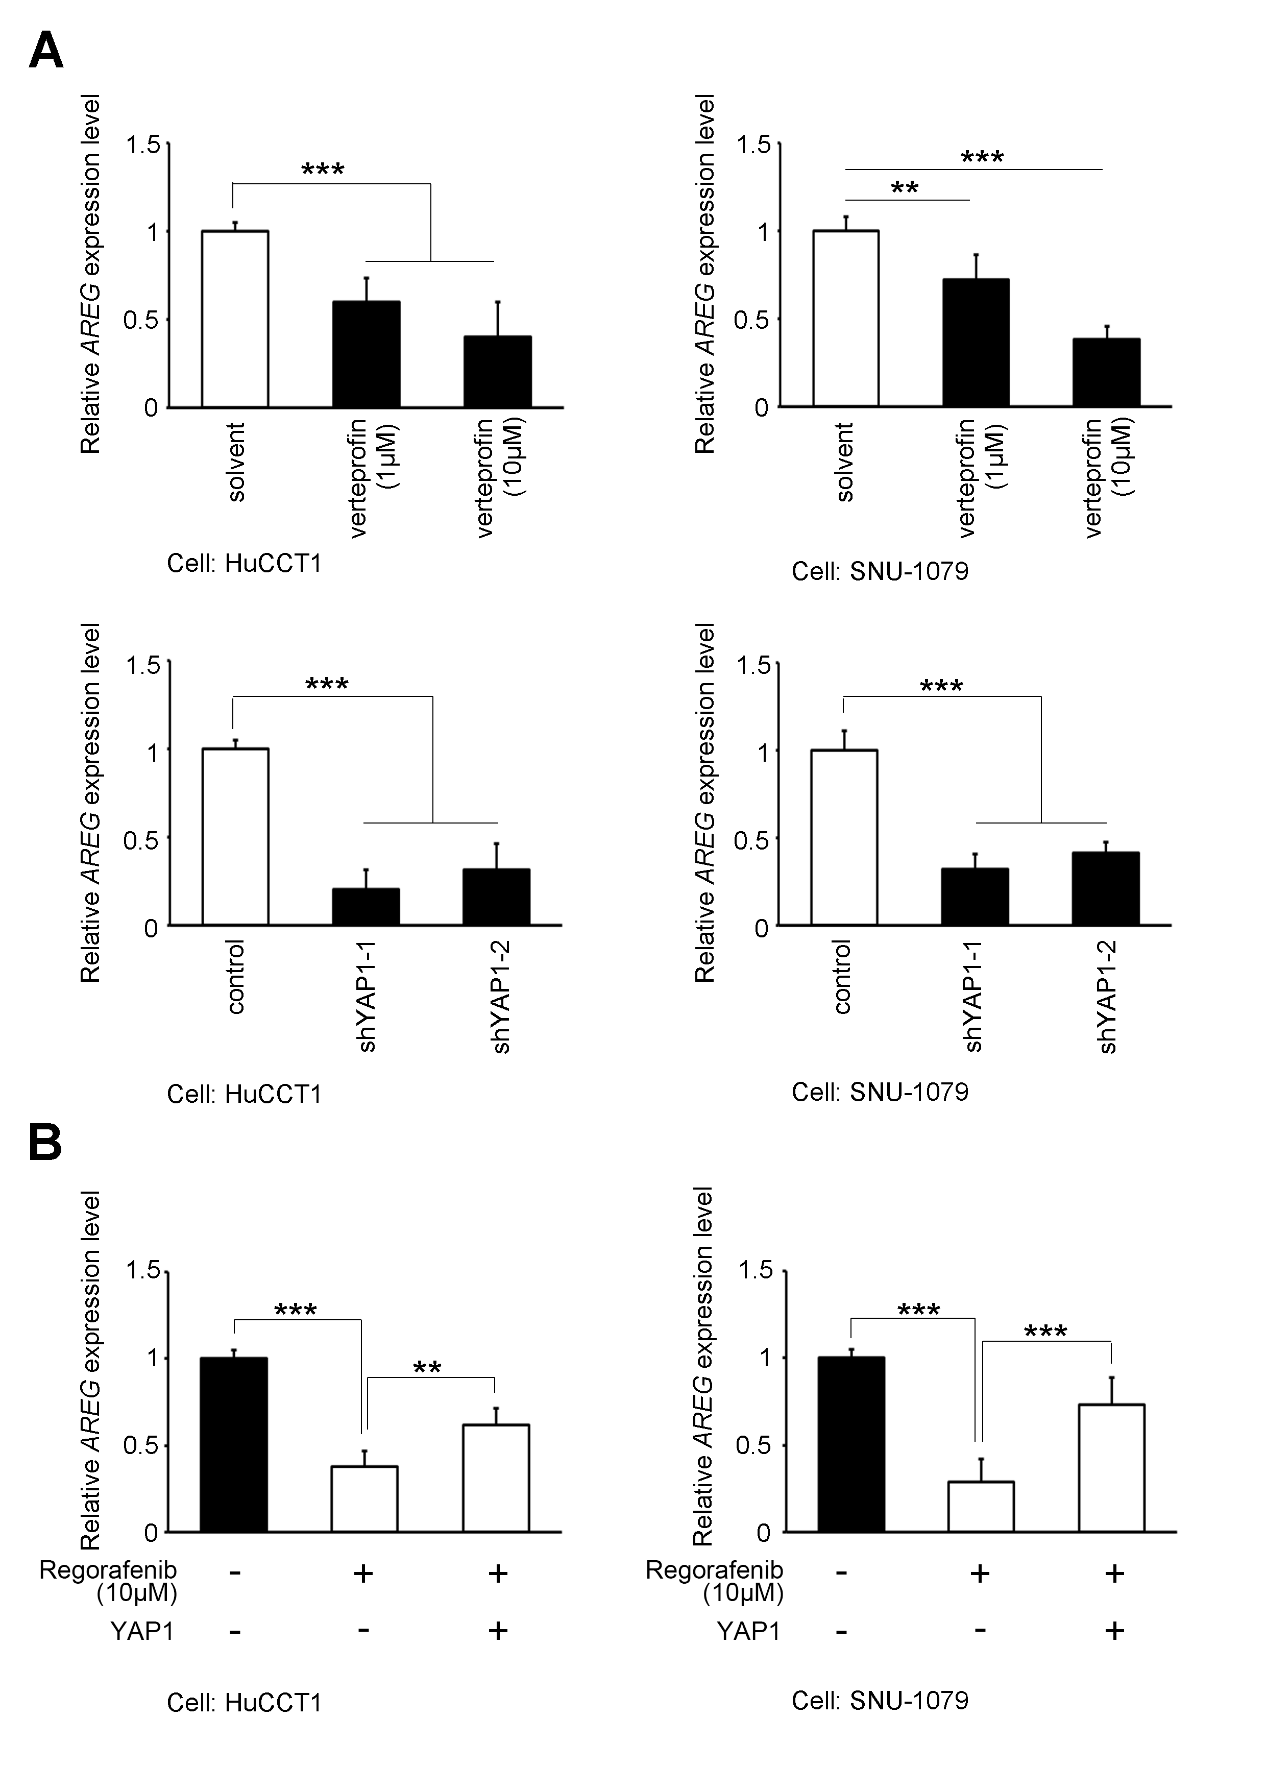
**

**Supplement Figure S11.** Western blots showing YAP1 protein levels after treatment of HuCCT1 and SNU-1079 cells with anti-AREG antibodies.

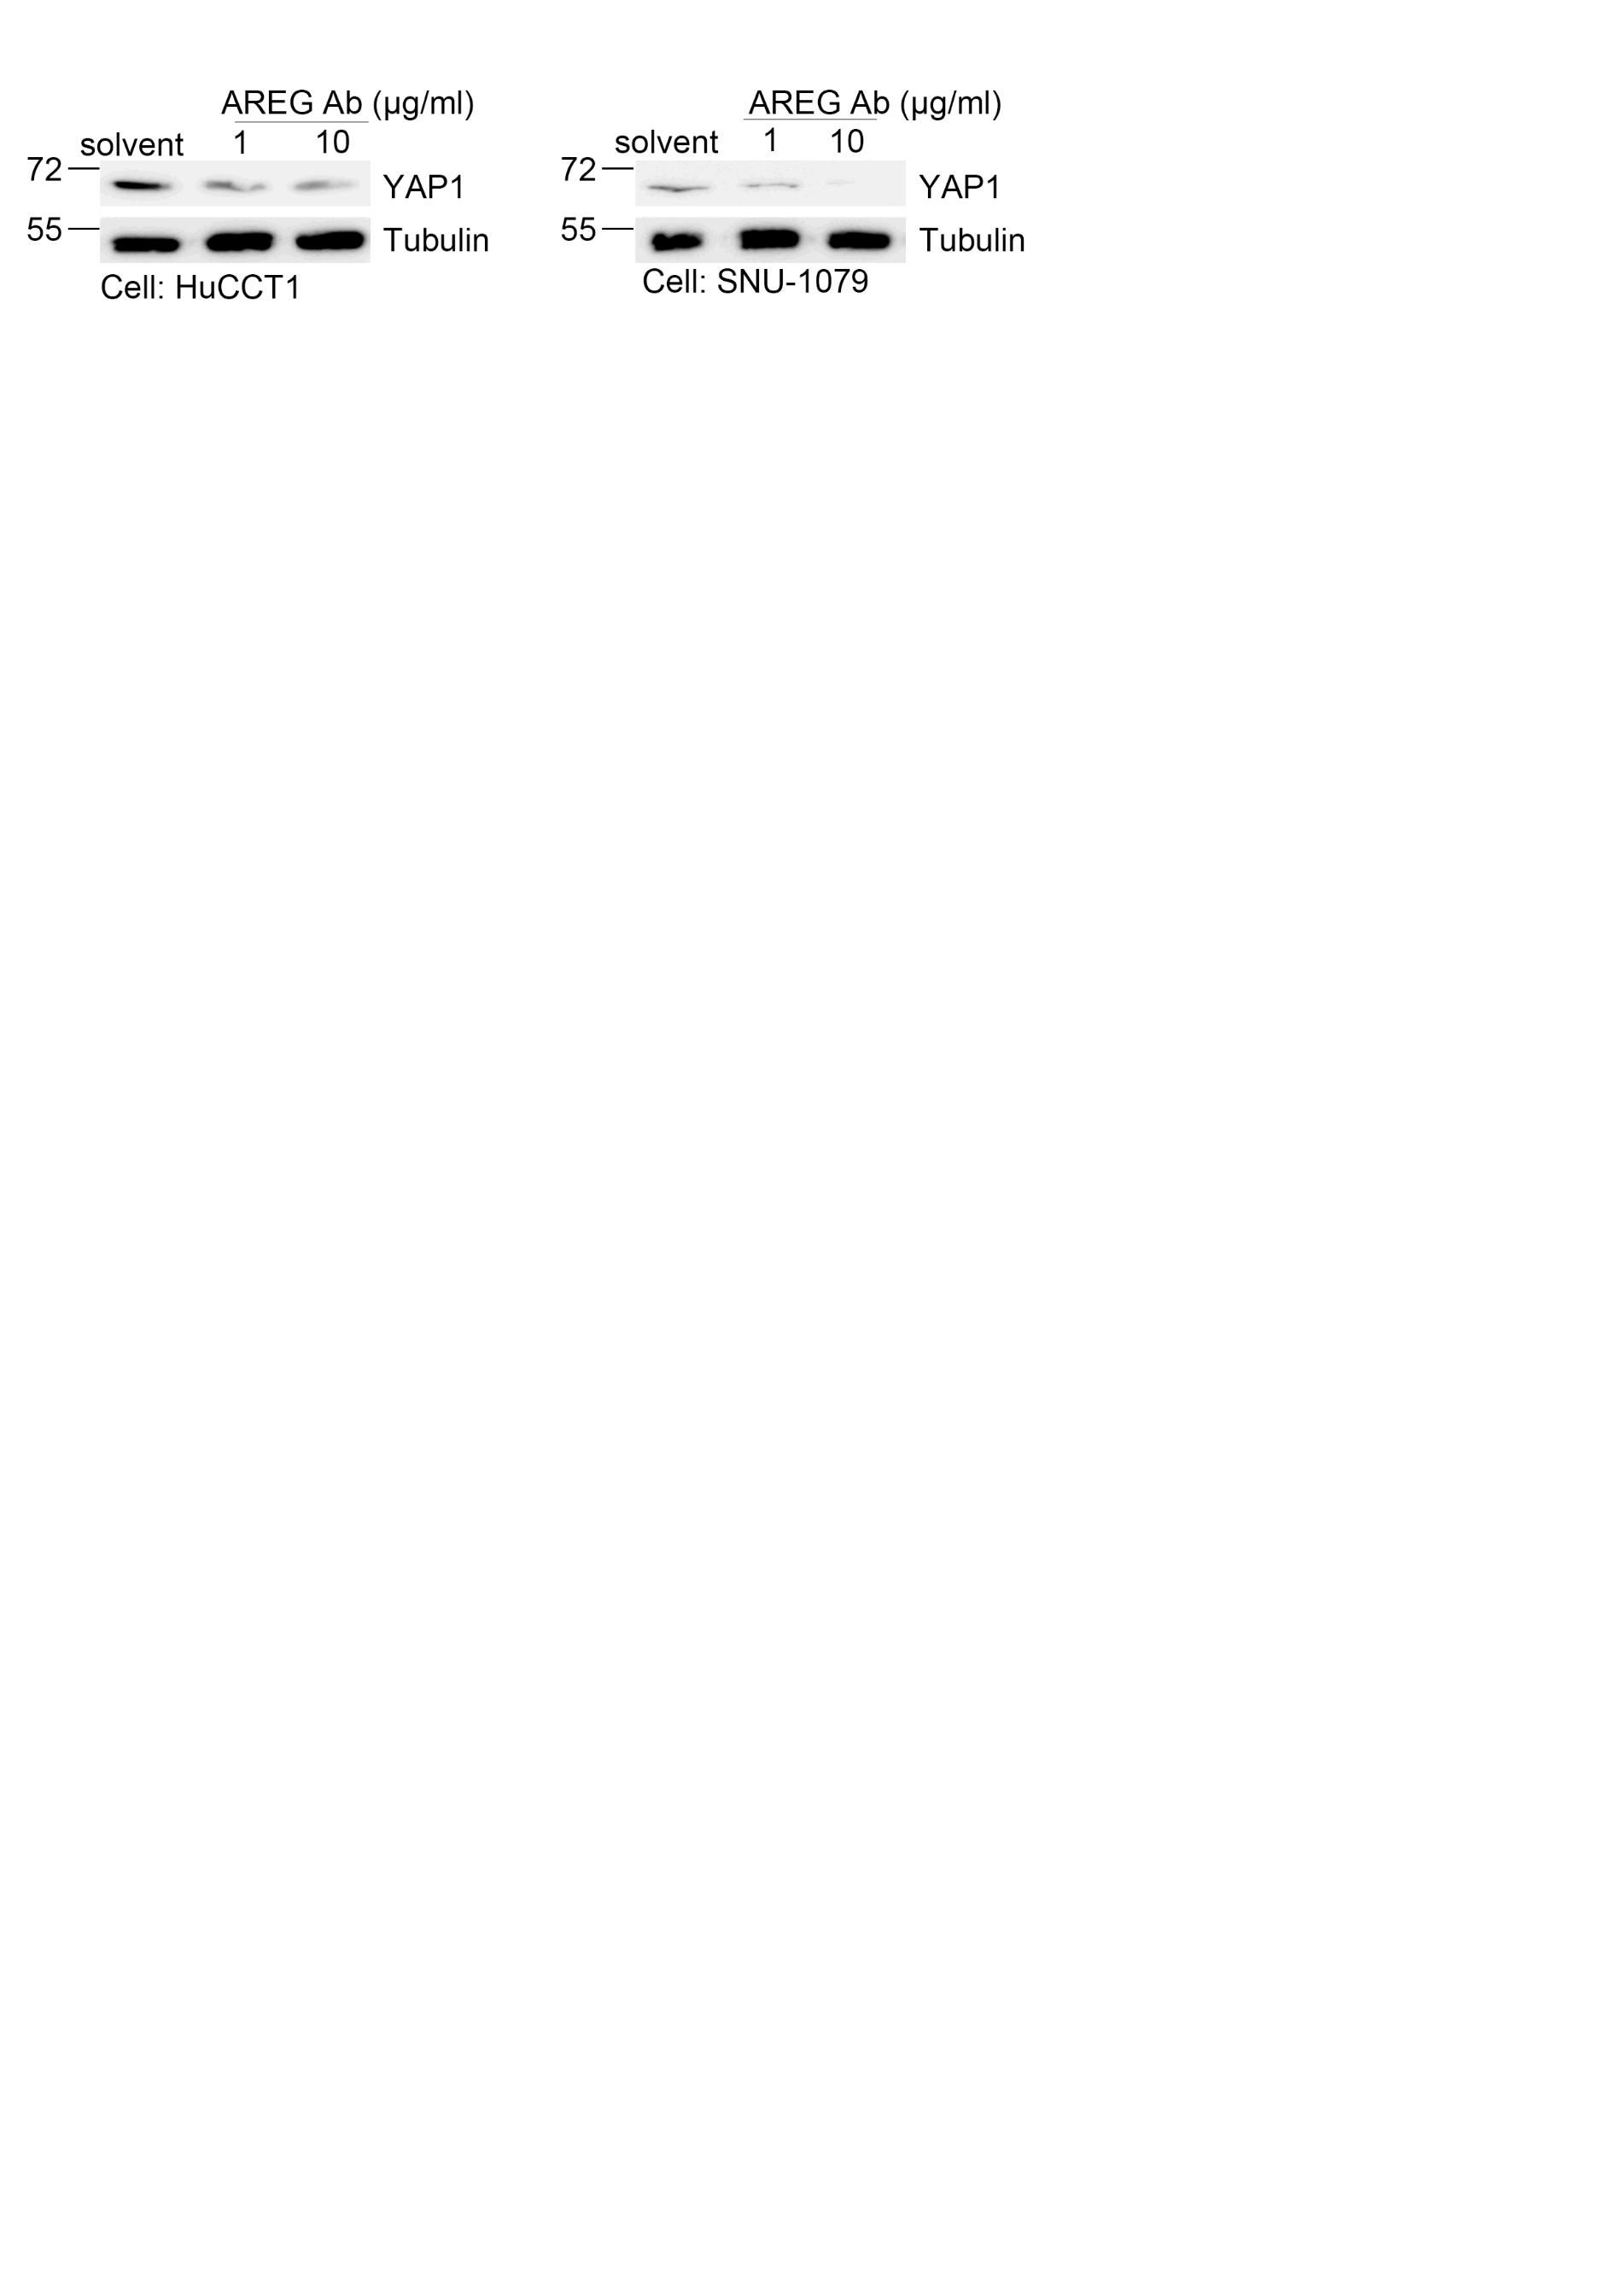

**Supplement Figure S12.** Representative IHC staining intensity of p-YAP1 (Y357), p-YAP1 (S127), and AREG protein in CCA tissues. Scale bar: 50 µm.

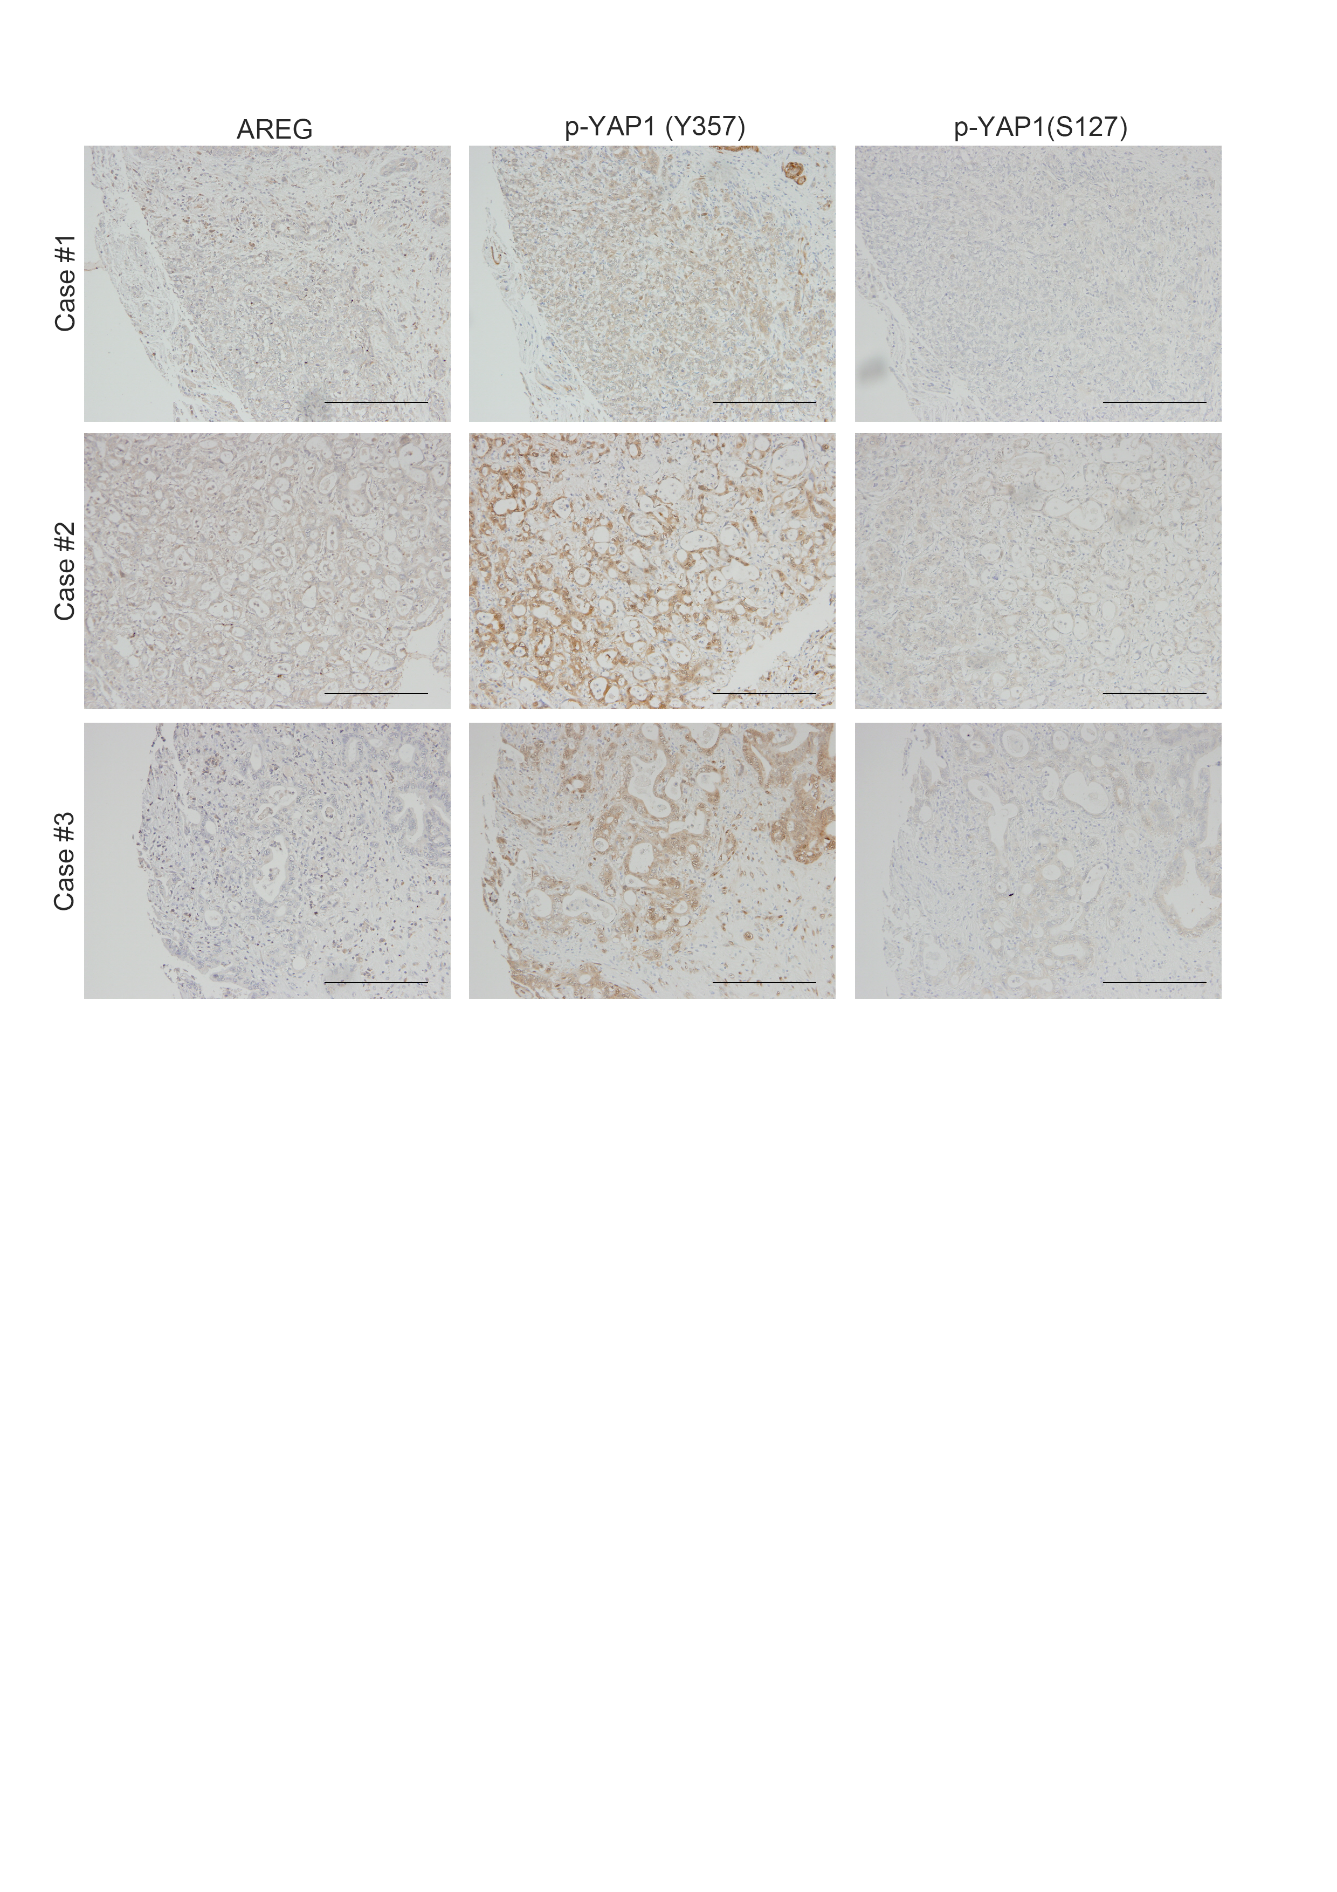

**Supplement Figure S13.** Western blot analysis of YAP1, ALOX5, and tubulin levels in a CCA cell panel (human cholangiocyte primary cell, MMNK-1, and HuCCT1).

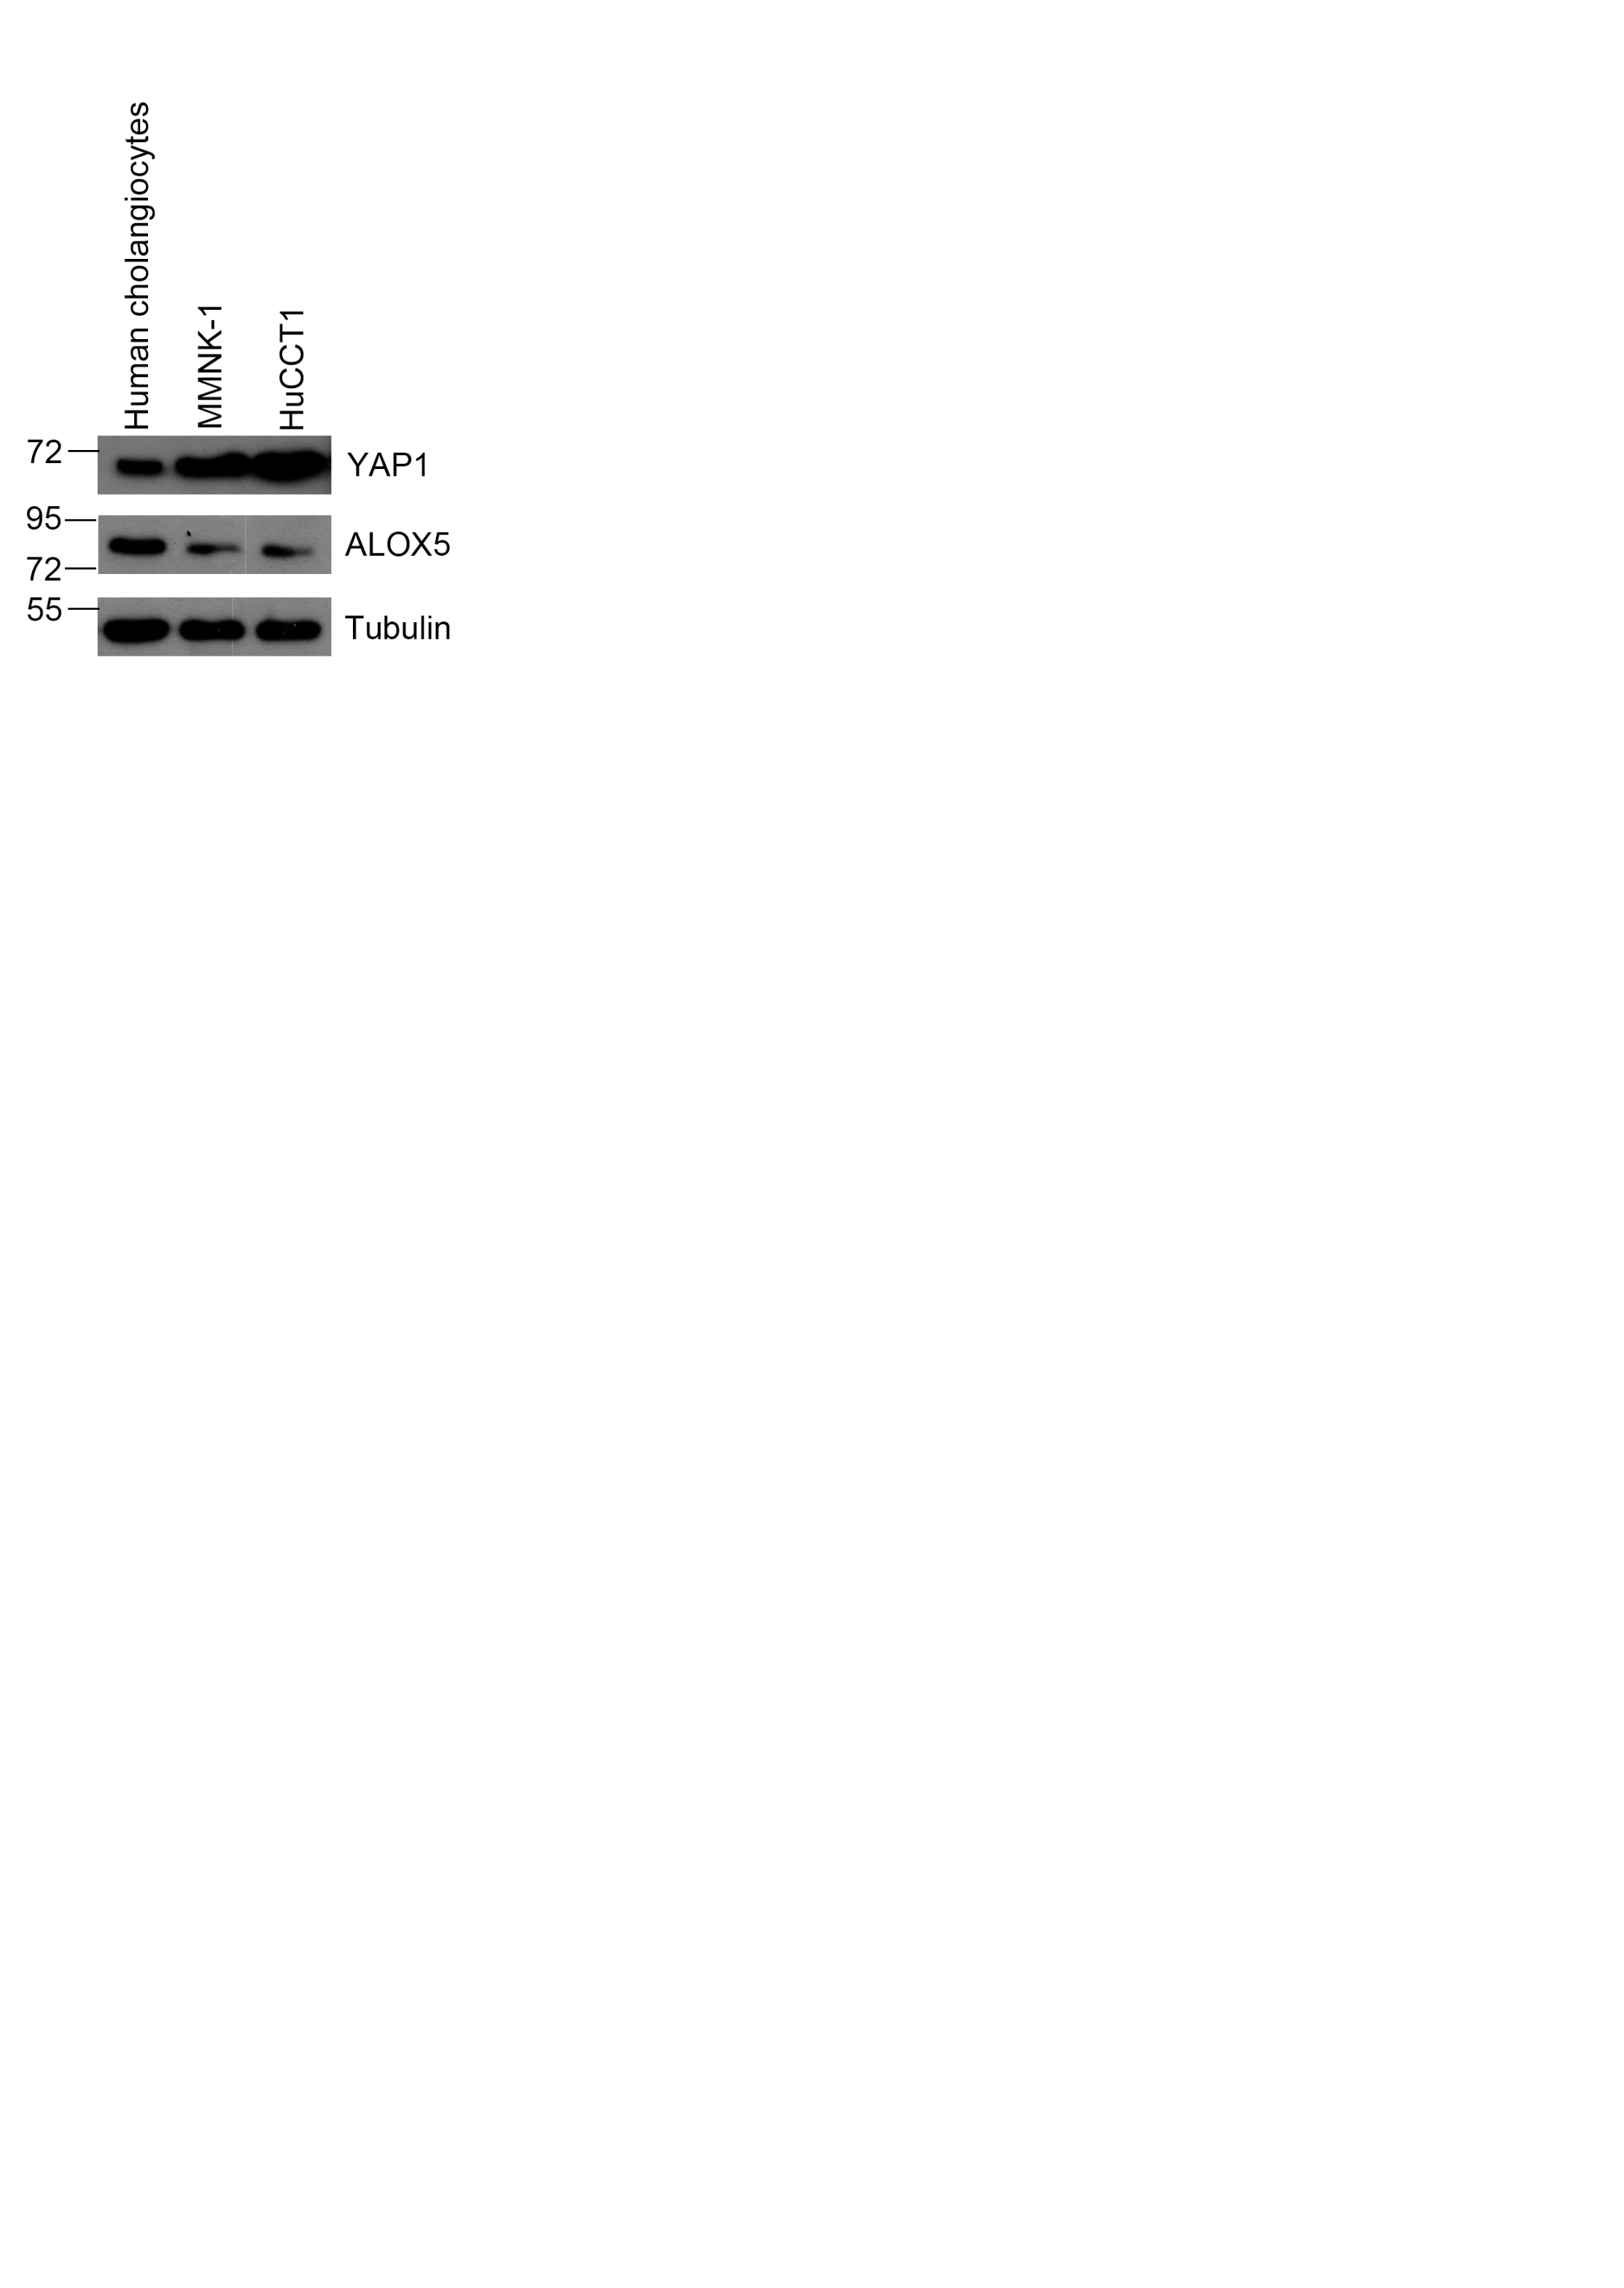

**Supplement:** Supplementary file 1 — Supplementary profile

# Supplementary material for: Regorafenib inhibits epithelial-mesenchymal transition and suppresses cholangiocarcinoma metastasis via YAP1-AREG axis
**Source:** Cell Death Dis. 2022 Apr 21;13(4):391. doi: 10.1038/s41419-022-04816-7
**Supplement:** Supplementary file 2 — Author contributions

**Author contributions**

**Conception and design:** Yu-Chan Chang, Ming-Huang Chen, Michael Hsiao

**Development of methodology:** Yu-Chan Chang, Chien-Hsiu Li, Ming-Hsien Chan, Chun-Nan Yeh, Ming-Huang Chen

**Acquisition of data (provided animals, acquired and managed patients, provided facilities, etc.):** Yu-Chan Chang, Chien-Hsiu Li, Ming-Hsien Chan, Chun-Nan Yeh, Ming-Huang Chen, Michael Hsiao

**Analysis and interpretation of data (e.g., statistical analysis, biostatistics, computational analysis):** Yu-Chan Chang, Ming-Huang Chen

**Writing, review, and/or revision of the manuscript:** Yu-Chan Chang, Chien-Hsiu Li, Ming-Hsien Chan, Chun-Nan Yeh, Ming-Huang Chen, Michael Hsiao

**Administrative, technical, or material support (i.e., reporting or organizing data, constricting databases):** Chun-Nan Yeh, Ming-Huang Chen

**Study supervision:** Michael Hsiao

How the deposited data were processed for this re-analysis (not part of the article)

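RNA of HuCCT1 and KKU-100 cells treated with solvent or with a low or a high dose of regorafenib was measured on 6 arrays, 1 for each line and treatment. The deposited values are linear signal intensities per probe set, which the authors made with MAS5 according to the processing notes, without a stated version, and the paper's methods name log2 normalization in GeneSpring. The quantiles of the 6 arrays lie close together, with lowest signals from 3.63 to 4.05 and highest signals from 19904 to 20640.3. The number of arrays limits the precision. All conditions were taken from the sample labels, which give other doses than the paper.

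The 62 control probe sets were left out and the signals were log2 transformed without further scaling. Gene symbols came from the annotation of the array: 41097 probe sets carry 1 symbol, 1801 carry several and 11777 carry none, which leaves 19775 genes with a probe set of their own. Each gene is represented by its probe set with the highest mean signal. The level filter kept, in each line, the probe sets whose mean log2 signal reached the 50th percentile, with 12789 genes in HuCCT1 and 12694 in KKU-100, and 12833 genes over all 6 arrays. Fold changes compare each dose with the solvent array of the line at a cutoff of 1.5-fold and carry no p-value.

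Changes common to both lines were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, cell line as a block, 2 residual and 3.41 prior degrees of freedom), with Benjamini-Hochberg adjustment at 0.05. The fit was tested on simulated data with 27307 probe sets and a median SD of 0.211 on the log2 scale, where it called 48, 100 and 100 of 100 probe sets changed by a log2 of 1, 2 and 4, and 11 unchanged ones. These rates do not carry over to the arrays. There limma did not call RASGRP1 at the high dose, with a log2 fold change of 2.82, a standard error of 0.19 and an adjusted p of 0.0793. Counts of 0 therefore do not show that changes of this size are absent. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The 24 gene lists were YAP/TAZ targets, Hippo pathway components, the study's YAP1 and TAF4 networks, MAPK output, EGFR ligands and receptors, ATF4 targets, ER chaperones and ERAD, interferon-stimulated genes, NF-kB targets, G1/S genes, G2/M genes, MYC targets of ribosome biogenesis, epithelial markers, mesenchymal markers, BCL2 family, cholesterol synthesis, p53 targets, NRF2 targets, hypoxia and glycolysis, metallothioneins, regorafenib target kinases, markers of other cell types and housekeeping genes. Each list's median, except for the study's networks, was placed among 10000 random lists of its size matched on mean signal in 20 bins.

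The genes named are those the paper names for the arrays or measured by RT-PCR or qPCR after regorafenib, apart from AREG, which was not analysed. Added were the 10 largest rises and falls at the high dose in each line, among genes past 1.5-fold the same way at both doses. Up to 4 members of each list followed, with the largest change at the high dose that went the same way at both doses. The 10 genes with the smallest limma p at the high dose were also named. These rules, the lists, the comparisons and the alternatives were set before the data were examined, but with Table S1 and the upstream regulator tables of the paper already seen. The alternatives were quantile normalization, centring of each array on its median, a floor at the 20th percentile, no level filter, a filter at the 60th percentile, leaving out probe sets that can match several genes, a 2-fold cutoff, the median over all probe sets of a gene, eBayes without a trend and with the robust option, dose rank as a linear term, leaving out each array, and the methods' t-test. The upstream regulator predictions were not recomputed, and 1 gene of the study's networks is not reported here.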

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

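The tests that set HuCCT1 beside KKU-100 and that look for low values among the MAPK output genes were chosen only after the result was seen.

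MAPK output genes, which follow the activity of the RAF, MEK and ERK kinases, were lower in both lines, and apart from CCND1 the paper does not discuss them. Their median log2 fold change was −0.89 and −0.85 at the low and the high dose in HuCCT1 and −0.99 and −1.30 in KKU-100, below all 10000 random lists in each case. Of 16 genes, 12 and 12 were lower in HuCCT1 and 13 and 14 in KKU-100, and 0 were higher. SPRY2, a feedback inhibitor of the pathway, was at −1.31 and −1.45 and at −1.06 and −1.13, and SPRY4 at −0.80 and −0.63 and at −2.74 and −2.18. For both lines together, limma called 0 over all genes tested and 12 lower at each dose adjusted over the list alone.

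For the MAPK output genes in KKU-100, a solvent array that stands apart is argued against as the whole cause by HuCCT1, which has its own solvent array and where the higher of the medians was −0.85. Further scaling of the deposited values did not remove the falls, with a median of at most −1.28 in KKU-100 at the high dose under quantile normalization and centring. The values had been scaled already, so these settings could change little and cannot decide on an effect of that earlier scaling. Low values are argued against by all 16 genes having a signal above the median of the KKU-100 array at the high dose. The depth of the falls of FOS, EGR1 and CTGF in KKU-100 stays open, since both doses share 1 solvent array. A lower MAPK output under the drug is a candidate explanation, which was not tested further.

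SLC7A11, the cystine transporter, was at 2.68 in HuCCT1 and at −0.71 in KKU-100 at the high dose, opposite in the lines, and the difference was not tested. At the low dose SLC7A11 was at 1.04 in HuCCT1 and −1.29 in KKU-100, so it rose from the low to the high dose in both lines. The opposite signs therefore rest on the solvent arrays, 1 for each line, and a KKU-100 solvent array that stands apart stays open as a cause. NRF2 targets, genes of the oxidative stress response that the paper does not discuss, had a median of 0.25 in HuCCT1 (percentile 98.2) and −0.49 in KKU-100 (below all 10000 lists) at the high dose, a difference that was not tested. At the low dose both medians were below 0, with −0.11 (percentile 9.93) and −0.40 (percentile 0.01). Of 11 targets, 1 was higher and 0 lower in HuCCT1 and 0 higher and 5 lower in KKU-100 at the high dose. The 1 higher was SLC7A11 itself, which is also in the list of ATF4 targets. Metallothioneins are metal-binding proteins outside the paper's account. Their medians were 0.27 and 0.56 at the low and the high dose in HuCCT1 and −0.42 and −0.15 in KKU-100. These are opposite in the lines, which was not tested. The medians of the NRF2 targets and of the metallothioneins also compare both doses of a line with 1 solvent array, so the same limit holds. Past 1.5-fold, 1 and 3 of 7 were higher in HuCCT1, and 2 and 0 of 6 were lower in KKU-100. All of them but MT1M are read by _x_at probe sets, which can match several genes, so they may not be separate measurements. The signal of MT1M in KKU-100 lay below the level filter. Genes of hypoxia and glycolysis are also outside the paper's account. Their medians were −0.23 in HuCCT1 (percentile 0.69) and −0.20 in KKU-100 (percentile 0.23) at the high dose. At the low dose they were −0.15 (percentile 1.72) and 0.02 (percentile 39.7). For both lines, limma called 0 genes of these 3 lists over all genes tested. Adjusted over the list alone it called ANKRD37 and PFKFB3 of the hypoxia list lower at the high dose, 0 NRF2 targets and 0 metallothioneins.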

How the results depend on the processing

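With a 2-fold cutoff, 190 probe sets were higher and 193 lower in HuCCT1 at the low and 594 and 603 at the high dose, and 510 and 861 and then 557 and 586 in KKU-100, fewer by construction. Without _x_at and _s_at probe sets, 1297 were lower in KKU-100 at the high dose, with fewer probe sets tested. The other 47 values of these counts stayed within 1.5 times the reported one.

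For both lines together, the counts of 0 stayed at 0 in 52 values, which include each other scaling, filter and eBayes setting and each treated array left out, and moved in 14. Leaving out 1 array at a time, the counts ranged from 0 to 667 higher and 0 to 978 lower at the low dose, and from 0 to 364 higher and 0 to 322 lower at the high dose. Among the arrays left out, only the solvent arrays moved counts from 0. The solvent level then comes from the other line alone, and the line without its solvent array enters only through its high-minus-low difference. The spread rests on the high-minus-low differences, whose correlation between lines was 0.516. The methods' t-test at p under 0.05 gave 825 higher and 789 lower at the low dose and 921 and 764 at the high dose, without adjustment, and after Benjamini-Hochberg 1 and 0 and then 2 and 3. The cause of the latter was not tested.

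Without a level filter, the correlation between lines was 0.216 at the low and 0.256 at the high dose, with 19775 genes in place of 12833. Of the list medians 478 stayed and 2 moved, the 12 correlations with Table S1 stayed, and the number of genes in dose order, upward and downward added, stayed within 1.5 times the reported one in 20 values. By direction, the TAF4 network in HuCCT1 had 5 to 7 genes downward and 1 to 4 upward, and the YAP1 network 0 or 1 upward there. Pooled over the settings, 3713 values of named genes stayed, 78 moved and 9 that were past 1.5-fold reversed. A change of sign of a value within 1.5-fold, such as that of BCL2L11 in HuCCT1 at the low dose, was not counted as a reversal. The pooled total overstates the stability, since leaving out the level filter cannot alter the fold change of a probe set. With the median over all probe sets alone, 675 stayed, 76 moved and 9 reversed. The reversals came with the median over all probe sets of the gene, at −0.336 for ACTA2, HuCCT1 low dose, 0.116 for CCDC80, KKU-100 high dose, −0.0329 for CREB5, KKU-100 high dose, 0.101 for EFNA2, KKU-100 high dose, −0.0014 for GAS1, KKU-100 high dose, −0.166 for IFIH1, HuCCT1 low dose, −0.0541 for PRP4K, KKU-100 low dose, 0.277 for SFPQ, HuCCT1 high dose, and −0.29 for TNFRSF9, HuCCT1 low dose. Other probe sets of these genes go another way, and the cause was not tested. The floor moved the 2 values of CXCL11 in HuCCT1, whose signal there lay below the level filter. The other 76 values that moved did so with the median over all probe sets of the gene. Not all of them are given here, so other printed fold changes can also depend on the choice of probe set.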

Differences from the paper's values

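The paper's Fig. 1A prints about 1300 for HuCCT1 and about 1700 for KKU-100, read by eye. Its legend calls the items potential transcription factors, and taking them as probe sets past the cutoff is an inference from the text that cites the figure. The arrays gave 4870 and 6522 past 1.5-fold at either dose. Of the alternatives set before the data were examined, a 2-fold cutoff comes within 1.5 times the paper's counts, with 1354 and 1943. Quantile normalization, centring, the floor, no level filter, the filter at the 60th percentile and leaving out _x_at and _s_at probe sets do not. The paper states a cutoff of 1.5-fold.

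As linear fold changes, the paper's value for UHRF1 is about 2.2 in Fig. 1C, read by eye, against −1.29 at the low and −2.33 at the high dose in HuCCT1. For CTGF it is about −43 in Fig. 1C, read by eye, against −2.42 and −3.57. For SNAI2 it is about −1.8 in Fig. 1C, read by eye, against 1.40 at the high dose, while −1.34 at the low dose lies within 1.5-fold of it. For BCL2L11 it is about −2.8 in Fig. 1C, read by eye, against −1.25 and 1.04. None of the alternatives set before the data were examined and run for these values (quantile normalization, centring, the floor and the median over all probe sets) closes these gaps, and the last gives 1.15 and 1.45 for BCL2L11. The array values beside the figure are those labelled HuCCT1, the line its legend names. Those labelled KKU-100 were set beside the figure only after the values were seen. At the low dose they lie within 1.5-fold of it for UHRF1, CTGF and BCL2L11 and not for SNAI2. In all they do so for 21 of the 22 figure genes compared, which are not all its genes.

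The paper states that regorafenib lowered the expression of YAP1, citing Fig. 1B, whose legend describes a ranking of predicted regulators, a measure unlike an mRNA level. On the arrays the mRNA of YAP1 was at −0.10 and −0.49 in HuCCT1 and 0.11 and 0.00 in KKU-100 on the log2 scale, within 1.5-fold. In Fig. 1D the RT-PCR product of UHRF1 in HuCCT1 goes up with the dose and those of CTGF, SNAI2 and BCL2L11 go down. On the arrays of HuCCT1, CTGF goes down as well, with −1.28 and −1.84, whereas UHRF1 was at −0.36 and −1.22, SNAI2 at −0.42 and 0.49 and BCL2L11 at −0.33 and 0.06. The sign of BCL2L11 at the low dose turns with the median over its probe sets.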

Other observations

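The tests of exchanged arrays, of the comparison behind Fig. 1C and of exchanged line names were chosen only after the results were seen.

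The legend of Fig. 1C names HuCCT1. Yet of the 22 figure genes compared, which are not all its genes, 21 lie within 1.5-fold of the printed value in KKU-100 at the low dose. The same holds for 3 in HuCCT1 at the low and 2 at the high dose, and for 11 in KKU-100 at the high dose. The figure may therefore hold the comparison of KKU-100 at the low dose. An exchange of the line names in the labels would give the same match and stays open, since the values that follow run both ways. The correlation of Table S1 with the arrays of HuCCT1 exceeds that with KKU-100 by at least 0.471, but the table names no line. Its 1271 rows are nearer the about 1300 that Fig. 1A prints for HuCCT1 than the about 1700 for KKU-100. If the figure counts probe sets, this also runs the way of the labels. Fig. 1A has the smaller number for HuCCT1, as do the arrays with that label at 2-fold, with 1354 against 1943 probe sets, which runs against an exchange if the figure counts probe sets, a reading that is an inference. The directions of UHRF1, CTGF, SNAI2 and BCL2L11 in Fig. 1D, whose legend names HuCCT1, are those of the arrays labelled KKU-100, with 1.19, −5.52, −1.82 and −1.55 at the low dose, but these arrays do not have its trend with the dose, since the changes at the high dose were smaller, with 0.53, −5.14, −1.23 and −1.46, and SNAI2 lay below the level filter there.

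In KKU-100 more probe sets passed 1.5-fold at the low than at the high dose, with a ratio of 1.11. An exchange of its low and high arrays is argued against by the high-minus-low differences of the lines, which had a Pearson r of 0.516 across genes. Further scaling of the deposited values left the ratio at 1.13 under quantile normalization and 1.105 under centring. The values had been scaled already, so this cannot decide on an effect of that earlier scaling. A weaker response at the higher dose was not tested.

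Targets of MYC in ribosome biogenesis had medians of −0.61 and −0.39 in HuCCT1 and 0.09 and 0.03 in KKU-100, below all 10000 random lists in HuCCT1, where 9 and 5 of 16 were lower. NOP16 was at −0.90 and −1.05, RRS1 at −0.76 and −0.98 and WDR43 at −0.88 and −0.90 in HuCCT1. Adjusted over the list alone, limma called ODC1 and RRP12 lower at the low dose, the latter chosen after its values were seen.

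Among EGFR ligands and receptors, with medians of −0.06 and −0.08 in HuCCT1 and −0.30 and −0.08 in KKU-100, EREG was at −0.89 and −0.62 in HuCCT1 and −1.40 and −0.62 in KKU-100, and TGFA at −0.95 and −0.68 and at −0.94 and −0.70. Adjusted over the list alone, limma called EREG, HBEGF and TGFA lower at each dose and ERBB3 higher at the low dose.

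G1/S genes had medians of −0.14 and −0.25 in HuCCT1 and 0.33 and 0.21 in KKU-100, and limma called RRM2 and CCNE2 lower at the high dose adjusted over the list alone. G2/M genes had 0.03 and −0.23 in HuCCT1 and 0.38 and −0.07 in KKU-100. With the median over all probe sets, the G2/M genes of HuCCT1 at the low dose were at −0.06. The ER chaperones and ERAD list had −0.06 and 0.18 in HuCCT1 and −0.13 and 0.13 in KKU-100, with DNAJB9 at 0.41 and 2.26 in HuCCT1 and −1.33 and 0.13 in KKU-100.

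Epithelial markers had medians of 0.09 and −0.03 in HuCCT1 and 0.16 and 0.12 in KKU-100, and mesenchymal markers 0.09 and −0.13 in HuCCT1 and 0.10 and 0.02 in KKU-100. The medians cover all 19 epithelial markers with a probe set in HuCCT1 and 12 in KKU-100, and 16 of 23 mesenchymal markers in each line. In KKU-100, EPCAM, KRT19, CLDN4, ESRP1, GRHL2, OVOL2 and RAB25 lay below the level filter and do not enter the median. The BCL2 family had medians of −0.19 and 0.05 in HuCCT1 and 0.07 and 0.02 in KKU-100. There limma called BCL2A1 lower at the low dose adjusted over the list alone, chosen after its values were seen. The signal of BCL2A1 in KKU-100 lay below the level filter. The p53 targets had 0.13 and 0.25 in HuCCT1 and −0.13 and 0.13 in KKU-100, and CDKN1A and TNFRSF10B were lower and CCNG1 higher at the low dose by the same adjustment, TNFRSF10B and CCNG1 chosen after their values were seen.

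Genes of cholesterol synthesis had medians of 0.01 and −0.31 in HuCCT1 and 0.23 and 0.17 in KKU-100, and regorafenib target kinases, of which 6 were measured in each line, 0.09 and 0.16 in HuCCT1 and −0.11 and −0.20 in KKU-100. Markers of other cell types had 0.18 and 0.10 in HuCCT1 and −0.01 and −0.02 in KKU-100, with 1 and 2 of 8 measured higher in HuCCT1, namely LUM at 1.76 and 0.90 and, at the high dose, VWF at 0.85, and 0 past 1.5-fold in KKU-100. Housekeeping genes had 0.02 and −0.11 in HuCCT1 and 0.01 and −0.03 in KKU-100, and 0 of them passed 1.5-fold. For the lists of this part, limma called 0 genes over all genes tested.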
